# Single cell RNA sequencing of the adult *Drosophila* eye reveals distinct clusters and novel marker genes for all major cell types

**DOI:** 10.1038/s42003-022-04337-1

**Published:** 2022-12-14

**Authors:** Kelvin Yeung, Komal Kumar Bollepogu Raja, Yoon-Kyung Shim, Yumei Li, Rui Chen, Graeme Mardon

**Keywords:** Transcriptomics, Data publication and archiving, Bioinformatics, Data acquisition

## Abstract

The adult *Drosophila* eye is a powerful model system for phototransduction and neurodegeneration research. However, single cell resolution transcriptomic data are lacking for this tissue. We present single cell RNA-seq data on 1-day male and female, 3-day and 7-day old male adult eyes, covering early to mature adult eyes. All major cell types, including photoreceptors, cone and pigment cells in the adult eye were captured and identified. Our data sets identified novel cell type specific marker genes, some of which were validated in vivo. R7 and R8 photoreceptors form clusters that reflect their specific *Rhodopsin* expression and the specific *Rhodopsin* expression by each R7 and R8 cluster is the major determinant to their clustering. The transcriptomic data presented in this report will facilitate a deeper mechanistic understanding of the adult fly eye as a model system.

## Abstract (web summary)

Single-cell RNA sequencing of early to mature adult *Drosophila* eyes reveals new cell type-specific marker genes and a full set of transcriptomic data for this tissue.

## Introduction

The fruit fly *Drosophila melanogaster* is a powerful model organism that has been instrumental in elucidating conserved mechanisms of cell fate determination, differentiation, proliferation, survival, and growth. Many tools for genetic manipulation were developed for *Drosophila*, including the Gal4/UAS system for expressing any transgene in a time and/or tissue-specific manner and the Flp/FRT system for inducing clones of homozygous mutant tissue in a heterozygous animal. Moreover, *Drosophila* and humans are remarkably conserved and thus biological insights from research in *Drosophila* are often directly relevant to vertebrate development and disease.

The eye is one of the most highly studied tissues in *Drosophila*. Many conserved genetic networks and signaling pathways are required during *Drosophila* eye development and the eye has served as an important system for characterizing these pathways. The adult eye is organized in a highly stereotypical pattern, and any perturbation caused by genetic alteration can be easily scored in living animals, rendering it one of the most powerful tools for genetic screens in higher eukaryotes. In addition, since the eye is not required for survival in a laboratory setting, it is well-suited for testing the function of genes without causing lethality. For these reasons, along with the extensive set of tools for genetic manipulation, the adult *Drosophila* eye has served as an important human disease model, particularly for neurodegenerative diseases. For example, the adult *Drosophila* eye has been used to study neurodegenerative conditions such as Alzheimer, Parkinson, Huntington, and Glutamine repeat disease^1–3^.

The adult *Drosophila* eye comprises about 750 repeating units, called ommatidia (Fig. 1a, b). Each ommatidium contains eight photoreceptor cells (named R1-R8), four lens-secreting cone cells, one tertiary, two primary, and three secondary pigment cells, and two bristle cells (Fig. 1c–e). Each photoreceptor detects light with its rhabdomere, a specialized structure made of tens of thousands of microvilli where the light-sensing Rhodopsin proteins are localized. The photoreceptors in each ommatidia are arranged in a stereotypic manner where the rhabdomeres form a trapezoidal shape. Rhabdomeres from R1-6 form the outline of the trapezoid, while the R7 and R8 rhabdomeres occupy the center of each trapezoid, with the R7 rhabdomere positioned directly apical to the R8 rhabdomere. The four cone cells are positioned apical to all the photoreceptors. During pupal development, the cone cells are required to form the lens of the eye^4^. In the adult eye, cone cells function as support cells for photoreceptors^5^. The cone cells are surrounded by the two primary pigment cells. The secondary and tertiary pigment cells are localized to the periphery of each ommatidium and act as optical insulators against scattering light between ommatidia in the adult eye. Pigment cells are also required for the production and transport of chromophore, an essential component of phototransduction in *Drosophila*, into photoreceptors.

**Fig. 1:**
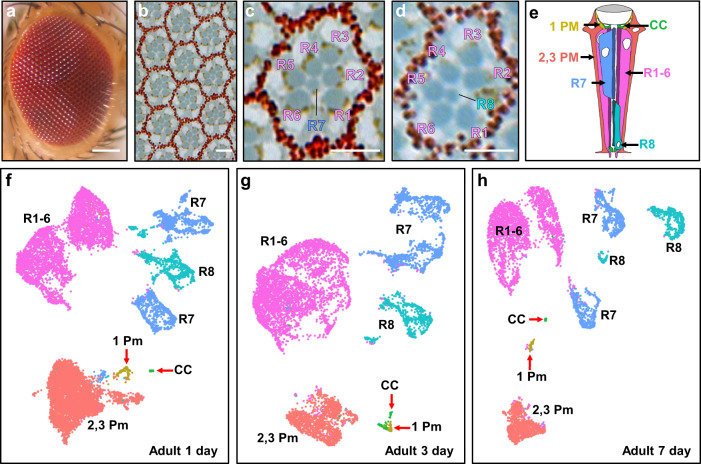
Single-cell RNA sequencing of adult *Drosophila* eyes reveals all expected cell types. **a** External image of an adult eye; scale bar: 100 µm. **b** Tangential section of an adult eye shows about 10 ommatidia; scale bar: 5 µm. **c**, **d** High magnification views of tangential sections of an ommatidium at the R7 (**c**) and R8 (**d**) focal planes. Scale bars: 5 µm. **e** Schematic of the different cell types present in an adult ommatidium; there are six R1-6 cells in each ommatidium but only two are shown in this view. Reproduced/adapted with permission from Fig. 1b in Rister et al., 2013, *Development*^86^ (10.1242/dev.079095). Teal: R8; purple: R1-R6; blue: R7; orange: secondary and tertiary pigment cells; yellow: primary pigment cells; green: cone cells. **f**–**h** Seurat UMAP cluster plots of scRNA-seq results of 1-day (**f**), 3-day (**g**), and 7-day (**h**) old adult eyes. Cell cluster identities: R1-6, R7, and R8 are photoreceptors R1-8; 1 Pm are primary pigment cells; 2,3 Pm are secondary and tertiary pigment cells; and CC are cone cells.

Phototransduction has been extensively studied in the adult *Drosophila* eye. Each photoreceptor cell expresses one type of *Rhodopsin* (R1-6 expresses *ninaE*, R7 expresses either *Rh3* or *Rh4*, and R8 expresses *Rh5* or *Rh6*)^6–11^. The outer photoreceptors (R1-6) are specialized to detect motion while the inner photoreceptors (R7 and R8) are specialized for color vision^12,13^. Briefly, in *Drosophila* phototransduction, light first activates Rhodopsins^14^. This causes Rhodopsin to isomerize to Metarhodopsin and activates a Rhodopsin-bound G protein. This in turn activates Phospholipase C and triggers the downstream activation of two cation channels, causing an influx of cations into the photoreceptors. Despite some differences between the *Drosophila* and vertebrate phototransduction pathways, the general mechanism involves Rhodopsin being activated by light, which triggers a G protein signaling cascade leading to the activation of cation channels and an influx of cations into the photoreceptor. Thus, insights into phototransduction from *Drosophila* eye studies are also applicable to vertebrate phototransduction.

Although the *Drosophila* eye is well characterized and commonly used as a disease model, we are still far from a complete understanding of the eye. Whole tissue transcriptome data of adult eyes were previously reported but the resulting data mixes the transcriptomes of neuronal photoreceptor cells and non-neuronal pigment cells and cone cells. The mixing of these very different cell types confounds the interpretation of the transcriptome data. Although single-cell RNA-sequencing has been employed in *Drosophila* at multiple developmental stages and tissues to obtain single-cell resolution transcriptomic data, high-resolution data are still lacking for the adult eye^15–17^. Single-cell transcriptome data from the adult eye provides a detailed view of the transcription landscape of each cell type. This in turn can afford a far more detailed dataset for unraveling the molecular mechanisms of eye development and disease models. Single-cell transcription data can also lead to the rapid discovery of new genes with cell-type-specific functions.

In this report, we present single-cell transcriptome data of more than 27,000 cells prepared from intact adult *Drosophila* eye cells from 1-day, 3-day, and 7-day-old male and 1-day-old female animals. These three time points cover the transcriptomes of the early and mature adult eye. All major cell types of the adult eye cluster distinctly in all three time points and the identities of all major cell types and novel cell-type markers discovered from these data sets were validated in vivo. Our data sets show a clear distinction between R1-6, R7, and R8 photoreceptor subtypes and that the expression of cell type-specific *Rhodopsins* is the main contributor to these distinctions. These data also reveal many novel markers for each major cell type. We expect these data to greatly aid in gene discovery, reagent development, and a high-resolution mechanistic understanding of the adult fly eye as a model system.

## Results

### Single-cell RNA-sequencing reveals the transcriptomes of photoreceptors, cone, and pigment cells of 1-day, 3-day, and 7-day-old adult eyes

We performed single-cell RNA-sequencing (scRNA-seq) on dissociated 1-day (1D), 3-day (3D), and 7-day (7D)-old male *Canton-S* adult eyes using 10x Genomics Chromium, a droplet-based single-cell sequencing platform. Males were chosen specifically so that genes expressed from the Y chromosome would also be captured. To avoid any stress-related transcriptional responses, we dissected and dissociated all samples in the presence of a transcription-inhibiting drug, Actinomycin D^18^. 

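Droplet-based sequencing gave 1 library each for the 1-day, 3-day and 7-day-old males and the 1-day-old females, so no age or sex had a replicate. A unique molecular identifier (UMI) marks a single captured RNA molecule. The authors aligned the reads to dm6 and counted UMIs per gene and cell barcode with Cell Ranger 6.0.1, and the deposited values are these counts, as whole numbers without normalization. They precede the SoupX correction and the removal of cells by the authors, so neither step is in the deposited counts. The counts summed to 98373676 UMIs in the 1-day male library, 44430651 in the 3-day male library, 17654226 in the 7-day male library and 74438691 in the 1-day female library, over 13964 listed genes. The paper states depth in reads, and the values here use UMIs. Counts summed over the cells of a group are given in CPM, which is relative to all UMIs of that group. Shares of cells carry exact Clopper-Pearson 95% intervals and sums of UMIs carry exact Poisson 95% intervals, which cover counting error only and say nothing about the difference between 2 libraries of the same age.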

Overall, we obtained a large number of cells compared to the complexity of the tissue and each preparation had greater than 80% viability. Specifically, prior to cell filtering, we had more than 6300 cells from each time point, with more than 100 million reads and more than 600 median genes detected per cell (Table 1). 

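The 1-day male library held 16275 barcodes called as cells, the 3-day male library 8701 and the 7-day male library 6335. The median barcode had 3161 UMIs at 1 day, 3168 at 3 days and 1872 at 7 days. The median number of genes with a UMI was 938, 855 and 618 in the same order. Over all barcodes, 10874 genes were detected at 1 day, 10214 at 3 days and 9619 at 7 days.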

The fraction of reads in cells, a metric that reflects cell viability, is more than 80% for all three time points.

**Table 1:** Quality control metrics for adult eye scRNA-seq data sets.

Metrics	1-Day old ♂	3-Day old ♂	7-Day old ♂	1-Day old ♀
Total reads	583 M	267 M	104 M	571 M
Total genes	10,874	10,214	9619	10.297
Estimated number of cells	16,275	8701	6335	8765
Median genes per cell	938	855	618	1008
Median UMI per cell	3161	3168	1872	4465
Fraction of reads in cells	87.2%	87.7%	80.8%	87.6%

Low-quality cells with high mitochondrial gene expression, droplets with potential multiple cells, non-eye lamina neurons that express neural-specific markers, and glial cells that express glial-specific markers were all filtered out to yield an eye-specific data set. 

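The limits in the paper's methods on mitochondrial share (20%, 25% and 18% at 1, 3 and 7 days) and on genes per cell were applied to the deposited counts. They kept 13788 cells of the 1-day male library, 7990 of the 3-day and 5897 of the 7-day library. Most of the barcodes outside the limits were over the mitochondrial one, 2382 at 1 day, 592 at 3 days and 405 at 7 days. The remaining cells were clustered, and whole clusters with at least 500 CPM of *fne* or 50 CPM of *repo* were left out. This removed 1908, 697 and 618 cells from the 3 male libraries as neurons, and 520, 280 and 250 cells as glia.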

Ambient RNA was removed using SoupX^19^. 

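The cells left as eye cells after the limits and the removal of clusters with *fne* or *repo* numbered 11360 in the 1-day male library, 7013 in the 3-day male library and 5029 in the 7-day male library. Their median depth was 4139, 3581 and 1907 UMIs.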

After filtering, we have more than 5000 cells for each time point (Table 2). The three filtered datasets were individually analyzed with Seurat v4^20–22^. 

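Here the eye cells of each library were normalized again with SCTransform, reduced to 50 principal components and clustered at a resolution of 0.8 in Seurat 5.3.0. Clusters were named from marker genes listed in the paper and its supplementary data, except that R1-6-like clusters were those with a high level of *ninaE* that no other list named, whether or not R1-6 markers were raised. The genes that the paper puts forward or uses as checks, such as *sens*, *pros*, *ct*, *w*, *CG2082* and *wrapper*, were kept out of those lists. A cluster named in this way is called R1-6-like, R7-like, R8-like, secondary and tertiary pigment-like, primary pigment-like or cone-like. Clusters with a high level of *ninaE* together with at least 10000 CPM of *Rh3*, *Rh4*, *Rh5* or *Rh6*, and with fewer than 3 of the listed markers of R7 or R8 raised, fell in no single class. These mixed clusters were kept out of all classes, as were clusters that the markers did not name.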

Using known cell type-specific markers, each major cell type was identified and annotated on Seurat UMAP cluster plots (Fig. 1f–h). Cell clusters for each photoreceptor subtype, R1 to R8, and cell clusters for primary, secondary, and tertiary pigment cells and cone cells are present in the filtered datasets from all three time points. 

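R1-6-like cells numbered 4120 at 1 day, 3434 at 3 days and 2446 at 7 days. There were 733, 485 and 410 R7-like cells and 799, 574 and 503 R8-like cells at the same ages. Secondary and tertiary pigment-like cells numbered 4360, 1633 and 1039, primary pigment-like cells 118, 80 and 49, and cone-like cells 32, 20 and 25. The mixed clusters held 8.24% of the eye cells at 1 day, 10.8% at 3 days and 10.6% at 7 days. Unnamed clusters held 2.31%, 0.428% and 0.517%.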

For each time point, we have captured over 3900 R1-8 photoreceptor cells and over 1000 pigment cells (Table 2). 

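Photoreceptor-like cells, counted as the R1-6-like, R7-like, R8-like and mixed cells together, made up 58.0% of the eye cells at 1 day, 74.9% at 3 days and 77.4% at 7 days. The alternative that moved this share most was clustering of log-normalised counts in the 7-day library, where it gave 68.1%. Secondary and tertiary pigment-like cells made up 38.4% (95% interval 37.5 to 39.3%) of the eye cells at 1 day, 23.3% (22.3 to 24.3%) at 3 days and 20.7% (19.6 to 21.8%) at 7 days.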

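Cone-like and primary pigment-like cells together made up 1.32% of the eye cells in the 1-day male library, 1.43% in the 3-day library and 1.47% in the 7-day library. When each cell was instead given to the class with the highest marker score, without clusters, these shares were 4.16%, 3.37% and 3.12%.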

Although cone cells and primary pigment cells are underrepresented in our filtered or unfiltered data sets from all three time points, all other major cell types (R1-8 photoreceptors, secondary and tertiary pigment cells) are well represented.

**Table 2:** Number of cells by cell type in each data set.

Cell type	1-Day ♂	3-Day ♂	7-Day ♂	1-Day ♀	^a^Expected %
R1-6	4079 (37%)	3538 (50%)	2460 (49%)	3156 (55%)	30%
R7	1770 (16%)	1251 (18%)	953 (19%)	965 (17%)	5%
R8	791 (7.1%)	575 (8.2%)	504 (10%)	386 (7.4%)	5%
Cone cells	28 (0.25%)	56 (0.80%)	24 (0.48%)	0 (0%)	20%
1° Pigment	122 (1.1%)	44 (0.63%)	48 (0.95%)	0 (0%)	10%
2°, 3° Pigment	4374 (39%)	1551 (22%)	1046 (21%)	1219 (21%)	20%
Total	11,164	7015	5035	5726	90%

^a^Expected % does not add up to 100% as bristle cells are not counted.

We performed pseudotime analyses with Monocle 3 on the three datasets to check for any transcriptomic changes as the eye ages^23,24^. However, Monocle 3 did not identify any trends between the 1D, 3D, and 7D datasets (Supplementary Fig. 1). Specifically, each cell type cluster and partition identified by Monocle 3 contains cells from all three time points. There are no cell clusters that contain cells only from a single time point. In addition, there is no clear segregation of cells from each time point within each cell type cluster. These results suggest that the transcriptomes of adult eyes do not change extensively as the eye ages from 1 to 7 days. However, we notice a decrease in the number of genes and number transcripts as the animal ages (Supplementary Fig. 1c, d). This is consistent with studies of the aging *Drosophila* brain where it was reported that as the animal ages, the number of genes expressed and number of transcripts decrease^25^.

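Gene levels of each class were compared between the male libraries as the Pearson correlation of log CPM across 4391 genes. Genes are not independent replicates, so this value describes the libraries and carries no test. For R1-6-like cells the correlation was 0.959 between 1 and 3 days, 0.954 between 1 and 7 days and 0.982 between 3 and 7 days. The lowest value for R7-like cells was 0.931, for R8-like cells 0.940 and for secondary and tertiary pigment-like cells 0.940, each between 1 and 7 days. Between R1-6-like and secondary and tertiary pigment-like cells of the same library it was 0.515, 0.547 and 0.486. Between R1-6-like and R7-like cells of the same library it was 0.942, 0.936 and 0.894 at the 3 ages, and between R7-like and R8-like cells 0.973, 0.961 and 0.958. The values between ages thus overlap those between photoreceptor-like classes. From the overlap of the ages in its Monocle 3 analyses, the paper proposes that the transcriptomes change little over these days.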

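The median eye cell had 1014.5 genes with a UMI at 1 day, 872 at 3 days and 594 at 7 days. The ratio of the 7-day to the 1-day median was 0.586. The libraries differed in depth, and R1-6-like cells had a median of 7048 UMIs at 1 day, 3867 at 3 days and 1919 at 7 days. Cells with at least 1000 UMIs were thinned at random to 1000, which left out 2059 of the eye cells at 1 day and 1199 at 7 days. The ratio was then 0.916, from medians of 428 and 392 genes. Thinning to 500 UMIs, which left out no cell, gave 0.905. For R1-6-like cells the ratio moved from 0.418 to 0.895, and thinned R7-like and R8-like cells had ratios of 0.933 and 0.914. Without thinning, the medians at 1 and 7 days were 1962 and 950.5 genes in R7-like cells and 1393 and 675 genes in R8-like cells. For secondary and tertiary pigment-like cells the thinned medians went the other way, with 436 genes at 1 day and 455 at 7 days, a ratio of 1.04 against 0.953 without thinning. This left out 1629 and 424 pigment-like cells with fewer UMIs, and thinning to 500 UMIs gave 1.015.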

### Identification of R8 cell clusters and *CG2082* as an R8 marker gene

We identified R8 cell clusters using expression of the known R8-specific markers *Rhodopsin 5* (*Rh5*), *Rhodopsin 6* (*Rh6*), and *senseless* (*sens*)^6,7,26^ (7D data are shown in Fig. 2a–d; 1D and 3D are in Supplementary Fig. 2a–d). Using these markers, the annotated R8 cell clusters appear as 2 distinct groups in all time points. Although *Rh5* and *Rh6* are R8-specific *Rhodopsins*, they are not expressed in all R8 photoreceptors. Specifically, each R8 outside the dorsal periphery of the eye, expresses either *Rh5* or *Rh6* but not both *Rhodopsins*. *Rh5*-expressing R8 cells are named ‘pale’ R8s while *Rh6* expressing R8s are termed ‘yellow’^27,28^. In the adult eye, the expected ratio of pale R8s to yellow R8s is about 30:70. We confirmed this is the case with our *Canton-S* stock by staining adult eyes with Rh5 and Rh6 antibodies. Our *Canton-S* pale R8:yellow R8 ratio is about 30:70 (419 pale:1156 yellow R8s, Supplementary Fig. 2g shows an example *Canton-S* R8 image). However, we observed that the ratios of scRNA-seq captured pale to yellow R8s range from 10:90 to 14:86 in our data sets (Supplementary Fig. 2f). 

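An R8-like cell was counted as pale or yellow when *Rh5* or *Rh6* had at least 5 UMIs and made up at least 70% of the UMIs of the pair. *Rh5* cells made up 13.8% (109 of 790, 95% interval 11.5 to 16.4%) of these cells at 1 day, 9.88% (56 of 567, 7.55 to 12.6%) at 3 days and 12.6% (63 of 500, 9.82 to 15.8%) at 7 days. Among the alternatives set beforehand, a minimum of 20 UMIs moved these shares most and gave 10.9% at 1 day. Only R8-like cells with under 2% *ninaE*, a setting chosen after seeing the data, gave 15.5% at 7 days. There were 681, 511 and 437 *Rh6* cells at the 3 ages.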

The number of pale R8 cells appears to be underrepresented. Only 58–113 pale R8s were captured as opposed to 441–678 yellow R8s captured. Despite these cell number discrepancies, pale and yellow R8s clusters are well separated and *Rh5* and *Rh6* are strongly expressed in their corresponding clusters while *sens* is weakly expressed in both clusters (Fig. 2b–d and Supplementary Fig. 2b–d). 

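In R8-like cells, *Rh6* (FBgn0019940) was at 49290 CPM at 1 day, 66420 CPM at 3 days and 115900 CPM at 7 days. *Rh5* (FBgn0014019) was at 4867, 7103 and 11760 CPM. The *sens* gene (FBgn0002573, dm6 chromosome 3L, 13396228 to 13401125), which took no part in naming the clusters, was at 7.67, 5.35 and 10.0 CPM, from 59, 18 and 15 UMIs. Only 1 UMI of *sens* was found in R1-6-like cells and 2 in R7-like cells of all 3 male libraries.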

The separation of *Rh5* and *Rh6* expressing cells within the R8 cell cluster is consistent with the exclusivity of Rh5 and Rh6 expression in adult R8s in vivo^29^. 

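Separation was measured as the share of same-subtype cells among those of the 20 nearest neighbours, in 50 principal components, that carried either subtype. It was averaged over both subtypes, so that fully mixed cells give 50%. As a mean of shares of neighbours that depend on each other, it is given without an interval, and so are other shares of neighbours. For *Rh5* and *Rh6* R8-like cells this share was 99.9% at 1 day, 98.3% at 3 days and 98.5% at 7 days. Of the R8-like cells, 0, 1 and 3 held both rhodopsins with neither reaching 70% of the pair. From the separate groups, the paper proposes that the scRNA-seq reflects the exclusive expression of Rh5 and Rh6 in vivo.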

In summary, the expression of all three R8 marker genes supports the R8 annotation of these cell clusters for all three time points.

**Fig. 2:**
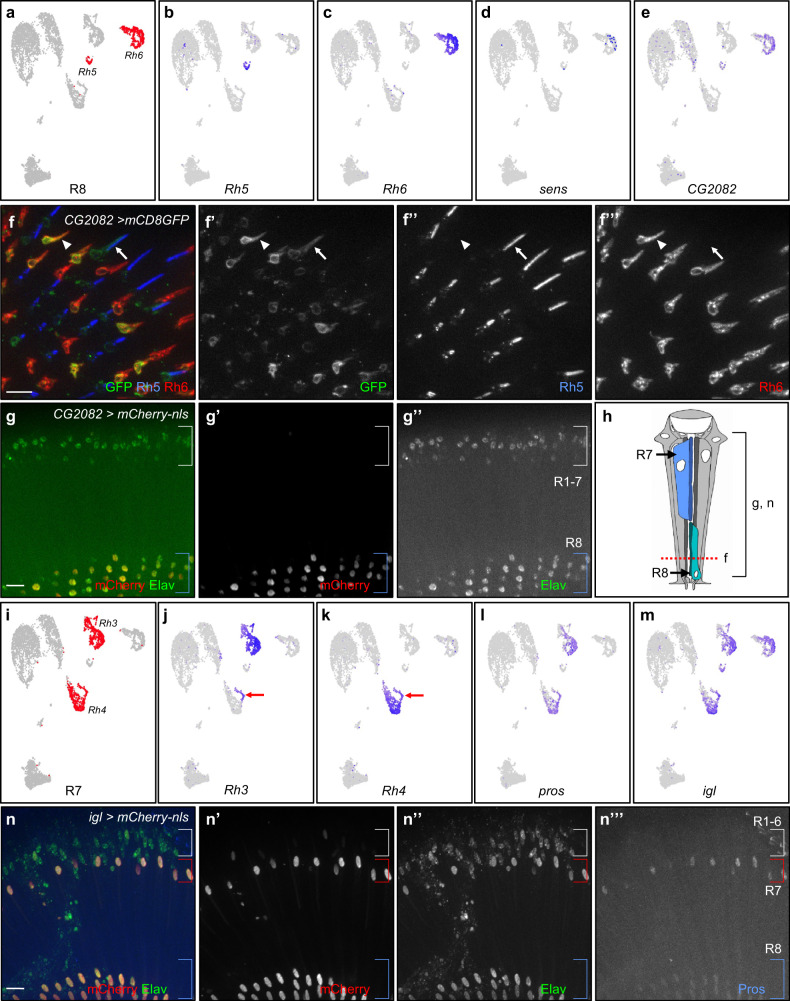
Identification of R8 and R7 photoreceptor clusters and novel markers. **a** Seurat UMAP cluster plots of 7-day-old adult eyes with R8 cell clusters highlighted in red. **b**–**e** FeaturePlots showing gene expression on UMAP cluster plots for *Rh5* (**b**), *Rh6* (**c**), *sens* (**d**) and *CG2082* (**e**). All cells that express *sens* and *CG2082* were brought to the front in FeaturePlots (**d**) and (**e**). **f** Tangential view immunofluorescence images of a 7-day-old adult *CG2082-T2A-Gal4* > *UAS-mCD8-GFP* eye costained with GFP (green), Rh5 (blue), and Rh6 (red). White arrows mark an R8 rhabdomere where GFP colocalizes with Rh5 and white arrowheads mark an R8 rhabdomere where GFP colocalizes with Rh6. **g** Coronal view immunofluorescence images of a 7-day-old adult *CG2082-T2A-Gal4* > *UAS-mCherry-nls* eye costained with mCherry (red) and Elav (green). Blue brackets mark R8 nuclei and white brackets mark R1-7 nuclei. **h** Schematic drawing of the different cell types of an ommatidium, where the red dashed line marks the focal plane of the tangential view of (**f**) and a bracket marks the views shown in (**g**) and (**n**). **i** Seurat UMAP cluster plots of 7-day-old adult eyes with R7 cell clusters highlighted in red. **j**–**m** FeaturePlots showing gene expression for *Rh3* (**j**), *Rh4* (**k**)*, pros* (**l**), and *igl* (**m**). All cells that express *pros* and *igl* were brought to the front in FeaturePlots (**l**) and (**m**). Red arrows point to the dorsal third yellow R7s which express both Rh3 and Rh4. **n** Coronal view immunofluorescence images of 7-day-old adult *igl-T2A-Gal4* > *UAS-mCherry*-*nls* eye costained with GFP, Elav, Pros. All scale bars: 10 µm.

To identify marker genes, we first performed differential gene expression analyses with Seurat. Seurat-called marker gene lists were then screened with FeaturePlots to assess the specificity of each gene in its corresponding cell type. Since cone cell and primary pigment cell clusters have very few cells, these clusters were ignored in the FeaturePlot screening of R1-6, R7, R8, and secondary and tertiary pigment cell genes. For screening called cone cell marker genes, we grouped primary pigment cells with secondary and tertiary pigment cells. We treated cone cell clusters as a separate cluster while screening the called primary pigment cell marker genes. We classified specificity into three different classes: (1) contains genes that are only expressed in the corresponding cell type; (2) contains genes that are expressed in the corresponding cell type and one other cell type; (3) contains genes that expressed in the corresponding cell type and more than one other cell type but these genes are not expressed ubiquitously.

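Counts were summed per male library and class, and R8-like cells were tested against the mean of the R1-6-like, R7-like and secondary and tertiary pigment-like cells with edgeR's quasi-likelihood test, with library as a block. The sums of 12 groups covered 7007 genes. A gene was called at an adjusted p under 0.05 and a log2 fold change over 1. In R8-like cells, 417 genes were called higher, not counting the markers that named the class. Cells were grouped on the same counts, so the p-values do not cover the grouping. The count ranged from 358 to 445 when 1 male library was left out. The alternative that moved it most, apart from dropping the fold limit, was the sum of all other cells as the reference, with 226 genes, and clustering of log-normalised counts gave 627. In simulated sums for this contrast, all 200 genes with a 4-fold change were called, with 2 others among 6846 genes. The 5 largest changes were in *CG14490*, *sens*, *Lim3*, *topi* and *ChT*, each higher in all 3 libraries. *CG14490* (FBgn0034281, chromosome 2R, 17860760 to 17861591) had a log2 fold change of 6.94 (standard error 0.195, Benjamini-Hochberg adjusted p = 7.6e-11 from edgeR's quasi-likelihood test). The log2 fold change of *sens* was 6.83 (standard error 0.452, Benjamini-Hochberg adjusted p = 1.2e-07 from edgeR's quasi-likelihood test).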

Differential gene expression analyses of R8 cell clusters from all three time points reveal 104 to 261 Seurat-called R8 marker genes (Supplementary Data 1). Of these called R8 markers, 83 genes are common to all three time points. 

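Of these 83 genes, 82 were tested in the sums without being markers of the class. All 82 were higher in R8-like cells, and 63 (76.8%) were called. These genes were chosen by the study on the same cells, so this count is not independent evidence. Among the 417 genes called from the sums, 151 are in the paper's list of at least 1 age.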

FeaturePlot analyses were performed on all called R8 marker genes to determine their R8 expression and specificity. We found 77 genes were expressed in R8 (Class 1, 2, or 3 in specificity) and 8 are Class 1 specific. An example of an R8-specific marker gene is *CG2082*. FeaturePlots of *CG2082* show that it is expressed in R8 cell clusters in all three time points (Fig. 2e and Supplementary Fig. 2e). 

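*CG2082* (FBgn0027608) lies on dm6 chromosome 3R from 5758680 to 5781076. In R8-like cells it was at 290.2 CPM at 1 day, 166 CPM at 3 days and 195 CPM at 7 days. In R1-6-like cells it was at 8.32, 8.21 and 12.2 CPM, in R7-like cells at 7.32, 4.49 and 3.402 CPM, and in secondary and tertiary pigment-like cells at 13.1, 6.35 and 5.01 CPM. R8-like cells exceeded the mean of the other classes by a log2 fold change of 4.85 (standard error 0.208, Benjamini-Hochberg adjusted p = 1.8e-09 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries. Over the alternative settings it lay between 4.61 and 9.05.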

To test if *CG2082* is expressed in this pattern in the adult eye in vivo, we use the *Trojan-Gal4* (*T2A-Gal4*) system which drives Gal4 expression in a pattern that usually accurately reflects the transcription of the gene in which the *T2A-Gal4* cassette is inserted^30,31^. To visualize *CG2082* expression in R8 cells, we used a membrane bound GFP reporter (*UAS-mCD8-GFP)* driven by *CG2082-T2A-Gal4*. These eyes were costained with anti-Rh5 and anti-Rh6 antibodies. The results show that GFP is present in membranes of cells that also express Rh5 or Rh6 (Fig. 2f, white arrow and arrowhead point to colocalization of GFP and Rh5 or Rh6, respectively). In addition to using a membrane localizing reporter, a nuclear localizing reporter (*UAS-mCherry-nls*) driven by *CG2082-T2A-Gal4* also shows specific reporter expression in R8 nuclei (Fig. 2g). *CG2082-T2A Gal4* driven mCherry only shows mCherry expression in R8 cells. mCherry is not present in the R1-7 photoreceptors (Fig. 2g, white bracket) nor the pigment cells. To our knowledge, *CG2082* is previously uncharacterized and its expression in adult eyes has not been reported in vivo. These results suggest that *CG2082* is specifically expressed in R8 cells and is a R8 marker gene in the adult eye.

### Identification of R7 cell clusters and *igl* is an R7/8 marker gene

R7 photoreceptor cell clusters express R7-specific Rhodopsins, *Rhodopsin 3* (*Rh3*) and *Rhodopsin 4* (*Rh4*), and a known adult R7 marker *prospero* (*pros*) in all three time points (Fig. 2i–l and Supplementary Fig. 3a–d)^8–10,32^. Similar to the exclusive pattern of expression of *Rh5* and *Rh6* in R8s, most R7s also express either *Rh3* or *Rh4* but not both. In the eye, the *Rh3*-expressing R7s (pale R7s) are paired with *Rh5*-expressing R8s (pale R8) while *Rh4*-expressing R7s (yellow R7s) are paired with *Rh6*-expressing R8s (yellow R8) within the same ommatidium^27,28^. An exception is in the dorsal third of the eye, where yellow R7s in that region express both *Rh3* and *Rh4*^33^. Due to the 1:1 pairing of pale R7/8 and yellow R7/8, the ratio of pale:yellow R7s is about 30:70. Immunofluorescence staining with Rh3 and Rh6 of our *Canton-S* adult eyes show the expected ratio of pale to yellow ommatidia (ratio of pale to yellow is about 30:70, 244 Rh3:440 Rh6). However, in our scRNA-seq data sets, the observed pale:yellow R7 ratios are about 50:50 (Supplementary Fig. 3f). 

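Counted by the same rule for *Rh3* and *Rh4*, pale cells made up 55.0% (347 of 631, 95% interval 51.02 to 58.9%) of the R7-like cells with a single rhodopsin at 1 day, 55.8% (260 of 466, 51.2 to 60.4%) at 3 days and 51.9% (195 of 376, 46.7 to 57.0%) at 7 days. A stricter limit of 90% of the UMIs of the pair gave 59.1% at 1 day.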

The number of captured pale and yellow R7 cells do not appear to be underrepresented in our data sets. Despite the ratio discrepancies, our scRNA-seq data from all three time points show that R7 cells can be separated into two major groups: one predominantly comprises *Rh3*-expressing pale R7 cells, while the other contains *Rh4*-expressing yellow R7 cells (which also include the dorsal third R7s) (Fig. 2j, k and Supplementary Fig. 3c, d, red arrows point to dorsal third yellow R7s). In contrast to *Rh3* and *Rh4*, *pros* is expressed in all R7 cells (Fig. 2l). 

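The same-subtype share among neighbours of *Rh3* and *Rh4* R7-like cells was 97.3% at 1 day, 97.7% at 3 days and 99.1% at 7 days. In R7-like cells as a whole, *Rh3* (FBgn0003249) was at 48080, 60380 and 85730 CPM and *Rh4* (FBgn0003250) at 42400, 40210 and 71210 CPM at the 3 ages.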

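*pros* (FBgn0004595, dm6 chromosome 3R, 11328480 to 11407627), which was not among the genes that named the clusters, was at 380 CPM in R7-like cells at 1 day, 297 CPM at 3 days and 557 CPM at 7 days. In R8-like cells it was at 16.3, 8.63 and 4.67 CPM and in R1-6-like cells at 2.38, 2.21 and 1.79 CPM. R7-like cells exceeded the mean of the other classes by a log2 fold change of 6.25 (standard error 0.217, Benjamini-Hochberg adjusted p = 2.0e-10 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries.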

The clustering reflects the *Rh3* and *Rh4* expressing R7 cells in vivo. The expression of *Rh3*, *Rh4*, and *pros* support the R7 cluster annotation in all three time points.

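Between R7-like cells and the mean of the other classes, 472 genes were called higher in R7-like cells, and leaving out 1 male library gave 428 to 518. Set against the sum of all other cells of the library instead, the count was 270.0 genes. The 5 largest changes were in *Yp1*, *CG15143*, *apn*, *ss* and *pros*, each higher in all 3 libraries. *Yp1* (FBgn0004045, dm6 chromosome X, 10053811 to 10055498) was at 12.8, 13.1 and 42.9 CPM at the 3 ages. Over all barcodes of each library, cells left out included, 10 barcodes held most of its UMIs (68.9%, 91.9% and 87.8%). Whether these barcodes were R7-like was not checked, so how many cells carry the value of the class is open. It had a log2 fold change of 7.15 (standard error 0.306, Benjamini-Hochberg adjusted p = 1.2e-09 from edgeR's quasi-likelihood test). The paper's lists, as read here, share 79 genes over the 3 ages, which is not the number that its text gives. Of these, 74 were tested and 60 (81.1%) were called, and all 74 were higher in R7-like cells.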

Differential gene expression analyses of R7 cell clusters from all time points reveal 90 to 311 R7 marker genes and 78 R7 marker genes are found in all three time points (Supplementary Data 2). FeaturePlot analyses of all called R7 marker genes revealed 86 genes in Class 1, 2, or 3. Only 5 called markers (*Rh3*, *Rh4* and *pros* included) are Class 1 specific. However, during our FeaturePlot analyses of R7 and R8 marker genes, we observed that 24 genes are expressed only in R7 and R8 cells. Thus, they are potential R7/8 marker genes. 

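R7-like and R8-like cells were also set together against R1-6-like cells, and 360 genes were called higher in the former. Leaving out 1 male library gave 317 to 372 genes. The leading genes were *salm*, *pinta*, *GstD11*, *CG16959* and *CG42458*, all higher in the 3 libraries. *salm* (FBgn0261648, chromosome 2L, 11434311 to 11445614) had a mean of 145 CPM in R7-like and R8-like cells at 1 day against 0.756 CPM in R1-6-like cells. Its log2 fold change was 7.63 (standard error 0.270, Benjamini-Hochberg adjusted p = 6.7e-10 from edgeR's quasi-likelihood test).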

An example of a novel R7/8 marker is *igloo* (*igl*, Fig. 2m, Supplementary Fig. 3e). 

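*igl* (FBgn0013467, dm6 chromosome 2R, 15155437 to 15190292) was at 1815, 2090.0 and 2438 CPM in R7-like cells at 1, 3 and 7 days and at 1340.0, 1542 and 1711 CPM in R8-like cells. It was at 19.1, 12.7 and 24.5 CPM in R1-6-like cells and at 77.3, 26.7 and 25.6 CPM in secondary and tertiary pigment-like cells. R7-like and R8-like cells exceeded R1-6-like cells by a log2 fold change of 6.44 (standard error 0.452, Benjamini-Hochberg adjusted p = 2.1e-07 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries. From the FeaturePlots the paper states that *igl* is an example of a marker of both inner photoreceptors.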

To our knowledge, *igl* expression in adult R7 and R8 was not previously reported in vivo. To test if *igl* is specifically expressed in R7 and R8 in vivo, mCherry-nls was driven with *igl-T2A-Gal4*. Immunofluorescence staining shows that *igl* driven mCherry is specifically expressed in both R7 and R8 in the eye (Fig. 2n). To our knowledge, *igl* has not been shown to be expressed in adult R7 and R8 photoreceptors. These results suggest that *igl* is a novel marker for R7 and R8 photoreceptors in the adult eye.

### Presence of specialized R7 and R8 cell types in adult eye scRNA-seq

In the dorsal third of the adult eye, yellow R7 cells express both *Rh3* and *Rh4*^33^. FeaturePlots of our scRNA-seq data contain small groups of cells that express both *Rh3* and *Rh4* in all three time points (Fig. 2j, k, Supplementary Fig. 3c, d, red arrows). These cells also express *pros*, a R7 marker (Fig. 2l, Supplementary Fig. 3b). 

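R7-like cells with at least 5 UMIs each of *Rh3* and *Rh4*, and neither at 70% of the pair, numbered 102 at 1 day, 19 at 3 days and 34 at 7 days. Their position in the eye is not in the data.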

Although differential gene expression and FeaturePlot analyses did not identify any genes that are exclusively expressed in dorsal third yellow R7 cells, Seurat called *Rh3*, *Rh4* and *pros* as the top markers (ranked by *p*-value). The presence of all three genes in the marker list and FeaturePlots suggests that our scRNA-seq data captured dorsal third yellow R7 cells.

Another group of specialized R7s and R8s is the dorsal rim area (DRA) of the eye. This is the row of ommatidia that reside at the dorsal edge of eye. Both R7 and R8 cells in the DRA express *Rh3* and do not express any of the other *Rhodopsins*^26^. DRA R7s and R8s also express *homothorax* (*hth*). Our scRNA-seq data reveal a small group of *Rh3*-positive cells that also express *hth* (Supplementary Fig. 4). 

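*hth* (FBgn0001235, dm6 chromosome 3R, 10507561 to 10639568) was at 3.00 CPM in R7-like cells at 1 day, 88.2 CPM at 3 days and 1.36 CPM at 7 days, from 32, 412 and 2 UMIs. A cluster of 56 cells at 1 day and another of 26 cells at 7 days had *hth* and *Rh3* among the genes raised most. They held 1267 and 2162 CPM of *hth* and 109500.0 and 145900 CPM of *Rh3*. These clusters had markers of R7 and of R8 raised and were left unnamed, so the R7-like class lacks them. Secondary and tertiary pigment-like cells held 65.4, 65.5 and 85.7 CPM. Its log2 fold change in R7-like cells over the mean of the other classes, 1.39, was not past the limit (standard error 0.986, Benjamini-Hochberg adjusted p = 0.289 from edgeR's quasi-likelihood test, highest in R7-like cells in 1 of 3 libraries). Without the 3-day male library, the only one without such an unnamed cluster, it was -2.48.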

The presence of both marker genes suggests that these cells are DRA R7s and R8s. In addition, differential expression and FeaturePlot analyses show that *Skeletor* is a potential new DRA R7 and R8 marker (Supplementary Fig. 4).

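*Skeletor* (FBgn0262717, dm6 chromosome 3R, 10686943 to 10696270) was at 9.01 CPM in R7-like cells at 1 day and 79.8 CPM at 3 days, from 96 and 373 UMIs. At 7 days no UMI was found in R7-like cells. The unnamed clusters with *hth* and *Rh3* held 1297 CPM at 1 day and 1517 CPM at 7 days, and a cluster of this kind with 32 cells in the female library held 1417 CPM. The mixed clusters held 14.9, 9.85 and 31.5 CPM at the 3 ages. In R8-like cells 4 UMIs were found at 1 day and none at 3 and 7 days.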

### Identification of R1-6 cell clusters and *Zasp66* as a novel photoreceptor marker gene

R1-6 cell clusters from all three time points are identified by their strong expression of *ninaE*, the *Rhodopsin* specifically expressed by R1-6, in combination with the low or absent expression of *Rh3-6* (Figs. 2b, c, j, k, 3a, b, f and Supplementary Fig. 5)^11,34^. The high *ninaE* expression in R1-6 cluster is most obvious in ViolinPlots (Fig. 3f, Supplementary Fig. 5e, f). These cell clusters also express *ocelliless* (*oc*), which is expressed in all adult photoreceptors (Fig. 3c)^35^. 

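*ninaE* (FBgn0002940, dm6 chromosome 3R, 19886255 to 19888206) was at 126400 CPM in R1-6-like cells at 1 day, 148300 CPM at 3 days and 181800 CPM at 7 days. R8-like cells held 90900.0, 85410 and 55870 CPM and R7-like cells 63340, 59680 and 12460 CPM. Secondary and tertiary pigment-like cells held 10650, 29320 and 11230 CPM.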

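*oc* (FBgn0004102, dm6 chromosome X, 8630159 to 8650681) was at 116 CPM in R1-6-like cells at 1 day, 61.6 CPM at 3 days and 69.2 CPM at 7 days. It was at 125, 78.7 and 82.3 CPM in R7-like cells and at 79.8, 59.8 and 81.4 CPM in R8-like cells, against 7.53, 9.20 and 7.02 CPM in secondary and tertiary pigment-like cells. Photoreceptor-like classes exceeded the pigment-like cells by a log2 fold change of 3.64 (standard error 0.187, Benjamini-Hochberg adjusted p = 3.5e-10 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries.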

Differential gene expression analyses of R1-6 cells found 144-493 Seurat-called marker genes and 130 are common to all three time points (Supplementary Data 3).

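In R1-6-like cells, 484 genes were called higher than in the mean of the other classes, and 415 to 512 were called when 1 male library was left out. Of the 130 genes that the paper's lists share, 120 were tested, 94 (78.3%) were called and all 120 were higher in R1-6-like cells. The largest changes were smaller than in R7-like and R8-like cells. The first was in *srw* (FBgn0261952, dm6 chromosome 3L, 4282956 to 4283478), with a log2 fold change of 3.18 (standard error 0.299, Benjamini-Hochberg adjusted p = 3.6e-06 from edgeR's quasi-likelihood test), and the next were in *retn*, *KCNQ*, *Achl* and *CG12672*, each of the 5 higher in all 3 libraries. *retn* was at 476 CPM in R1-6-like cells and 121 CPM in the other classes at 1 day. The values were 442 and 94.5 CPM at 3 days and 513 and 36.1 CPM at 7 days, so the size of this change differed between the libraries.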

**Fig. 3:**
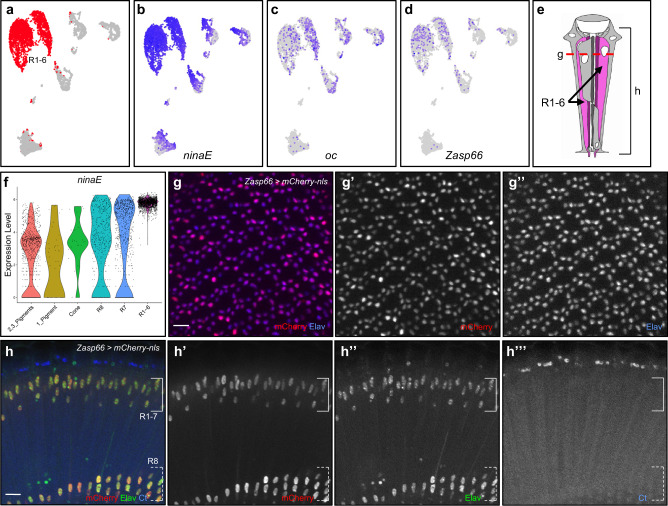
R1-6 photoreceptor cluster identification and *Zasp66* is a novel marker for adult photoreceptor cells. **a** R1-6 cell clusters in Seurat UMAP cluster plots of 7-day-old adult eyes are colored red. **b**–**d** FeaturePlots showing gene expression of *ninaE* (**b**)*, oc* (**c**), and *Zasp66* (**d**). All cells expressing *oc* and *Zasp66* were brought to the front in FeaturePlots (**c**), (**d**). **e** Schematic of an ommatidium where the bracket and red dotted line mark the focal plane of the views in (**g**) and (**h**), respectively. **f** ViolinPlot of log-normalized *ninaE* expression in all cell types. **g** Tangential view of a 7-day-old *Zasp66-T2A-Gal4* > *UAS-mCherry-nls* adult eye costained with mCherry and Elav in red and blue, respectively. **h** Coronal view of 7-day-old *Zasp66-T2A-Gal4* > *UAS-mCherry-nls* adult eye costained with Elav and Ct. Solid white bracket marks the R1-7 nuclei and dashed white bracket marks R8 nuclei. Scale bars: 10 μm.

FeaturePlot analyses of all R1-6 marker genes show that none of the R1-6 marker genes are exclusively expressed in R1-6. However, we found 76 genes that are expressed in all photoreceptors but not in pigment cells or cone cells clusters in all three time points (Class 3). This observation suggests that the R1-6 marker genes called by Seurat FindAllMarkers function are photoreceptor-specific and may not be specific to R1-6. 

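Set as a group against secondary and tertiary pigment-like cells, the R1-6-like, R7-like and R8-like cells had 1588 genes called higher, and 1209 to 1674 when 1 male library was left out. The largest changes were in *Teh3*, *Pex7*, *CG33679*, *Ten-a* and *CG34188*, higher in the photoreceptor-like cells of all 3 libraries. *Ten-a* (FBgn0267001, dm6 chromosome X, 12043698 to 12335214) was at 692 CPM in photoreceptor-like cells and 34.6 CPM in pigment-like cells at 1 day, with a log2 fold change of 4.61 (standard error 0.345, Benjamini-Hochberg adjusted p = 2.3e-08 from edgeR's quasi-likelihood test). From its screen of FeaturePlots, the paper proposes that the genes called for R1-6 mark photoreceptors as a whole.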

An example of a photoreceptor-specific marker gene is *Zasp66* (Fig. 3d and Supplementary Fig. 5d). Note that FeaturePlots show *Zasp66* is expressed the strongest in all photoreceptor cells in 1-day and its expression is less strong in the other time points (Supplementary Fig. 5d). 

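*Zasp66* (FBgn0035917) lies on dm6 chromosome 3L from 8624371 to 8638813. It was at 109 CPM in R1-6-like cells at 1 day, 55.5 CPM at 3 days and 38.3 CPM at 7 days. R7-like cells held 56.8, 25.3 and 3.402 CPM, R8-like cells 63.5, 25.6 and 14.0 CPM, and secondary and tertiary pigment-like cells 10.1, 10.5 and 1.503 CPM. Over the pigment-like cells, the photoreceptor-like classes had a log2 fold change of 2.65 (standard error 0.318, Benjamini-Hochberg adjusted p = 3.4e-06 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries. In R7-like cells with under 2% of their UMIs from *ninaE*, the 3 male libraries together held 7.44 CPM, against 43.3 CPM in all R7-like cells. In R8-like cells the same limit gave 2.63 CPM, from 7 UMIs that were all in the 1-day library, against 47.4 CPM. With only those cells, a setting chosen after seeing the data, the log2 fold change over the pigment-like cells was 0.35 and was not past the limit. For *oc*, R7-like cells held 109.8 CPM under the limit and 108 CPM in all, and R8-like cells 90.2 and 74.6 CPM.

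**Figure D1:**
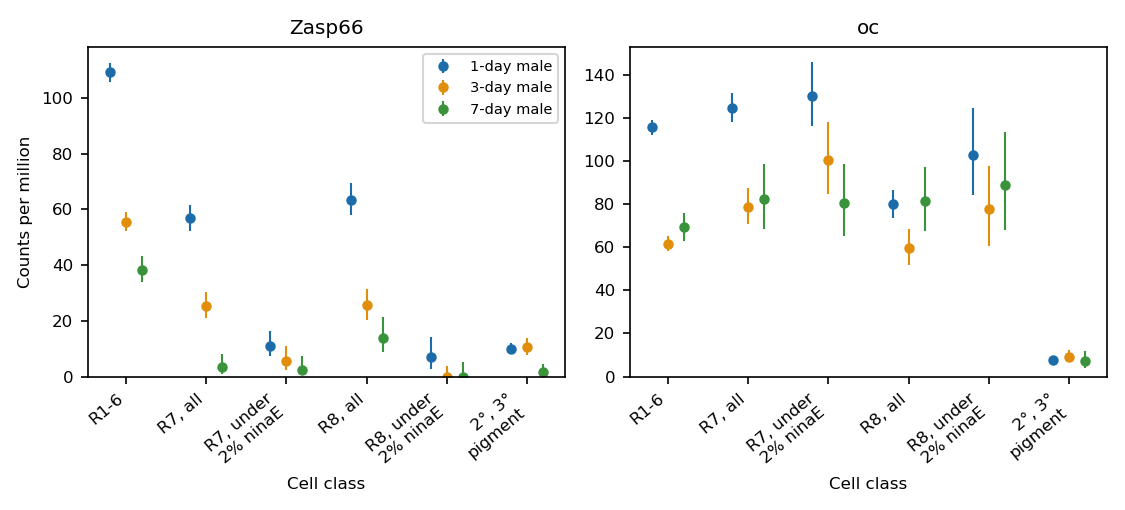
CPM of *Zasp66* and *oc* (vertical axes) in R1-6-like cells, in R7-like and R8-like cells, in those with under 2% *ninaE*, and in secondary and tertiary pigment-like cells of the 3 male libraries, with exact Poisson 95% intervals. For *Zasp66*, R7-like cells of the 1-day library fall from 56.8 CPM to 11.1 CPM under the limit on *ninaE*.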

To test if *Zasp66* is expressed specifically in photoreceptors in vivo, *Zasp66-T2A-Gal4* was used to drive the mCherry-nls reporter in adult eyes. *Zasp66-T2A-Gal4* driven mCherry is present in all photoreceptor nuclei (Fig. 3g, h). Specifically, tangential view shows mCherry is present in all six R1-6 photoreceptors and coronal view shows mCherry is also present in R7 and R8 photoreceptors. The mCherry staining colocalizes with Elav, a known nuclear photoreceptor marker, but not with Cut, a cone cell marker^36^. To our knowledge, *Zasp66* has not been shown to be expressed in photoreceptor cells in vivo. Therefore, our results show that *Zasp66* is expressed in all photoreceptor cells and is a novel photoreceptor marker.

### Identification of cone cell clusters and *CG5597* is a novel cone cell marker gene

Although there were very few cone cells captured (ranging from 24 to 56, much lower than expected, Table 2), they still form a cone cell-specific cluster in all three time points (Fig. 4a, Supplementary Fig. 6a). These clusters strongly express the cone cell marker *cut* (*ct*, Fig. 4b, Supplementary Fig. 6b)^36^. In addition, they express *Crystallin* (*Crys*), which is a major component of the *Drosophila* lens and is expressed by pupal cone cells (Fig. 4c, Supplementary Fig. 6c)^4,37^. 

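*ct* (FBgn0004198, dm6 chromosome X, 7608428 to 7678859) was at 4888 CPM in cone-like cells at 1 day, 4117 CPM at 3 days and 3768 CPM at 7 days, from 493, 267 and 186 UMIs. Primary pigment-like cells held 104, 134 and 239.8 CPM. The highest value in any other named class was 19.03 CPM, in R8-like cells at 3 days. Cone-like cells exceeded the mean of the other classes by a log2 fold change of 8.23 (standard error 0.363, Benjamini-Hochberg adjusted p = 6.1e-14 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries.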

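*Crys* (FBgn0005664, dm6 chromosome 2L, 11944129 to 11947131) was among the genes that named the cone-like clusters. Cone-like cells held 3996, 2930.0 and 1094 CPM at 1, 3 and 7 days, and primary pigment-like cells 2215, 542 and 555 CPM.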

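Cone-like cells were tested in a fit with all 6 classes, whose 18 sums covered 6945 genes. In this fit 835 genes were called higher in cone-like cells than in the mean of the other classes. Without the 1-day male library the count was 529, and with DESeq2's Wald test and size factors it was 1342. The sums held few cells, and in simulated data 109 of 200 genes with a 4-fold change were called in this contrast (54.5%). Of the 125 genes that the paper's lists share over the 3 ages, 111 were tested, 99 (89.2%) were called and all 111 were higher in cone-like cells. *Osi9*, *CG9815*, *CG2556* and *bond* were among the 5 largest changes, higher in 3 of 3 libraries. *CG9815* (FBgn0034861, chromosome 2R, 23421521 to 23433354) had a log2 fold change of 9.12 (standard error 0.300, Benjamini-Hochberg adjusted p = 7.4e-16 from edgeR's quasi-likelihood test).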

Differential expression analyses identified 210 to 753 Seurat-called cone cell marker genes, where 125 are common to all three time points (Supplementary Data 4). FeaturePlot analyses of all Seurat-called cone cell marker genes identified 233 genes which are expressed in cone cells (Class 1, 2, or 3) and 41 of them are Class 1 specific. An example of a novel cone cell-specific marker gene is *CG5597*, an uncharacterized gene (Fig. 4d, Supplementary Fig. 6d). 

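*CG5597* (FBgn0034920, dm6 chromosome 2R, 23886973 to 23888777) was at 3341 CPM in cone-like cells at 1 day, 4348 CPM at 3 days and 5146 CPM at 7 days, from 337, 282 and 254 UMIs. Primary pigment-like cells held 56.3, 106 and 329.7 CPM. The log2 fold change was 9.42, the largest of this contrast (standard error 0.273, Benjamini-Hochberg adjusted p = 1.7e-16 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries.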

To test if *CG5597* is expressed specifically in adult cone cells, we drove mCherry-nls reporter with *CG5597-T2A-Gal4* in adult eyes. Immunostaining results show that *CG5597* driven *mCherry* is present in cone cell nuclei, where they colocalize with Ct (Fig. 4f). *CG5597* driven *mCherry* is also not expressed in other cell types in the adult eye. Tangential images of *CG5597* driven *mCherry* show mCherry is present in all four cone cells per ommatidium (Fig. 4g). These results support that our identification of the cone cell cluster and that *CG5597* is a novel cone cell marker in the adult eye.

**Fig. 4:**
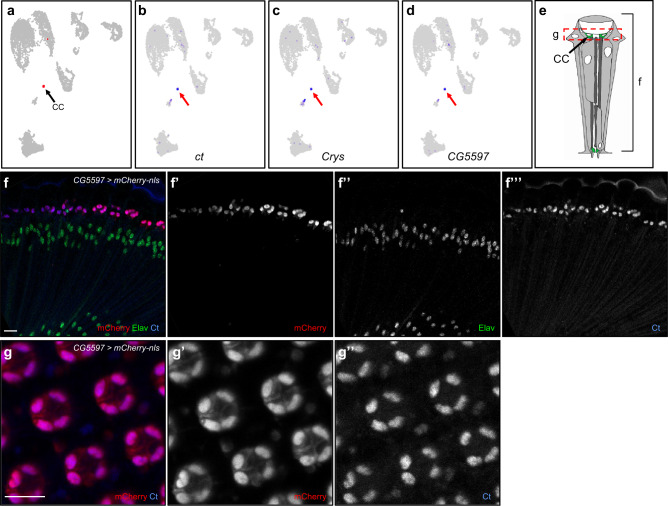
Cone cell cluster identification and *CG5597* is a novel marker for adult cone cells. **a** Cone cell cluster (CC, arrow) in Seurat UMAP cluster plots of 7-day-old adult eyes are colored red. **b**–**d** FeaturePlots showing expression of *ct* (**b**), *Crys* (**c**), and *CG5597* (**d**). All expressing cells are brought to the front. Red arrows point to the cone cell clusters. **e** Schematic of an ommatidium showing the position of the tangential view shown in (**f**) and coronal view shown in (**g**). **f**, **g** Immunostaining images of a *CG5597-T2A-Gal4* > *UAS-mCherry-nls* 7-day-old adult eye costained with Ct and Elav with coronal view shown in (**f**) and tangential view shown in (**g**). Scale bars: 10 μm.

### Identification of pigment cell clusters and novel pigment cell markers

Proteins encoded by *white* (*w*) and *Photoreceptor dehydrogenase* (*Pdh*) were previously shown to be present in adult eye pigment cells^38,39^ and we used these two marker genes to identify pigment cell clusters in our datasets (Fig. 5a–c, f, Supplementary Fig. 7a–e). 

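*w* (FBgn0003996, dm6 chromosome X, 2790599 to 2796466) was at 173 CPM in secondary and tertiary pigment-like cells at 1 day, 80.4 CPM at 3 days and 63.1 CPM at 7 days. R1-6-like cells held 4.57, 1.62 and 0.895 CPM. Over the mean of the photoreceptor-like classes, the log2 fold change of *w* was 5.68 (standard error 0.171, Benjamini-Hochberg adjusted p = 1.2e-12 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries. *Pdh* (FBgn0011693), which was among the genes that named these clusters, was at 131200, 134400 and 152500 CPM, and at 3015, 816 and 1620.0 CPM in R1-6-like cells.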

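*Pu* (FBgn0003162, dm6 chromosome 2R, 21175315 to 21182608) was at 8241, 2598 and 1576 CPM in secondary and tertiary pigment-like cells at 1, 3 and 7 days. *se* (FBgn0086348, dm6 chromosome 3L, 8520552 to 8521489) was at 7119, 2430.0 and 2319 CPM. In R1-6-like cells *Pu* was at 195, 25.4 and 24.3 CPM and *se* at 170.0, 19.1 and 30.4 CPM. The log2 fold change was 5.99 for *Pu* (standard error 0.146, Benjamini-Hochberg adjusted p = 4.0e-13 from edgeR's quasi-likelihood test) and 6.27 for *se* (standard error 0.168), both higher in 3 of 3 libraries.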

Our FeaturePlot analyses also show that other genes involved in pigment production, such as *sepia* and *Punch*, are expressed in the pigment cell clusters (Supplementary Fig. 8)^40,41^. *Pdh*-positive cells are present in two separate clusters in each time point. We determined that the larger cluster comprises secondary and tertiary pigment cells, while the smaller cluster represents primary pigment cells (see below). Differential gene expression analyses on the secondary and tertiary pigment cell clusters reveals 332–394 Seurat-called marker genes among which 282 are common to all three time points (Supplementary Data 5). 

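In secondary and tertiary pigment-like cells, 1800.0 genes were called higher than in the mean of the 3 photoreceptor-like classes, and 1856 to 2016 when 1 male library was left out. The largest changes, all higher in 3 of 3 libraries, included *CG12560*, *CG13840*, *mdy* and *CG15199*. *CG12560* (FBgn0031974, dm6 chromosome 2L, 8008302 to 8009477) had a log2 fold change of 8.02 (standard error 0.319, Benjamini-Hochberg adjusted p = 2.7e-10 from edgeR's quasi-likelihood test). The fifth gene, *CG2120*, had no UMI in the photoreceptor-like classes.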

FeaturePlot analyses of all secondary and tertiary pigment cell markers identified 198 genes with Class 1, 2, or 3 specificity. Seurat called 106–369 primary pigment cell marker genes and 79 are common to all three time points (Supplementary Data 6). 

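In the fit with 6 classes, 1355 genes were called higher in primary pigment-like cells, and 1138 to 1319 when 1 male library was left out. All 70 tested genes of the 79 that the paper's lists share were called. The largest changes included *CG13060*, *CG9451*, *CG6836* and *Obp83cd*, higher in 3 of 3 libraries. *Obp83cd* (FBgn0046878, dm6 chromosome 3R, 6108134 to 6109733) was at 75.8, 150.1 and 199.8 CPM at the 3 ages, with a log2 fold change of 9.68 (standard error 0.297, Benjamini-Hochberg adjusted p = 9.4e-16 from edgeR's quasi-likelihood test). The fifth gene, *Nha1*, had no UMI in the other classes.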

FeaturePlot analyses of all primary pigment cell markers showed 227 genes with Class 1, 2, or 3 specificity.

**Fig. 5:**
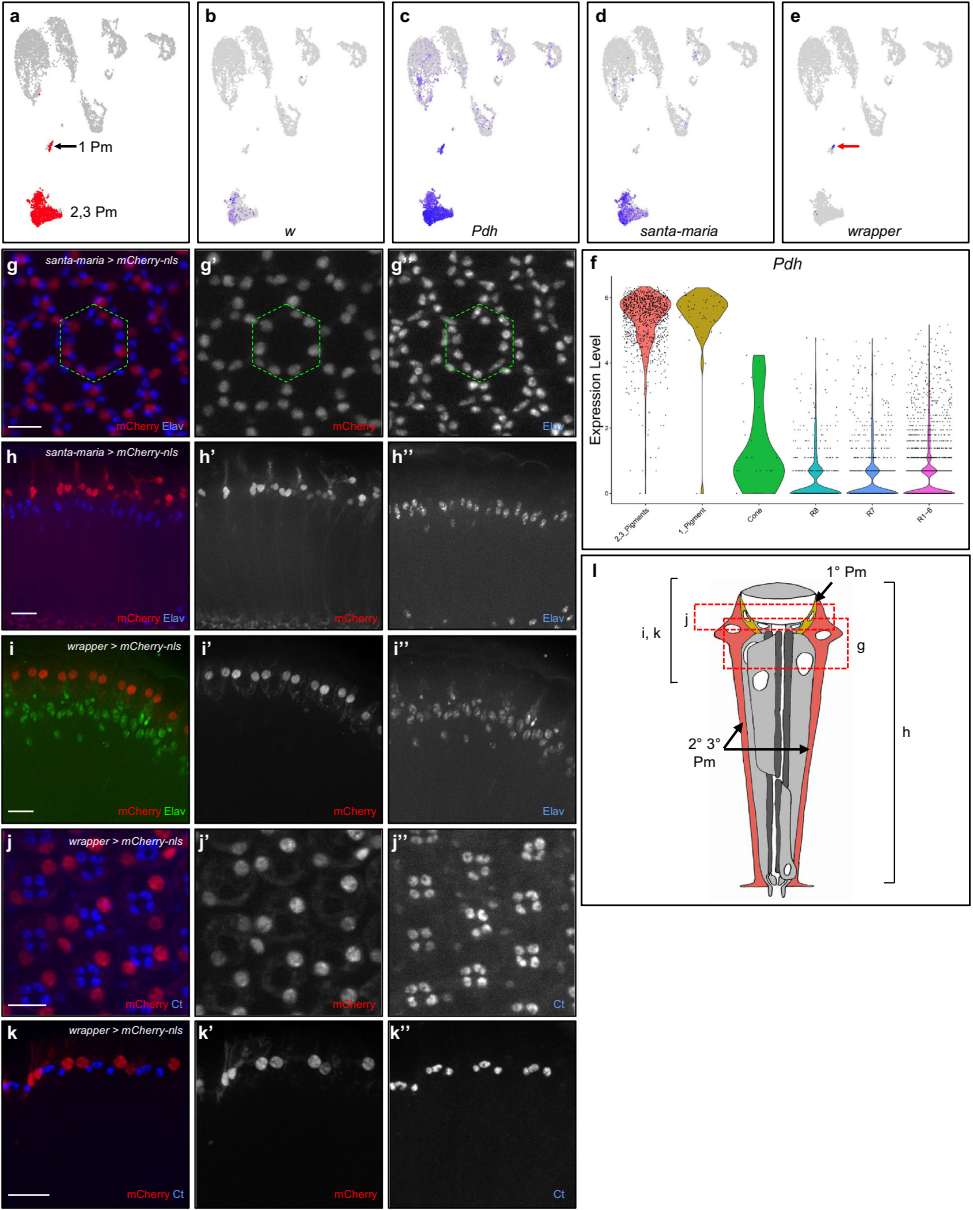
Pigment cell cluster identification and *santa-maria* and *wrapper* are two novel markers for adult pigment cells. **a** Pigment cell clusters are colored in red in Seurat UMAP cluster plots of 7-day-old adult eyes. **b**–**e** FeaturePlots showing the expression of *w* (**b**), *Pdh* (**c**), *santa-maria* (**d**), and *wrapper* (red arrow, (**e**). All cells expressing *w*, *santa-maria* and *wrapper* were brought to the front in FeaturePlots (**b**), (**d**), and (**e**). **f** ViolinPlot of log-normalized *Pdh* expression in all cell types. **g** Tangential view of a 7-day-old adult eye prepared from a *santa-maria-T2A-Gal4* > *UAS-mCherry-nls* animal and costained for mCherry and Elav. The green dotted hexagon marks the border of one ommatidium. **h** Coronal view of a 7-day-old adult eye from a *santa-maria-T2A-Gal4* > *UAS-mCherry-nls* animal. **i** Coronal view of immunofluorescence images of 7-day-old adult eyes from a *wrapper-T2A-Gal4* > *UAS-mCherry-nls* animal costained with Elav. **j**, **k** Tangential and coronal views of immunofluorescence images of 7-day-old adult *wrapper-T2A-Gal4* > *UAS-mCherry-nls* eyes costained with Ct. Scale bars: 10 μm. **l** Schematic of an ommatidium with the red dotted boxes and black brackets marking the focal planes shown in (**g**–**k**).

An example of a novel secondary and tertiary pigment cell-specific marker identified from our scRNA-seq data is *santa-maria*. 

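*santa-maria* (FBgn0025697, dm6 chromosome 2L, 7445355 to 7451244) was at 818 CPM in secondary and tertiary pigment-like cells at 1 day, 899.7 CPM at 3 days and 881 CPM at 7 days. R1-6-like cells held 16.9, 6.10 and 9.85 CPM and R8-like cells 15.3, 6.84 and 4.00 CPM. Over the photoreceptor-like classes the log2 fold change was 6.40 (standard error 0.182, Benjamini-Hochberg adjusted p = 7.9e-13 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries.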

FeaturePlot analyses show that *santa-maria* is expressed in most cells of the secondary and tertiary pigment cell clusters from all three time points with 7D showing the most specific expression (Fig. 5d and Supplementary Fig. 7f). Staining of 7-day-old eyes from *santa-maria-T2A-Gal4* driven mCherry-nls animals shows mCherry expression in cells that do not express Elav (Fig. 5g, h). The mCherry positive nuclei are arranged on the periphery of each ommatidium and these nuclei are apical to the photoreceptor nuclei. The lack of overlap between mCherry and Elav and the peripheral and apical positioning of the mCherry suggest that *santa-maria* is expressed in the secondary and tertiary pigment cells. Thus *santa-maria* is an example of a novel marker of secondary and tertiary pigment cells identified in our data sets.

The pigment cell clusters from all three time points comprise a large cluster of cells and a smaller cluster (Fig. 5a and Supplementary Fig. 7a). 

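Primary pigment-like cells held 21.7 CPM of *w* at 1 day, 20.9 CPM at 3 days and 9.99 CPM at 7 days, from 10, 17 and 2 UMIs. They held 66220, 120700.0 and 129500.0 CPM of *Pdh* at the same ages.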

While the smaller subclusters weakly express or do not express *w*, they do express *Pdh* in all time points, which suggests that they may be pigment cells. We noted that the number of primary pigment cells captured were much lower than expected (captured 44–122 primary pigment cells, Table 2). 

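The 118, 80 and 49 primary pigment-like cells were 1.04% (95% interval 0.861 to 1.24%), 1.14% (0.906 to 1.42%) and 0.974% (0.722 to 1.29%) of the eye cells at 1, 3 and 7 days.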

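*wrapper* (FBgn0025878, dm6 chromosome 2R, 22379637 to 22382675) was at 305 CPM in primary pigment-like cells at 1 day, 175 CPM at 3 days and 209.8 CPM at 7 days, from 141, 142 and 42 UMIs. Secondary and tertiary pigment-like cells held 0.677, 0.657 and 1.503 CPM, from 8, 3 and 3 UMIs. Primary pigment-like cells exceeded the mean of the other classes by a log2 fold change of 9.00 (standard error 0.245, Benjamini-Hochberg adjusted p = 1.7e-17 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries.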

FeaturePlot analyses reveal *wrapper* expression in the smaller group, but not in the larger group, at each time point (Fig. 5e and Supplementary Fig. 7g). Adult eyes with *mCherry-nls* driven by *wrapper-T2A-Gal4* show mCherry expression in cells apical to photoreceptor cells (Fig. 5i). The tangential view of *wrapper-T2A-Gal4* > *mCherry-nls* shows two mCherry positive nuclei per ommatidium (Fig. 5j). The position and number of mCherry nuclei suggest that these nuclei may be primary pigment cells, of which there are only two per ommatidium. To exclude the possibility that *wrapper-T2A-Gal4* > *mCherry-nls* nuclei are cone cell nuclei, *wrapper-T2A-Gal4* driven mCherry eyes were costained with Ct (Fig. 5j, k) and found that *wrapper*-driven mCherry nuclei do not express Ct. We also drove *mCherry-nls* with both *wrapper-* and *santa-maria-T2A-Gal4*. When compared with *santa-maria-T2A-Gal4* > *mCherry*, we observed 2 additional apically positioned, mCherry-positive nuclei per ommatidium for the double *T2A-Gal4* eyes (Supplementary Fig. 7h). This further suggests that the pigment cells expressing *wrapper* are primary pigment cells, not secondary or tertiary pigment cells. Conversely, *santa*-*maria* is expressed in secondary and tertiary pigment cells but not primary pigment cells. 

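In primary pigment-like cells 18, 45 and 1 UMIs of *santa-maria* were found at 1, 3 and 7 days. The fitted log2 fold change, taken over the mean of the log levels of the other 5 classes, was 1.12 (standard error 0.370, Benjamini-Hochberg adjusted p = 0.0195 from edgeR's quasi-likelihood test). In CPM, primary pigment-like cells were above the plain mean of the other classes in 0 of 3 libraries, at 39.0 against 182, 55.4 against 190.0 and 5.00 against 184 CPM. Without the 3-day library the log2 fold change was 0.21 and was not called, and without the 1-day library it was 1.67. Against the sum of all other cells of the library it was -1.52.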

Taken together, these data suggest that *wrapper* is not expressed in cone cells but it is expressed in primary pigment cells. Moreover, *wrapper* and *santa-maria* are novel markers for primary pigment cells and secondary and tertiary pigment cells, respectively.

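Cone-like cells held 59.5 CPM of *wrapper* at 1 day and 77.1 CPM at 3 days, from 6 and 5 UMIs, and no UMI at 7 days. The log2 fold change of *wrapper* in cone-like cells over the mean log level of the other classes was 4.53 (standard error 0.724, Benjamini-Hochberg adjusted p = 4.3e-05 from edgeR's quasi-likelihood test). In CPM it was above the plain mean of the other classes in 1 of 3 libraries.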

### Adult male and female photoreceptor and pigment cell transcriptomes are highly similar

In addition to male adult eyes, we performed scRNA-seq on 1-day-old female adult eyes (Fig. 6a). The quality control metrics of the female adult eye data are similar to the male data sets (Table 1). 

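The deposited counts of the female library held 8765 barcodes with a median of 4465 UMIs and 1008 genes, and 10297 genes were detected. With limits of 25% mitochondrial UMIs and of 200 to 4000 genes, 7058 cells were kept. Clusters with *fne* or *repo* took out 723 cells as neurons and 469 as glia, which left 5866 eye cells with a median of 6558 UMIs.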

The female data was filtered and analyzed in the same way as the male data sets and the filtered female data has 5726 cells. The female scRNA-seq identifies secondary and tertiary pigment cells and all photoreceptors (R1-6, R7, and R8) but cone cells or primary pigment cells were not readily identified. 

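No cluster of the female library was named cone-like or primary pigment-like. A count of 0 of 5866 eye cells has an upper 95% limit of 0.0629% for counting error alone. Cells too few to form a cluster also give 0, so the limit does not bound the share of these types. Clustering of log-normalised counts gave 0.341% for both types together, and the marker score without clusters gave 2.57%.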

Dorsal third R7 cells and DRA R7 and R8 cells can also be identified in the adult female data set (Supplementary Fig. 9). 

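R1-6-like cells numbered 3034 in the female library (51.7% of the eye cells, 95% interval 50.4 to 53.0%) and secondary and tertiary pigment-like cells 1219 (20.8%, 19.8 to 21.8%). There were 381 R7-like cells (6.50%, 5.88 to 7.16%) and 383 R8-like cells (6.53%, 5.91 to 7.19%). Mixed clusters, kept out of these classes, held 10.8% and unnamed clusters 3.67% of the female eye cells.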

The most abundant female cell type is R1-6, followed by pigment cells, R7 and R8 (Table 2).

**Fig. 6:**
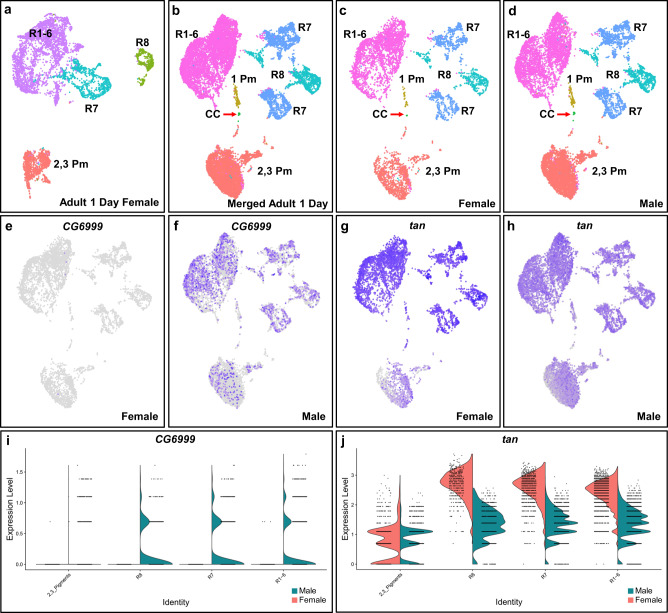
One-day-old adult male and female eyes have highly similar transcriptomes. **a** Major cell type clusters are annotated on a Seurat UMAP cluster plot of 1-day-old adult female eye scRNA-seq. R1-6 (purple), R7 (blue), and R8 (green) label R1-8 photoreceptor clusters and PM (orange) labels pigment cell clusters. **b** Male and female adult eye scRNA-seq integrated into one Seurat UMAP cluster plot using Harmony. **c**, **d** Integrated male and female scRNA-seq cluster plot but split into female only (**c**) and male only (**d**) cluster plots. **e**, **f** FeaturePlots of *CG6999*, one of the two genes that show a male/female specific expression pattern. **g**, **h** FeaturePlots showing *tan* as an example of a gene that was called as a potential male or female-specific gene but shows no male or female specificity. All cells expressing *CG6999* and *tan* were brought to the front in FeaturePlots (**e**–**h**). **i**, **j** ViolinPlots showing log-normalized *CG6999* and *tan* expression in male and female cell types. Primary pigment and cone cells are omitted (see main text).

To further compare female and male 1D adult eyes, we combined the two data sets using Harmony (Fig. 6b)^42^. This algorithm removes batch effects, integrates the two data sets, and reclusters the total data as one data set. The merged dataset totals 16,890 cells (Table 3). The integrated Seurat UMAP cluster plot shows the same major cell type clusters (R1-6, R7, R8, cone cells, and primary to tertiary pigment cells) as the male only data sets (Fig. 6b). With the exception of cone cells and primary pigment cells, each cell type cluster is well represented by both female and male cells (Fig. 6b–d, Table 3). All photoreceptors and secondary and tertiary pigment cell clusters are not biased for female or male cells in the integrated dataset. We also compared the number of female and male cells per cluster in the Harmony integrated output with the number of female and male cells per cluster prior to Harmony. The number of female and male cells in each major cell type cluster is also approximately equal to the cell numbers from the female or male only data sets, respectively (Tables 2 and 3). Although the female-only clustering does not readily show primary pigment or cone cell clusters, the Harmony integrated data set assigned 33 female cells to the primary pigment cell cluster and six female cells to the cone cell clusters. It is possible that there were too few female primary pigment and cone cells in the female-only data to be segregated as distinct clusters and thus they were not visible in the female-only data set. Alternatively, these 39 female cells may be misassigned in Harmony. This may be the case as these female cells were originally grouped in the R1-6 cluster in the female-only data set. FeaturePlots show cell type-specific marker genes are expressed in the expected clusters in the Harmony integrated data set, indicating the correct cluster annotation and assignment. Therefore these observations show most male and female cells were assigned to the correct cell clusters and only a few cells were misassigned.

**Table 3:** Number of male or female cells by cell type in merged data set.

Cell type	1-Day ♂	1-Day ♀	Merged 1-Day	^a^Expected %
R1-6	4150 (37%)	3064 (54%)	7214 (43%)	30%
R7	1739 (16%)	997 (17%)	2736 (16%)	5%
R8	803 (7.2%)	449 (7.8%)	1252 (7.4%)	5%
Cone cells	32 (0.29%)	6 (0.10%)	38 (0.22%)	20%
1° Pigment	112 (1.0%	33 (0.58%)	145 (0.86%)	10%
2°, 3° Pigment	4328 (38.8%)	1177 (21%)	5505 (33%)	20%
Total	11,164	5726	16,890	90%

^a^Expected % does not add up to 100% as bristle cells are not counted.

Because there is no female or male bias in the Harmony integrated data, this suggests that the transcriptomes of male and female cells of each cell type are very similar to one another. To further test this, male-specific and female-specific marker genes were called for each cell type cluster using the Seurat FindMarkers function. Primary pigment and cone cell clusters were excluded due to the small number of female cells present. Seurat called 689 potential sex-specific marker genes (Supplementary Data 7). FeaturePlot analyses of all potential sex-specific marker genes were generated and manually analyzed to check if they are expressed in a sex-specific pattern. However, 687 of these potential sex-specific marker genes are expressed in both male and female cells with no clear bias for either sex. The only exceptions are *CG6999* and *apolipophorin* (*apolpp*), both of which are expressed in most male cells but not in the vast majority of female cells (Fig. 6e, f, i and Supplementary Fig. 10). In addition, most of the called sex-specific genes are expressed at similar levels and in similar patterns between male and female cells. 

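*CG6999* (FBgn0030085, dm6 chromosome X, 9088367 to 9089314) was at 62.2 CPM in R1-6-like cells of 1-day males and 0.286 CPM (10 UMIs) in those of females, a ratio of 217 (95% interval 118 to 454). In R8-like cells it was at 56.0 CPM in 1-day males, with no UMI in females, and was 90.7-fold higher than a floor of 3 UMIs. The upper 95% limit of the female count would put this at 73.4-fold. R1-6-like cells of the 3-day and 7-day males held 125 and 108 CPM. *apolpp* (FBgn0087002, dm6 chromosome 4, 1060969 to 1077273) was at 49.4 CPM in R1-6-like cells of 1-day males and 0.458 CPM (16 UMIs) in females, a ratio of 108 (66.2 to 189). R1-6-like cells of the 3-day and 7-day males held 0.702 and 0.746 CPM of *apolpp*, from 13 and 5 UMIs. In secondary and tertiary pigment-like cells *apolpp* was at 149.7 CPM in 1-day males, 0.219 CPM at 3 days, 0.501 CPM at 7 days and 1.43 CPM in females.

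**Figure D2:**
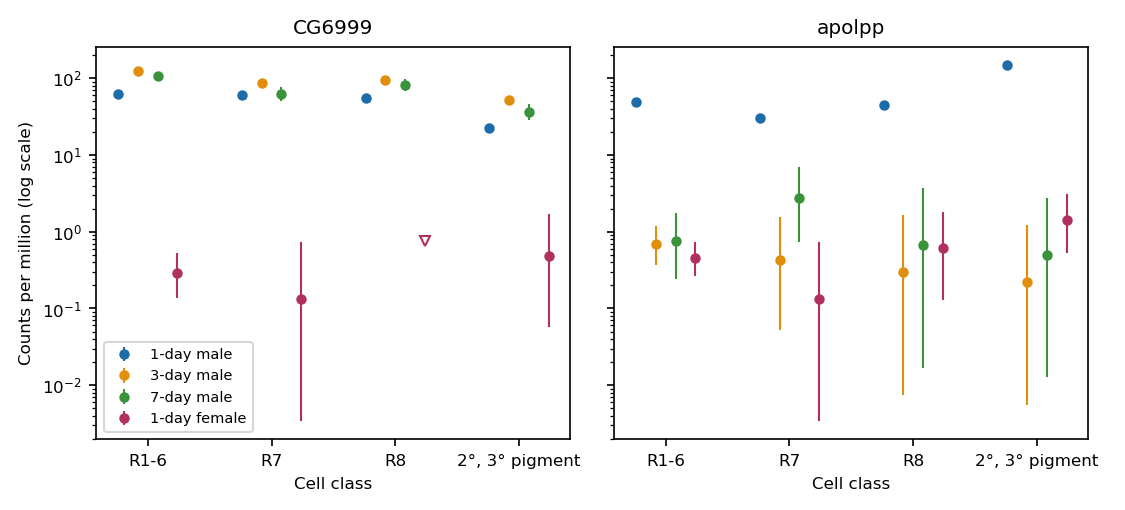
CPM of *CG6999* and *apolpp* on a log scale (vertical axes) in 4 classes of the 4 libraries, with exact Poisson 95% intervals. An open triangle is the upper limit that a count of 0 allows. In these 4 classes *CG6999* is at 22.7 CPM or more in every male library, while *apolpp* is high in the 1-day male library alone.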

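The 1-day male and female libraries were compared as the size of the log2 ratio of CPM per gene, over genes with a mean of at least 200 UMIs over the 4 libraries. With 1 library per sex no test was possible, and the difference also holds whatever sets 2 libraries apart. The median size was 0.28 (order-statistic 95% interval 0.27 to 0.29) over 3846 genes in R1-6-like cells, 0.26 over 2209 genes in R7-like cells, 0.24 over 1722 genes in R8-like cells and 0.22 over 2296 genes in secondary and tertiary pigment-like cells. Without mitochondrial genes and rhodopsins in the totals, the value for R1-6-like cells was 0.25. In R1-6-like cells 5% of the genes had a ratio above 1.201 on the log2 scale. Between the 1-day and 3-day male libraries the median sizes were 0.44, 0.40, 0.38 and 0.35 for the 4 classes in the same order, and between the 3-day and 7-day males 0.27, 0.28, 0.29 and 0.25. From its clustering and the lack of many sex-specific genes, the paper proposes that male and female cells of a type have very similar transcriptomes.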

Only 21 out of the remaining 687 potential sex-specific marker genes have greater than a 2-fold difference in average expression in male versus female cells in corresponding cell type clusters. 

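*tan* (*t*, FBgn0086367, dm6 chromosome X, 9217655 to 9223257) was at 736 CPM in R1-6-like cells of 1-day males and 2273 CPM in those of 1-day females, 3.09-fold higher. The female to male ratio was 3.87 in R7-like and 4.45 in R8-like cells. Among the males, R1-6-like cells held 2077 CPM at 3 days and 329 CPM at 7 days, so the libraries of this sex also differed.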

An example is *tan*, which is expressed at higher levels in female photoreceptors (Fig. 6g, h, j). However, FeaturePlot analyses of *tan* shows expression patterns that are nearly identical between male and female cells (compare Figs. 6g and 6h). The remaining 20 genes also show nearly identical expression patterns between male and female cells. Therefore, most of the 689 potential sex-specific marker genes do not appear to be sex-specific (i.e., expressed in one sex but not in the other). In addition, although a few genes are expressed at different levels between the two sexes they still show the same expression patterns in the eye. 

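Genes with the largest ratios between the 1-day libraries, among those with at least 200 UMIs over the 2 libraries in a class, were listed by class. Higher in males, beside *CG6999*, *CG32706* and *apolpp*, were *Rh2* and *CG17108* in R1-6-like cells, *Rh2* and *chas* in R7-like cells, *Rh2* and *sif* in R8-like cells and *Obp99c* and *CG17108* in secondary and tertiary pigment-like cells. Higher in females were *mt:ND3*, *Prx2540-1*, *mt:ND6*, *Rh5* and *Yp3* in R1-6-like cells, and *Tango2*, *mt:ND3*, *mt:ND6*, *t* and *Yp1* in R7-like cells. In R8-like cells they were *t*, *mt:ND3*, *mt:ND6*, *Alg3* and *CG15916*, and in secondary and tertiary pigment-like cells *CG11380*, *Cp19*, *CG12655*, *CG12896* and *Prx2540-1*. The largest female to male ratio, 98.0, was that of *CG11380* in secondary and tertiary pigment-like cells, at 99.5 CPM in females and 1.015 CPM (12 UMIs) in 1-day males. In the female library 72.2% of all *CG11380* UMIs and 95.0% of all *Cp19* UMIs were in 10 barcodes. In the 1-day male library 19 barcodes held 99.2% of all *Rh2* UMIs. R1-6-like cells of the 3-day and 7-day males held 0 and 1 UMI of *Rh2*. In R1-6-like cells *mt:ND3* was at 302 CPM in 1-day males and 1761 CPM in females, a ratio of 5.83. The 3-day and 7-day males held 594 and 94.7 CPM of it. *Rh5* in R1-6-like cells was at 20.3 CPM in 1-day males and 102 CPM in females. The 3-day and 7-day males held 103 and 320 CPM of *Rh5*, so it was not lower in all male libraries. *CG17108* was at 11.03 CPM in R1-6-like cells of 1-day males and 0.143 CPM in those of females, a male to female ratio of 77.1 (95% interval 32.75 to 239). R1-6-like cells of the 3-day and 7-day males held 0.162 and 0.298 CPM of *CG17108*, from 3 and 2 UMIs. In this class *CG17108* was thus high in the 1-day male library alone.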

In summary, UMAP clustering results suggest that the transcriptomes of male and female cells are highly similar for each major eye cell type and the absence of many sex-specific marker genes is consistent with this interpretation.

### R7- and R8-specific *Rhodopsins* are major determinants of R7 and R8 clustering

The UMAP clustering of adult eye cells shows that R7 cells are split into two different clusters, where one expresses *Rh3* and the other expresses *Rh4* (Figs. 2i–k, 7a). Similarly, R8 cells are split into two groups, with one expressing *Rh5* and the other *Rh6* (Figs. 2a–c, 7a). R7 and R8 clustering appears to be strongly correlated to *Rh3-6* expression in all three time points (Fig. 7a, e, i, Supplementary Figs. 2 and 3). This observation suggests that *Rh3*-*6* may be major determinants in the separation of inner photoreceptor subclusters. To test this, we removed *Rh3* and *Rh4*, *Rh5*, and *Rh6*, or all four *Rhodopsins* prior to repeating our UMAP clustering. This removes the effects of *Rhodopsins* in the separation of R7 and R8 subtypes clusters. We anticipated that *Rh* removal will greatly impact cell clustering, and assigning specific photoreceptor identities will be difficult. We therefore transferred cell cluster identities from unaltered UMAP clustering to the *Rh*-removed cluster plots for each time point.

**Fig. 7:**
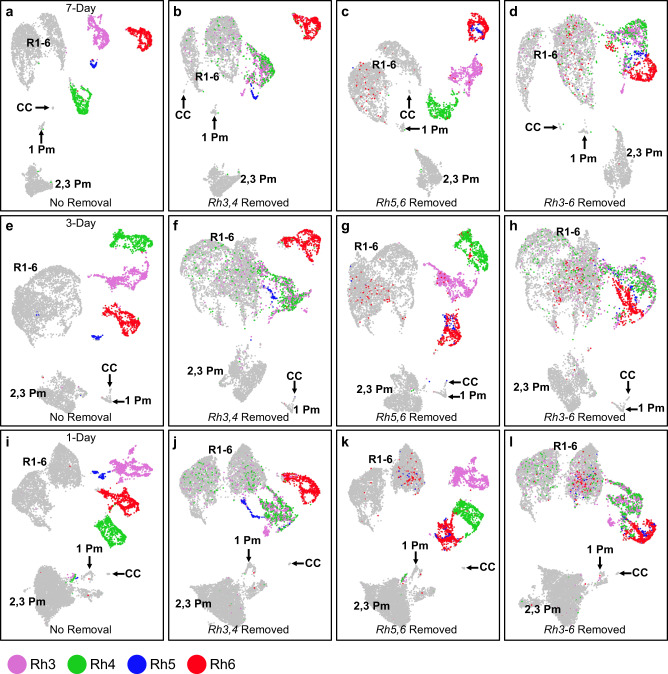
*Rh3*, *Rh4*, *Rh5*, and *Rh6* are major contributors to the clustering of R7 and R8 cells. **a** UMAP clustering of 7-day-old adult eyes where R7 and R8 cells are shown as four distinct clusters expressing either *Rh3*, *Rh4*, *Rh5*, or *Rh6*. **b**–**d** UMAP clustering of 7-day-old adult eyes where *Rh3/4* counts data (**b**), *Rh5/6* counts data (**c**), or *Rh3-6* counts data (**d**) were removed from clustering. **e** UMAP clustering of 3-day-old adult eyes. **f**–**h** UMAP clustering of 3-day-old adult eyes where *Rh3/4* counts data (**f**), *Rh5/6* counts data (**g**), or *Rh3-6* counts data (**h**) were removed from clustering. **i** UMAP clustering of 1-day-old adult eyes. **j**–**l** UMAP clustering of 1-day-old adult eyes where *Rh3/4* counts data (**j**), *Rh5/6* counts data (**k**), or *Rh3-6* counts data (**l**) were removed from clustering. Only R7 and R8s were colored for clarity. Gray cell cluster identities were labeled: R1-6 are R1-6 photoreceptors; CC are cone cells; 1 Pm are primary pigment cells; 2,3 Pm are secondary and tertiary pigment cells.

When *Rh3* and *Rh4* are excluded from the clustering process, the R7 clusters no longer form distinct *Rh3*-positive or *Rh4*-positive subclusters; *Rh3-* and *Rh4*-positive cells are mixed together (Fig. 7b, f, j). 

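With *Rh3* and *Rh4* removed before normalization, the same-subtype share among neighbours of *Rh3* and *Rh4* R7-like cells was 56.2% at 1 day, 56.8% at 3 days and 61.7% at 7 days. Labels came from the run with all genes. The alternative that moved these shares most was the use of log-normalised counts, with 79.2%, 75.0% and 67.7% at the 3 ages.

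**Figure D3:**
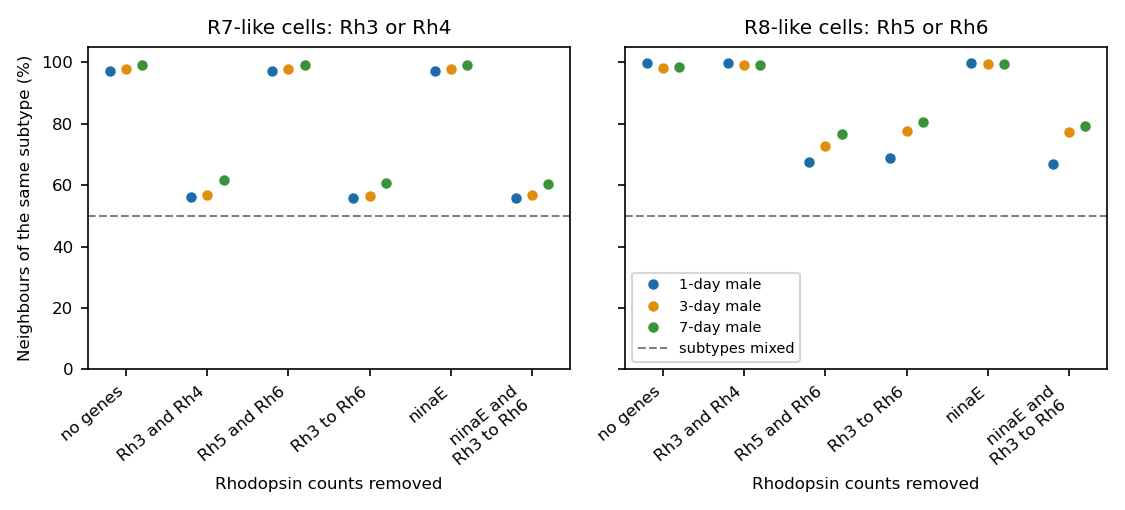
Share of same-subtype cells among neighbours of either subtype (vertical axes, in percent) by the rhodopsins removed, for *Rh3* and *Rh4* R7-like cells and *Rh5* and *Rh6* R8-like cells of the 3 male libraries, with a dashed line at the 50% of mixed cells. The lowest point, at 1 day with *ninaE* and *Rh3* to *Rh6* removed, is 55.7% for *Rh3* and *Rh4* cells and 66.9% for *Rh5* and *Rh6* cells.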

R7 cells are also partially embedded in the R1-6 cluster when *Rh3* and *Rh4* were removed. In contrast, the original clustering shows *Rh3* and *Rh4* cells form separate clusters and are separated from R1-6 cells (Fig. 7a, e, i). In addition, *Rh5* and *Rh6* expressing R8 cells remain separate from each other, which is also observed in the unaltered clustering. 

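R1-6-like cells made up 0.116% of the 20 nearest neighbours of R7-like cells with all genes at 1 day and 1.90% without *Rh3* and *Rh4*. At 3 days the values were 0.175% and 0.392%, and at 7 days 0.537% and 0.622%. The mixed clusters were neither counted as R7-like nor as R1-6-like. The share of R7-like cells among the neighbours of R7-like cells went from 93.7% to 88.9% at 1 day and from 94.7% to 92.4% at 7 days.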

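Without *Rh3* and *Rh4*, the same-subtype share of *Rh5* and *Rh6* R8-like cells at 7 days was 99.0%.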

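At 7 days, secondary and tertiary pigment-like cells made up 95.1% of the neighbours of their own class with all genes and 94.6% without *Rh3* and *Rh4*.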

As expected, the pigment cells and cone cells clusters are unaffected by *Rh3* and *Rh4* removal in all three time points. These results show that *Rh3* and *Rh4* are largely responsible for the separation of *Rh3* and *Rh4* expressing R7 clusters for each time point. This suggests that *Rh3* and *Rh4* expressing R7s are transcriptionally similar and *Rh3* and *Rh4* expression are the primary transcriptional differences between these two types.

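Counts of *Rh3* and *Rh4* R7-like cells were summed per male library and compared over 5141 genes, with both rhodopsins left out of the count. At an adjusted p under 0.05 and a log2 fold change over 1 in size, 43 genes differed, 20 higher in *Rh4* and 23 higher in *Rh3* cells. Without the 7-day male library 66 genes were called, and without library as a block 6. In simulated sums for this contrast, all 200 genes with a 4-fold change were called. *ss* (FBgn0003513, dm6 chromosome 3R, 16374434 to 16403690) was at 31.6, 30.4 and 35.5 CPM in *Rh4* cells at the 3 ages and at 0.195 CPM at 1 day in *Rh3* cells, with no UMI at 3 and 7 days. Its log2 fold change was 7.54 (standard error 0.418, Benjamini-Hochberg adjusted p = 2.5e-09 from edgeR's quasi-likelihood test), higher in *Rh4* cells of 3 of 3 libraries. *melt* (FBgn0023001, chromosome 3L, 7134516 to 7143074) was at 55.3, 34.6 and 34.9 CPM in *Rh3* cells and at 0.232 CPM at 1 day in *Rh4* cells, with a log2 fold change of -7.95 (standard error 0.364, Benjamini-Hochberg adjusted p = 2.0e-10 from edgeR's quasi-likelihood test), lower in *Rh4* cells of 3 of 3 libraries. *Rab27*, *CG8399*, *Cpr97Eb* and *Alg3* were the next genes higher in *Rh4* cells, and *run*, *CG31954*, *dpr9* and *Sytalpha* the next higher in *Rh3* cells. From the mixing after removal, the paper proposes that both types are transcriptionally similar and that these rhodopsins are the primary difference.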

Similarly, when *Rh5* and *Rh6* are removed from clustering, the *Rh5* and *Rh6* subclusters are no longer distinct or separated from one another (Fig. 7c, g, k). *Rh5* and *Rh6* expressing R8s are mixed with one another in all three time points. 

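Without *Rh5* and *Rh6*, the same-subtype share among neighbours of *Rh5* and *Rh6* R8-like cells was 67.6% at 1 day, 72.8% at 3 days and 76.7% at 7 days. Log-normalised counts gave 61.4%, 56.2% and 58.6%.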

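Without *Rh5* and *Rh6*, R1-6-like cells made up 19.1% of the neighbours of R8-like cells at 1 day, 20.6% at 3 days and 17.0% at 7 days. With all genes the shares were 4.08%, 6.62% and 3.18%. R8-like cells made up 75.1% of the neighbours of R8-like cells at 1 day and 72.9% at 3 days after this removal, down from 93.8% and 90.9%.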

A number of R8 cells are also embedded in the R1-6 cell clusters. In contrast, cluster plots without *Rhodopsin* removal show that *Rh5* and *Rh6* subclusters are distinct and separated from one another and from R1-6 clusters (Fig. 7a, e, i). *Rh3* and *Rh4* cell clusters remain distinct from each other and from the other photoreceptor clusters in all three time points. Similar to the unaltered cluster plot, the dorsal third R7 subcluster that expresses both *Rh3* and *Rh4* can be observed in *Rh5* and *Rh6* removed clustering (Supplementary Fig. 11, red arrows). These results show that *Rh5* and *Rh6* are crucial for the distinct clustering of *Rh5-* and *Rh6*-expressing R8 cell clusters but *Rh5* and *Rh6* do not play a major role in the separation of R7 cell clusters. This suggests that *Rh5*- and *Rh6*-expressing R8 cells are transcriptionally similar and *Rh5* and *Rh6* expression are the major differences between the two R8 types.

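Between *Rh5* and *Rh6* R8-like cells, 42 of 4168 genes differed with both rhodopsins left out, 23 higher in *Rh6* and 19 higher in *Rh5* cells. Without the 1-day male library 23 genes were called, and with DESeq2's Wald test and size factors 15. *klg* (FBgn0017590, dm6 chromosome 3R, 22899284 to 22961731) was at 614, 797 and 1192 CPM in *Rh6* cells and at 17.1 and 5.85 CPM at 1 and 3 days in *Rh5* cells. Its log2 fold change was 5.91 (standard error 0.220, Benjamini-Hochberg adjusted p = 9.2e-26 from edgeR's quasi-likelihood test), higher in *Rh6* cells of 3 of 3 libraries. *melt*, which was also higher in *Rh3* R7-like cells, was at 53.2, 64.3 and 71.8 CPM in *Rh5* cells and 0.449, 0.338 and 0.754 CPM in *Rh6* cells. Its log2 fold change was -6.80 (standard error 0.407, Benjamini-Hochberg adjusted p = 8.9e-18 from edgeR's quasi-likelihood test), lower in *Rh6* cells of 3 of 3 libraries. *CG14490*, *pinta* and *CG34375* were among the 5 leading genes higher in *Rh6* cells, as was *side-II*, which had no UMI in *Rh5* cells. *Hmx*, *Cpr97Eb*, *CG33156* and *Dscam2* followed *melt* among the genes higher in *Rh5* cells.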

When *Rh3-6* are all removed from clustering, R7 and R8 cells are no longer in well-separated and distinct clusters in any of the three time points (Fig. 7d, h, l). Instead, *Rh3* and *Rh4* R7s form an intermixed cluster and mixed *Rh5* and *Rh6* R8s cluster directly adjacent to the R7 cluster. 

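With *Rh3* to *Rh6* all removed, the same-subtype share of *Rh3* and *Rh4* R7-like cells was 55.9% at 1 day, 56.4% at 3 days and 60.8% at 7 days. For *Rh5* and *Rh6* R8-like cells it was 68.8%, 77.6% and 80.5%.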

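With all of *Rh3* to *Rh6* removed, R1-6-like cells made up 1.76%, 0.392% and 0.671% of the neighbours of R7-like cells at 1, 3 and 7 days. For R8-like cells the shares were 17.9%, 18.1% and 13.9%.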

Similar to the *Rh3-4* removal or *Rh5-6* removal above, some R7s and R8s clustered into the R1-6 cluster when *Rh3*-*6* are removed. Again, pigment cell clusters are not affected when *Rh3-6* are removed. Notably, when *Rh3*-*6* are removed, R7 and R8 cells now cluster much more closely to the point that the two clusters are touching and they have an appearance of one loose cluster. 

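R8-like cells made up 1.92% of the neighbours of R7-like cells at 1 and at 3 days and 3.78% at 7 days after the removal of *Rh3* to *Rh6*. With all genes these shares were 0.368%, 0.247% and 0.439%. R7-like cells made up 1.96%, 2.22% and 3.87% of the neighbours of R8-like cells after removal.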

At the boundary of R7 and R8 clusters, there is some intermixing of R7 and R8s. These results suggest that *Rh3*-*6* are also contributors to the separation of R7 and R8 cell clusters.

We have repeated the *Rh* removal experiment with *ninaE* to test if *ninaE* is a major contributor to R1-6 clustering (Supplementary Fig. 12). 

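R1-6-like cells made up 99.34% of the neighbours of R1-6-like cells with all genes at 1 day and 99.35% without *ninaE*. At 3 days the values were 99.1% and 99.07%, and at 7 days 99.39% and 99.14%. At 7 days the share of secondary and tertiary pigment-like cells among neighbours of that class was 90.9% without *ninaE*.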

We found that removal of *ninaE* alone does not greatly change the clustering of R1-6 or any other cell clusters. However, R1-6 clusters now extend toward the secondary and tertiary pigment cell clusters in the 3-day and 7-day-old data sets (Supplementary Fig. 12b, h, red arrows). When *ninaE* and *Rh3-6* are all removed from clustering, R7 and R8 cells cluster closely together, similar to when *Rh3-6* are removed for 3-day and 7-day-old data sets (Supplementary Fig. 12f, l). In addition, R7 and R8 clusters are slightly closer to the R1-6 cluster when *ninaE* and *Rh3-6* are removed than when *Rh3-6* alone are removed. The R1-6 clusters also extend toward the pigment cell clusters in 3-day and 7-day-old data sets when *ninaE* and *Rh3-6* are removed (Supplementary Fig. 12f, l, red arrows). No drastic increase in photoreceptor intermixing is observed when *ninaE* and *Rh3-6* are removed. In the 1-day-old data set, removal of *ninaE* does not have any effect on cell clustering (Supplementary Fig. 12n). Removal of *ninaE* and *Rh3-6* does not markedly change the clustering in the 1-day-old data set compared with removal of *Rh3-6* alone (Supplementary Fig. 12r). These results suggest that *ninaE* is not a major contributor to the clustering of R1-6 cells.

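With *ninaE* and *Rh3* to *Rh6* all removed, R1-6-like cells made up 91.2%, 91.4% and 92.4% of the neighbours of R1-6-like cells at 1, 3 and 7 days. At 7 days the share without *Rh3* to *Rh6* alone was 92.8%. R7-like cells made up 88.7%, 92.7% and 89.7% of the neighbours of R7-like cells, and R8-like cells 72.4%, 68.5% and 72.6% of those of R8-like cells. From these plots the paper proposes that *ninaE* contributes little to the clustering of R1-6 cells.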

### Vision and pigment production-related GO terms are enriched in photoreceptors and pigment cells marker genes, respectively

We performed Gene Ontology (GO) term enrichment analyses of the cell type marker genes from each male time point with PANTHER (Fig. 8)^43^. We excluded primary pigment and cone cells from GO analyses because they are underrepresented in all time points. Since there are extensive overlaps of marker genes for each cell type from all three time points, we pooled the marker genes for each photoreceptor subtype from all three time points and used that list for the GO term enrichment analyses. As expected, R1-6, R7, and R8 photoreceptors marker genes from 1D, 3D, and 7D adult eyes are enriched for GO terms related to vision or phototransduction (e.g., Rhodopsin signaling and light adaptation). Similarly, secondary and tertiary pigment cell marker genes from 1D, 3D, and 7D are enriched for GO terms related to processing of Purine or Pteridine, which are known precursors of the *Drosophila* eye pigments (Drosopterins)^44^. For each cell type, we compared the GO term enrichment between different time points but similar GO terms were enriched between each time point. This is consistent with the lack of aging transcriptome differences between the three time points as shown in the Monocle 3 analysis above.

**Fig. 8:**
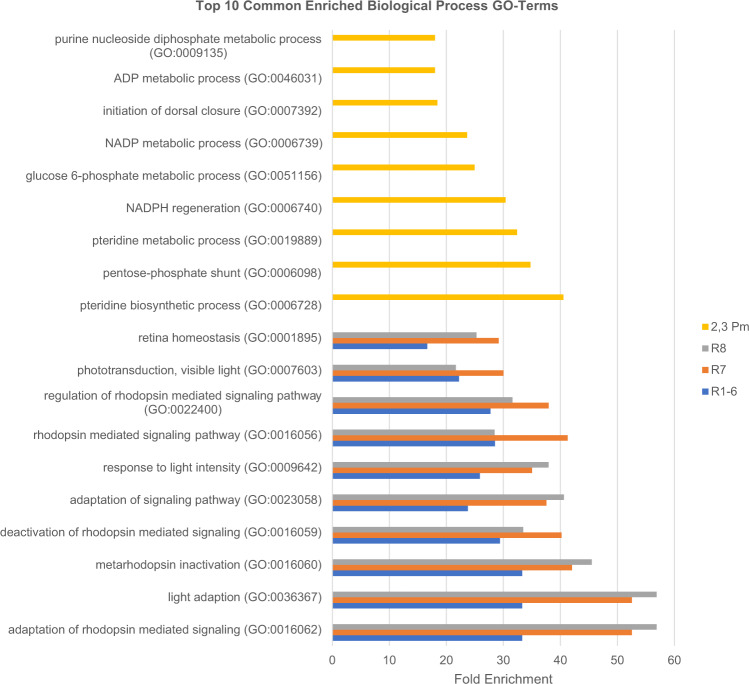
Top enriched Gene Ontology terms for photoreceptor and pigment cell marker genes are related to light reception and pigment production, respectively. Bar graphs showing the fold enrichment of the top ten enriched Gene Ontology (GO) terms for pooled marker genes from 1-day, 3-day, and 7-day-old adult eyes for secondary and tertiary pigment cells (2,3 Pm) and R1-6, R7, and R8 photoreceptors.

We compared enriched GO terms of marker genes among photoreceptor subtypes (e.g., R1-6 vs R7) but this failed to show any significant differences in enriched GO terms. This suggests that the marker genes of each photoreceptor subtype have similar GO term enrichment. This observation is consistent with our Rhodopsin removal results above, which suggests that the major transcriptomic differences between R1-8 can be attributed to their Rhodopsin expression. Thus, it is not surprising that the GO terms of the photoreceptor subtype marker genes are all enriched in a similar fashion.

## Discussion

In this report, we present single-cell resolution transcriptomic data of *Drosophila* adult eyes from 1-day, 3-day, and 7-day-old *Canton S* flies. scRNA-seq from the adult eye poses several technical challenges. First, the adult retina is firmly attached to the hydrophobic lens and cuticle. Physical removal of the lens without damaging the underlying retinal cells is extremely difficult. When left intact, the lens and cuticle is a solid barrier to chemicals and enzymes used for dissociation. Second, adult eye cells are elongated and adhere to each other in vivo and this makes dissociating the adult eye into viable single cells much more challenging than many other tissues. Two of our data sets are from aged animals and aging is known to correlate with a decrease in the total number of transcripts per cell^25^. In fact, we observed a general decrease in the number of genes detected and number of reads from our 1-day-old to 7-day-old data sets (Supplementary Fig. 1c, d). The lower number of transcripts per cell poses a difficulty in single-cell RNA-sequencing where transcripts in each cell may not be captured, converted to cDNA and sequenced. This may lead to a loss of detected transcripts or loss of detected cells due to low transcript numbers. Despite these challenges, the quality control metrics our data sets indicate that the samples are of high quality (>80% viability and >600 median genes per cell) and our data sets captured over 6000 cells each. Our scRNA-seq data sets show that all major cell types in the eye are captured and different cell types form clear and distinct clusters. The clustering observed in our data sets accurately reflects the known cell types in the eye. For example, we observe that R7 and R8 photoreceptors are well separated and the pale and yellow R7 and R8 subtypes form their own distinct clusters. To our knowledge, such a high-resolution representation of the different cell types in the *Drosophila* adult eye has not been reported previously.

We have compared our data sets in two ways. First, we used Monocle 3 to find any pseudotime trajectories between the three male time points^23,24^. Our results revealed that the transcriptomes of 1-day to 7-day-old adult eyes do not change substantially, and no clear trajectories could be plotted. Second, we compared our 1-day-old adult male and female eye data sets. The quality control metrics are similar between the two data sets. Harmony integration^42^ reveals that the male and female data sets are highly similar and only two sex-specific genes were discovered in our data sets.

Although we have captured and sequenced all major cell types in the eye, including all photoreceptor subtypes, all pigment cell types and cone cells, we observed that cone cells and primary pigment cells are underrepresented in our data sets (Table 2). Cone cells and primary pigment cells are positioned most apically and are located next to the cuticle/lens of the eye. Since our dissociation protocol uses proteinase on adult eyes with the lenses intact, the cone cells and primary pigment cells would be the cell types that are least exposed to the proteinase. This may account, at least in part, for why we observe fewer cone and primary pigment cells dissociated into solution for sequencing when compared to the other cell types. We have tried increasing dissociation incubation time or adding mechanical dissociation steps to our protocol but both modifications result in a dramatic decrease in cell viability, leading to poor quality scRNA-seq results. We reason that high viability for most cells is of greater value than producing a dataset with good representation of all cell types but with severely compromised viability and quality. Despite primary pigment and cone cells being underrepresented, they still form their own clusters and can be identified in the Seurat UMAP clustering. We have validated that these are primary pigment cells using the novel primary pigment cell and cone cell marker genes, *wrapper* and *CG5597*, respectively.

The majority of the ommatidia in the eye can be classified as either pale or yellow based on Rhodopsin expression in R7 and R8 cells (Rh3-expressing R7s and Rh5-expressing R8s are pale; Rh4-expressing R7s and Rh6-expressing R8s are yellow)^27,28^. The ratio of pale to yellow ommatidia in an adult eye is about 30:70. However, the ratios of captured pale:yellow R7s and R8s are not in the expected ratios (10:90 to 13:87 for R8s and about 50:50 for R7 in our data sets, Supplementary Figs. 2f, 3f). While *Rh6*-expressing R8s are well represented in our data sets, the number of *Rh5*-expressing R8s are low and are consistently underrepresented. The number of pale or yellow R7s do not appear to be obviously underrepresented like pale R8s. Immunostaining of our *Canton-S* adult eyes show the expected ratios of pale to yellow R7s and R8s (Supplementary Fig. 2g); thus the discrepancy between the expected ratios and our results are not due to the input tissue. It is not likely that R7s and R8s changed their Rhodopsin expression to a different Rhodopsin during sample preparation as we have treated our sample with Actinomycin D, which inhibits all transcription. Therefore, we hypothesize that Rh5-expressing R8s may be preferentially lost during sample preparation or there may be a bias against *Rh5* expressing R8s in the data acquisition pipeline. It is possible that adult *Rh5* expressing R8 are especially sensitive to the dissociation conditions for scRNA-seq and thus are lost during sample preparation and filtered out. For R7s, we hypothesize that there may be a bias for capturing pale R7s. However, we cannot exclude the possibility that there may be a bias against yellow R7s in the pipeline.

Although a single nuclear RNA-seq (snRNA-seq) data set of whole adult *Drosophila* heads, which includes the eyes, was previously reported^45^, our data presented here are single-cell RNA-seq data (scRNA-seq). The transcriptome data from snRNA-seq and scRNA-seq differ. First, because snRNA-seq are nuclear in origin, the extracted RNA molecules are biased toward unspliced versions. In contrast, scRNA-seq should not have a bias toward spliced or unspliced RNA. Bias for unspliced forms may cause complications in RNA velocity analyses which elucidate the dynamics of changes in transcriptome using spliced and unspliced transcripts^46^. Our established scRNA-seq protocol can also be adapted for a different, more sensitive scRNA-seq technique such as SMART-seq to detect any cell type-specific splicing. Second, snRNA-seq data capture fewer RNA molecules per cell compared to scRNA-seq because each nucleus is smaller than a whole cell. Thus for aging tissues, where the total number of transcripts decrease, scRNA-seq offer an advantage over snRNA-seq. Third, studies comparing snRNA-seq and scRNA-seq in human liver and human brain tissues show that certain cell type-specific transcripts are only present in scRNA-seq but not in snRNA-seq and vice versa^47,48^. We compared our cell-type marker gene lists with the lists from published snRNA-seq^45^. Although there is overlap between the photoreceptor marker gene lists from the two data sets, *CG2082* and *santa-maria*, an R8 marker and secondary and tertiary pigment cell marker genes, respectively, identified and in vivo validated in this work were not identified as marker genes for R8 and pigment cells in the published snRNA-seq. Differences in marker gene lists between the two data sets may be expected since different methods were employed (single nucleus vs single cell). In summary, these overlaps and differences suggest that our scRNA-seq and the published snRNA-seq are complementary.

Seurat analyses and UMAP clustering of our data sets identified all photoreceptor subtypes and a substantial number of pigment cells in all time points. Each identified cell type cluster expresses known marker genes for the corresponding adult cell type. Interestingly, most previously characterized cell-type specific marker genes from larval eye discs are no longer expressed in the same specific cell types in the adult eye (Supplementary Table 1^36,49–72^). 

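Of the 28 genes in this table, 9 are listed as not expressed in the adult eye. In the class sums of the 3 male libraries, 4 of these had a mean under 1 CPM in every class and 5 were at 1 CPM or more in at least 1 class. The highest was *Dl*, at 61.9 CPM in cone-like cells from 14 UMIs, and *sev* was at 23.4 CPM in cone-like cells from 5 UMIs. In primary pigment-like cells *svp*, *pnt* and *wg* passed 1 CPM on 3, 4 and 4 UMIs. No level of free RNA was set against these counts. *salm* was at 262 CPM in R7-like and 159 CPM in R8-like cells, *salr* at 216 and 167 CPM, and *boss* at 326 CPM in R8-like, 221 CPM in R1-6-like and 189.9 CPM in R7-like cells. *run*, which the table lists for a few R7 cells, was at 3.08 CPM in R7-like cells.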

We validated the identities of clusters using T2A-Gal4 drivers of marker genes and immunostaining with antibodies recognizing known markers of specific cell types. Differential gene expression and FeaturePlot analyses of our data sets produce many potential novel markers for each identified cell type. GO-Term enrichment analyses on the marker lists of well-represented cell types show photoreceptors and pigment cells have enriched GO-terms relating to phototransduction and pigment production, respectively. To further test the validity of our cluster annotation and the specificity of cell type-specific markers, we validated several candidates in vivo, including *CG2082* for adult R8s, *igl* for both R7 and R8, *Zasp66* for adult photoreceptors, *CG5597* for cone cells, *wrapper* for primary pigment cells and *santa-maria* for secondary and tertiary pigment cells. In vivo validations of marker genes in this report all show specific expression patterns that closely match the expected expression pattern predicted from Seurat FeaturePlots. It is likely that most of the other potential marker genes identified in this study will also follow the expected expression pattern. Interestingly, the in vivo validated marker genes in this study are either uncharacterized (e.g., *CG2082*, *CG5597*) or their functions in the corresponding cell types are unclear (e.g., *wrapper* in primary pigment cells). Except for *santa-maria*, eye phenotypes have not been previously reported for the validated marker genes. Further studies of these marker genes may lead to new insights in the maintenance or function of the adult eye.

Our scRNA-seq data sets have identified numerous novel marker genes for each major cell type in the adult eye. Prior to this study, cell type-specific markers for the adult eye were very limited. The novel marker genes identified here address the lack of cell type-specific markers for this stage. The cell type-specific marker genes also provide novel targets for constructing new reagents and genetic tools (e.g., for driving transgenes). Many marker genes are conserved in humans and the conserved human homologs have associated disease phenotypes. These marker genes are likely to benefit research that uses the adult eye as a model system. The genes discovered by our data sets may play key roles in the function or maintenance of the adult eye and thus may play key roles in phototransduction and neurodegeneration.

Interestingly, we noticed that the T2A-Gal4 driven reporters often show a more specific expression pattern than suggested by the FeaturePlots. FeaturePlots show relative expression of selected genes but not the absolute expression^20^. Thus, for genes that are expressed weakly, any fluctuation in expression levels may be exaggerated. We used SoupX to remove ambient RNA from our data sets but it may not remove all ambient RNA (e.g., *ninaE*)^19^. Thus the FeaturePlots may show cells with unexpected expression of cell type markers simply due to the presence of ambient RNA sequenced in that cell. Despite these caveats, our FeaturePlots still show a clear enrichment of cell type markers in the expected cell clusters and our in vivo staining results show T2A-Gal4 driven reporters are expressed only in the expected cell type as suggested by the FeaturePlots. For example, *CG2082* > reporter is expressed in R8 only, which matches the *CG2082* expression enrichment in R8s as shown in the FeaturePlots. 

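In the deposited counts, before any ambient correction, the median R8-like barcode held 448 *ninaE* UMIs in the 1-day male library, 119 in the 3-day, 31 in the 7-day and 47 in the female library. R7-like barcodes held 349, 101, 3 and 116, and secondary and tertiary pigment-like barcodes 5, 3, 2 and 4 in the same order.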

Although some *CG2082* positive cells are seen in R1-6 in the FeaturePlots, no reporter expression in R1-6 was observed in the adult eye. This suggests that *CG2082* is not strongly expressed or has no expression in R1-6 cells but *CG2082* is strongly expressed in R8 cells. Taken together, the FeaturePlots are accurate predictors of the in vivo expression patterns of marker genes in cell type clusters where the expression is enriched.

Our scRNA-seq results show that *ninaE* expression is not restricted to R1-6 cells as expected (Fig. 3b) but it is also expressed to a lower degree in all other clusters. In contrast, the other *Rhodopsins* (*Rh3-6*) do not show nearly as much expression in unexpected cell types. There are at least two hypotheses that may explain this observation. First, all eye cells may express *ninaE* transcripts but NinaE protein is translated only in R1-6. Second, *ninaE* transcripts are expressed only by R1-6 and the *ninaE* transcripts detected in non-R1-6 cells represent ambient RNA. Of the two hypotheses, we favor the second for two reasons. First, R1-6 account for six different cells per ommatidium. This outnumbers all other cell types per ommatidium. Second, NinaE proteins are one of the most highly abundant proteins in the adult eye^73^. This was expected as NinaE proteins are localized to the entire R1-6 rhabdomeres and R1-6 rhabdomeres are large and span nearly the entire depth of the retina^74,75^. Therefore, *ninaE* transcripts are expected to be highly abundant in R1-6. Indeed, all of our datasets show that *ninaE* is the most abundant transcript. Since *ninaE* is the most highly expressed gene in the eye, it is predicted to contribute to ambient RNA more than any other gene.

In the adult eye, R1-6 photoreceptors are needed for motion detection while pale and yellow R7s and R8s are needed for color detection^12,13^. Pale and yellow R7 and R8s are used to detect different colors and UV light (Rh3: ~345 nm UV light, Rh4: ~375 nm UV light, Rh5: green, Rh6: blue)^76,77^. In all time points, Seurat clustering segregated R1-6 as one cluster that is distinct from R7s and R8s, which form their own distinct clusters. R7s and R8s are further separated into clusters that represent their pale/yellow subtypes. It is thought that specific wavelengths of light activate the expressed Rhodopsins in each photoreceptor, which then activates a downstream phototransduction cascade that is common to all photoreceptors^14,78^. One implication of these observations is that all photoreceptor subtypes may be transcriptionally similar and which Rhodopsin is expressed may be the main difference between subtypes. Consistent with this model, Seurat clustering strongly reflects the type of opsin expressed by each photoreceptor subtype at all time points.

To test this model, we removed the effects of R7 and R8 specific *Rhodopsins*, *Rh3-6*, in the clustering process. Removal of *Rh3* and *Rh4* causes the R7 clusters to collapse and *Rh3* and *Rh4* R7s are intermixed with one another. Similarly, when *Rh5* and *Rh6* are removed, all R8s cells are intermixed. When *Rh3* to *Rh6* are removed, R7 and R8 clusters collapse into one loose cluster. These results suggest that the major drivers of R7 and R8 clustering are the R7 and R8 specific *Rhodopsins* and apart from *Rhodopsin* expression, R7 and R8 cells are very similar transcriptionally. This implies that other than *Rh3-6*, there should be very few markers that distinguishes R7 and R8. Indeed, our differential gene and FeaturePlot analyses of R7 and R8 marker genes identified very few R7 or R8 specific marker genes; instead, the majority of novel markers for R7 and R8 identified in this work are expressed in both subtypes. Interestingly, we noticed that some but not all R7 and R8 cells are mixed with R1-6 clusters after *Rh3-6* are removed. This also suggests that *Rh3-6* are determinants in separating R7 and R8 from R1-6. But the lack of a complete intermixing of R7, R8, and R1-6 when *Rh3-6* are removed suggests other genes also contribute to photoreceptor clustering.

Although R1-6 cells form a distinct cluster and Seurat can call marker genes for the R1-6 clusters for all time points, FeaturePlot analyses showed these markers are not specific to R1-6; instead, most are specific to all photoreceptors. We observed that the R1-6 clusters have *ninaE* as their top marker while *Rh3-6* were not called as markers in the R1-6 clusters in all time points. Therefore, we predict that if *ninaE* was not a major ambient RNA, it would be a definitive R1-6 marker gene in our FeaturePlots. However, *ninaE* is not a major contributor to R1-6 clustering as the removal of *ninaE* does not change the clustering of R1-6 clusters. Other contributors (e.g., R8-specific and R7/8-specific markers) may also contribute to defining the R1-6, R7, and R8 photoreceptor clusters. In the case of R7 and R8, our *Rh* removal results suggest that R7 and R8 are transcriptionally similar to one another and this may account for the lack of R7-specific markers. We hypothesize that R1-6 cell clusters are also somewhat transcriptionally similar to R7 and R8. Thus, R1-6 specific marker genes may be rare and may not be detected in our data sets, similar to the lack of R7-specific markers.

In summary, our work presents transcriptomic data of *Drosophila* adult eyes prepared from whole cells at a single-cell resolution. Our data sets show that there are very few sex-specific differences between male and female adult eyes. Analyses of our data sets show that *Rhodopsin* expression is a major contributor to the transcriptomic differences between photoreceptor subtypes. Finally, we identified numerous marker genes with differential expression analyses for all the major cell types in the adult fly eye and we have verified novel markers for each major cell type in the adult eye in vivo. The function of many of the cell type-specific marker genes are unknown but they may perform critical roles in the maintenance and function of the adult eye. In addition, many of the marker genes are conserved and have been associated with human diseases. These marker genes will also serve as valuable tools for generating cell type-specific reagents for field.

## Methods

### Adult eye dissociation and scRNA-seq

Forty adult eyes were dissected into 500 μL Rinaldini solution with 1.9 μM Actinomycin D (Sigma-Aldrich, A-1410) in a 2 mL LoBind Eppendorf tube on ice. Once all eyes were dissected, 25 µL of 100 mg/mL Collagenase (Sigma-Aldrich, C-9697) was added to start the dissociation. The tube was placed flat onto a horizontal shaker and shaken at 250 rpm at 32 °C. The adult eyes and the dissociation solution was gently pipetted up and down 30 times every 10 min with a P1000 tip. The degree of cell dissociation was monitored after each pipetting step by viewing 2 μL aliquots of dissociating eyes with brightfield microscopy. Incubation and pipetting were repeated until only single cells were observed in the solution; usually this takes ~25–30 min. Dissociation was stopped by adding 500 μL of ice-cold Rinaldini solution to the dissociated eyes. An 8 µm filter, prewet with ice-cold Rinaldini solution, was used to filter dissociated single eye cells and to remove any cuticle and undissociated cell clumps. Single eye cells were allowed to drain by gravity into a new 2 mL LoBind Eppendorf tube. The filter was washed once with 1 mL of ice-cold Rinaldini solution with 1% BSA and the wash through was pooled with the single-cell solution. Single cells were pelleted by centrifugation at 50 × *g* for 5 min at 4 °C. Supernatant was discarded and single cells were very gently resuspended with a wide bore P1000 pipette tip in 1 mL ice-cold Rinaldini solution with 1% BSA. Single cells were pelleted again by centrifugation at 50 × *g* for 5 min at 4 °C. Washed and pelleted single cells were then resuspended in ~50 µL of Rinaldini solution with 1% BSA. Cell viability was assayed by staining a 2–5 μL aliquot of washed dissociated single cells with Hoechst-PI dye and cell concentration was assayed with the same aliquot. Samples with higher than 95% viability and a concentration of ~1000 cells/μL were chosen to proceed to cDNA library construction. Single-cell libraries were prepared according to Chromium Next GEM Single Cell 3’ Reagent Kit v3.1 kit (10x Genomics). Briefly, single cells, reverse transcription (RT) reagents, Gel Beads containing barcoded oligonucleotides and oil were loaded on a 10x Genomics Chromium Controller to generate single-cell Gel Beads-In-Emulsions (GEMS). Full-length cDNA was synthesized and barcoded for each single cell. GEMs were then broken and cDNAs from each single cell were pooled. Following clean up using Dynabeads MyOne Silane beads, cDNAs were amplified by PCR. Amplified product was fragmented to optimal size before end-repair, A-tailing and adapter ligation. Final cDNA libraries were generated by amplification. KAPA Library Quantification kit (Roche) was used to quantify libraries. Libraries were sequenced with NovaSeq 6000 (Illumina) to a sequencing depth of ~100 million and ~500 million reads for 1-day-old male and ~500 million reads for 1-day-old female eyes, and ~100 million reads for 3-day and 7-day-old male eyes. FASTQ files generated from sequencing were analyzed with 10x Genomics Cell Ranger v6.0.1 using *Drosophila melanogaster* reference genome release 6 (dm6) as the reference genome.

### Seurat analyses

Detailed R codes are available at (https://github.com/kygithubtokenaccount/Adult-Eye-scRNA-seq-R-codes/). Cell Ranger output was directly analyzed with SoupX v1.6.1 with default parameters to remove contaminating ambient RNA^19^. Cluster data input for SoupX was generated from the Cell Ranger output using Seurat v4.1.1 SCTransform workflow with default parameters and without any cutoffs^20,22,79^. The ambient RNA corrected SoupX gene matrix outputs were then analyzed with Seurat SCTransform workflow. Potential multi-cell containing droplets and unhealthy cells were filtered out using the following parameters: (1) only cells with mitochondrial mapping percentage <20% for 1-day (1D) male, <25% for 3-day (3D), <18% for 7-day (7D), and <25% for 1-day (1D) female were kept; (2) only cells with a total number of genes between 200 and 3500 for 1D male, between 200 and 2800 for 3D, between 200 and 2700 for 7D and between 200 and 4000 for 1D female were kept. Filtered cells were analyzed with SCTransform with some parameter changes: variable features = 3500, 2800, 2700, and 4000 for 1D male, 3D male, 7D male, and 1D female data sets, respectively. The percentage of all expressed genes that mapped to mitochondrial genes were regressed for each data set. RunUMAP and FindNeighbors functions were run at 50 dimensions for all datasets. Non-eye cells were identified by *found in neuron* (*fne*, a brain neuron marker), *moody*, and *reversed polarity* (*repo*, glial markers) expression and they were removed such that all data sets consist of only eye cells^80–82^. Raw counts from eye only data sets were extracted and Seurat SCTransform workflow was performed again to generate Seurat analyzed 1D-, 3D-, 7D-old male eye data sets and 1D-old female eye data set. Cell clusters were annotated with their cell type identity using FeaturePlots of known cell type markers (e.g., *Rh5* and *Rh6* for R8 photoreceptors). Marker genes for each cluster and each time point were identified using the FindAllMarkers function in Seurat with the following parameters: only.pos = T, min.pct = 0.25 and logfc.threshold = 0.25.

SoupX-treated raw counts from 1D male and female eye datasets were merged and normalized with SCTransform. Following this, Harmony was performed using default parameters to integrate the two data sets^42^. RunUMAP and FindNeighbors functions were performed with 50 dimensions. Clusters were annotated using FeaturePlots of known cell type markers. FindMarkers function was used to find marker genes that are male or female-specific for each cell cluster.

To generate the datasets for *Rh* removal, SoupX-treated raw counts were extracted from 1D, 3D, and 7D-old male eye data sets. Counts data of *Rh3*/4, *Rh5*/6, and *Rh3*-*6* were removed from the SoupX-treated raw counts. SCTransform was rerun on the modified raw count data for each dataset with the same parameters as described above. Cluster identities were transferred from the unaltered data to *Rh* removed data in Seurat.

### Monocle 3 analyses

SoupX-treated raw counts from 1D, 3D, and 7D male eye datasets generated from Seurat were extracted. They were converted into the Cell Data Set (CDS) format using as.cell_data_set function within Seurat-Wrapper v0.3.0^20^. The CDSs were combined and analyzed with default parameters in Monocle 3 v1.0.0^23,24,83^. Batch effects correction was done with Batchelor v1.10.0 within Monocle 3^83^. Cell clusters were initially assigned by Monocle 3 with a resolution parameter of 1e-3 and their identities were annotated using cell type marker genes discovered in Seurat analyses above. Pseudotime trajectory was calculated within Monocle 3.

### GO term analysis

Marker genes for each cell type were pooled from all three time points and then analyzed with Panther^43^. The fold enrichment of the top ten enriched GO terms for biological processes were graphed.

### Fly husbandry

All flies were raised at 25 °C on cornmeal agar food as per standard protocols. The following fly stocks were obtained from the Bloomington Stock Center: *UAS-mCherry-nls* (38424), *UAS-mCD8-GFP* (5137), *CG2082-T2A-Gal4* (76181), *igl-T2A-Gal4* (76744), *Zasp66-T2A-Gal4* (93472), *CG5597-T2A-Gal4* (93309), *santa-maria-T2A-Gal4* (80598), and *wrapper-T2A-Gal4* (93483). *T2A-Gal4* lines were crossed with *mCherry* or *mCD8-GFP* reporter lines and progeny carrying both the Gal4 driver and the reporter were dissected for immunofluorescence imaging.

### Immunohistochemistry

Freshly eclosed adult animals were aged for 7 days at 25 °C before dissection for immunofluorescence imaging. Adult eye dissection and staining were adapted from Hsiao et al.^84^. Adult eyes were dissected in PBS and were fixed in 3.7% paraformaldehyde in PBS for 30 min at room temperature. PBS + 0.3% Triton X-100 was used as PBST in all washes with PBST. Primary antibody incubation was done overnight at room temperature. Secondary antibodies incubation was changed to 1 h at room temperature instead of overnight at room temperature. Stained and washed adult eyes were mounted on bridged slides with lens side up for tangential images and lens side down for coronal images. Optically stacked images were taken on a Zeiss Apotome Imager microscope and processed with Zen Blue and Photoshop software. The following primary antibodies were used: rat anti-Elav (RRID:AB_528218, 1/1000), mouse anti-Pros (RRID:AB_528440, 1/100), mouse anti-Ct (RRID:AB_528186, 1/100), chicken anti-GFP (RRID:AB_300798, 1/1000), rabbit anti-mCherry (RRID:AB_2889995, 1/2000), mouse anti-Rh3 (gift from Dr. Steven Britt, clone 2E1 1/100), mouse anti-Rh5 (gift from Dr. Steven Britt, clone 7F1, 1/10), guinea pig anti-Rh6 (gift from Dr. Claude Desplan, 1/1000). Secondary antibodies were used at a concentration of 1/500: Cy5 anti-rat (RRID:AB_2340672), Cy5 anti-guinea pig (RRID:AB_2340460), Alexa 488 anti-rat (RRID:AB_141709), Alexa 647 anti-mouse (RRID:AB_162542), Alexa 488 anti-chicken (RRID:AB_2762843), Alexa 568 anti-rabbit (RRID:AB_2534017), Alexa 546 anti-rabbit (RRID:AB_2534016).

### Adult eye sectioning and imaging

Adult eyes were fixed, embedded, and sectioned as per standard protocol^85^. Briefly, adult heads were roughly bisected and fixed in 0.1 M sodium phosphate + 2% glutaraldehyde + 1% OsO_4_ and 2% OsO_4_. Fixed eyes were dehydrated with 30%, 50%, 70%, 90%, 100%, and 100% ethanol solutions (10-min incubation each). Dehydrated adult heads were embedded in Durcupan Resin. The embedded eyes in resin blocks were entirely exposed using a razor blade and the exposed eye was sectioned directly. Eye sections were imaged with brightfield microscopy using a Zeiss Apotome Imager microscope. Images were processed in Photoshop. Optically stacked images of external adult eyes were taken with a Zeiss Apotome Imager microscope or a Zeiss LSM800 Confocal microscope. Images were processed in Zen Blue and Photoshop software.

### Statistics and reproducibility

Each scRNA-seq sample was prepared with 40 eyes from at least 20 animals. More than 5000 filtered eye cells were obtained for each time point. The numbers of cells in each major cell type cluster (replicate transcriptome for each cell type) are summarized in Table 2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

All raw and processed single-cell RNA-seq data were uploaded onto Gene Expression Omnibus, Accession number: GSE214510). Source data for GO-Term enrichment analyses are available in Supplementary Data 8. All other data (e.g., RDS files) are available upon request.

# Supplementary material for: Single cell RNA sequencing of the adult Drosophila eye reveals distinct clusters and novel marker genes for all major cell types
**Source:** Commun Biol. 2022 Dec 14;5:1370. doi: 10.1038/s42003-022-04337-1
**Supplement:** Supplementary file 2 — Supplementary Information

**Supplementary Figure 1. Monocle 3 clustering of 1-day, 3-day, and 7-day old adult eyes do not show any clear progression of transcriptome changes.**

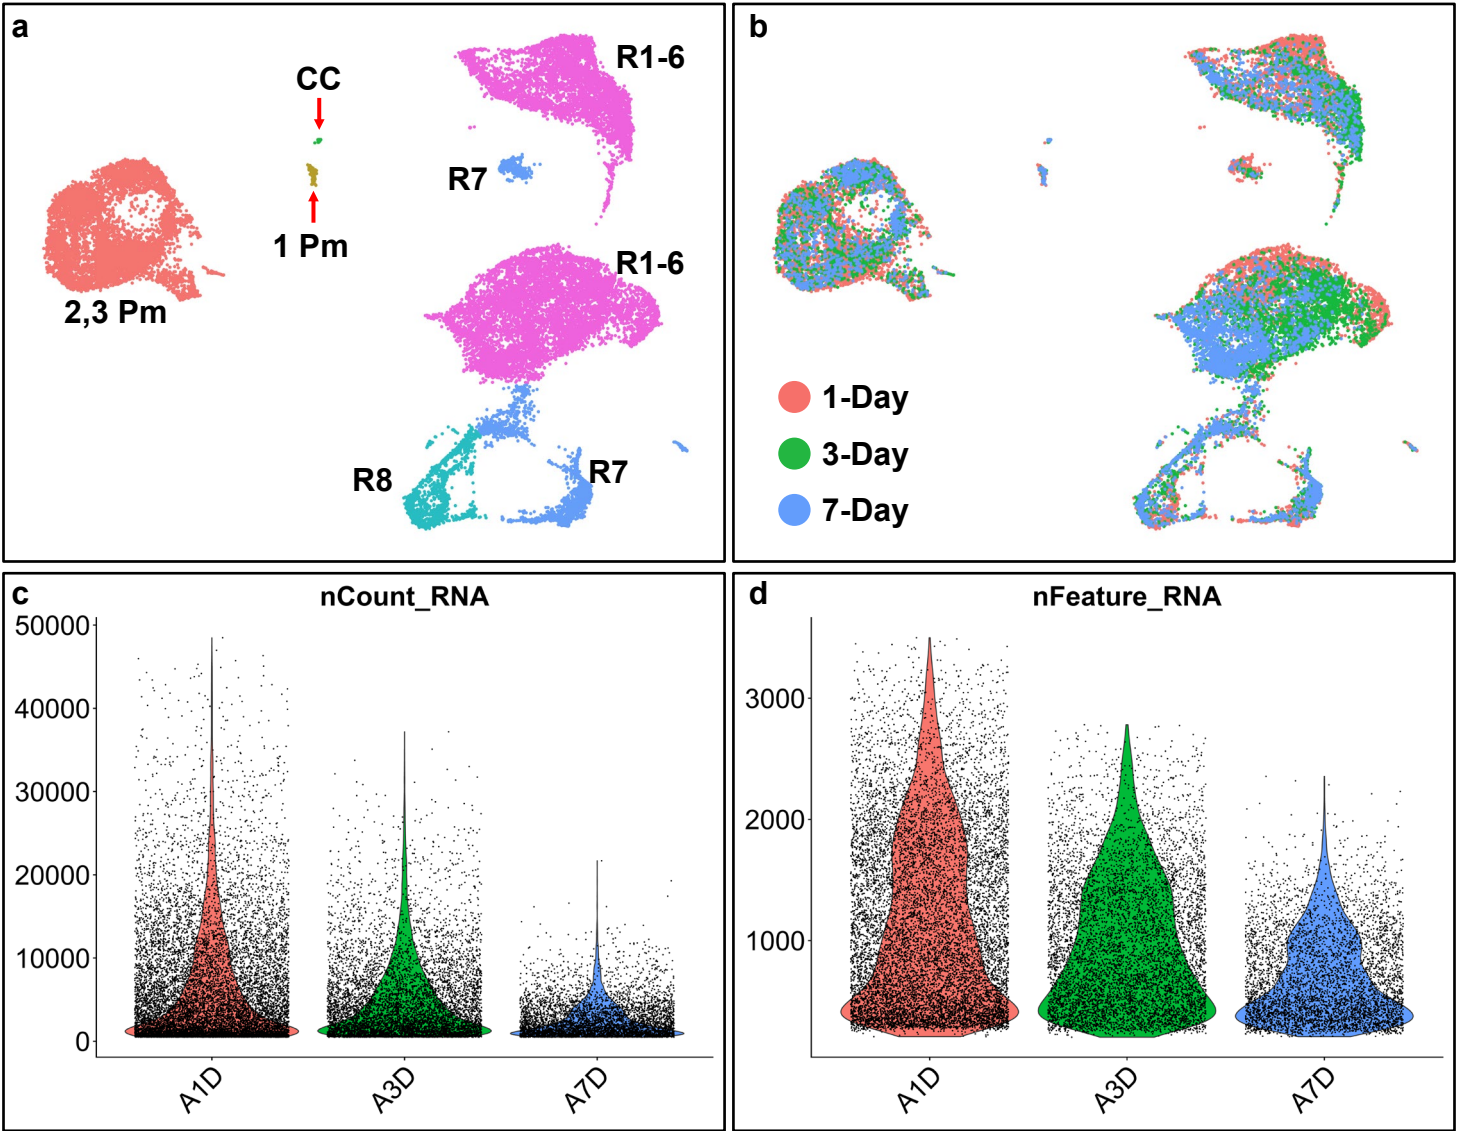

**a)** Monocle 3 clustering of 1-day, 3-day and 7-day old adult eyes showing the major cell types of the eye. **b)** Same cluster as in **a** but showing the sample age of each cell. All clusters show an intermixing of cells from the three time points. **c)** Violin plot of the number of transcripts per cell (nCount\_RNA) in 1-day (A1D), 3-day (A3D), and 7-day (A7D) old male adult eyes. **d)** Violin plot of the number of genes detected per cell (nFeature\_RNA) in 1-day (A1D), 3-day (A3D), and 7-day (A7D) old male adult eyes.

Supplementary Figure 2. R8 FeaturePlots for 1-day and 3-day old adult eyes

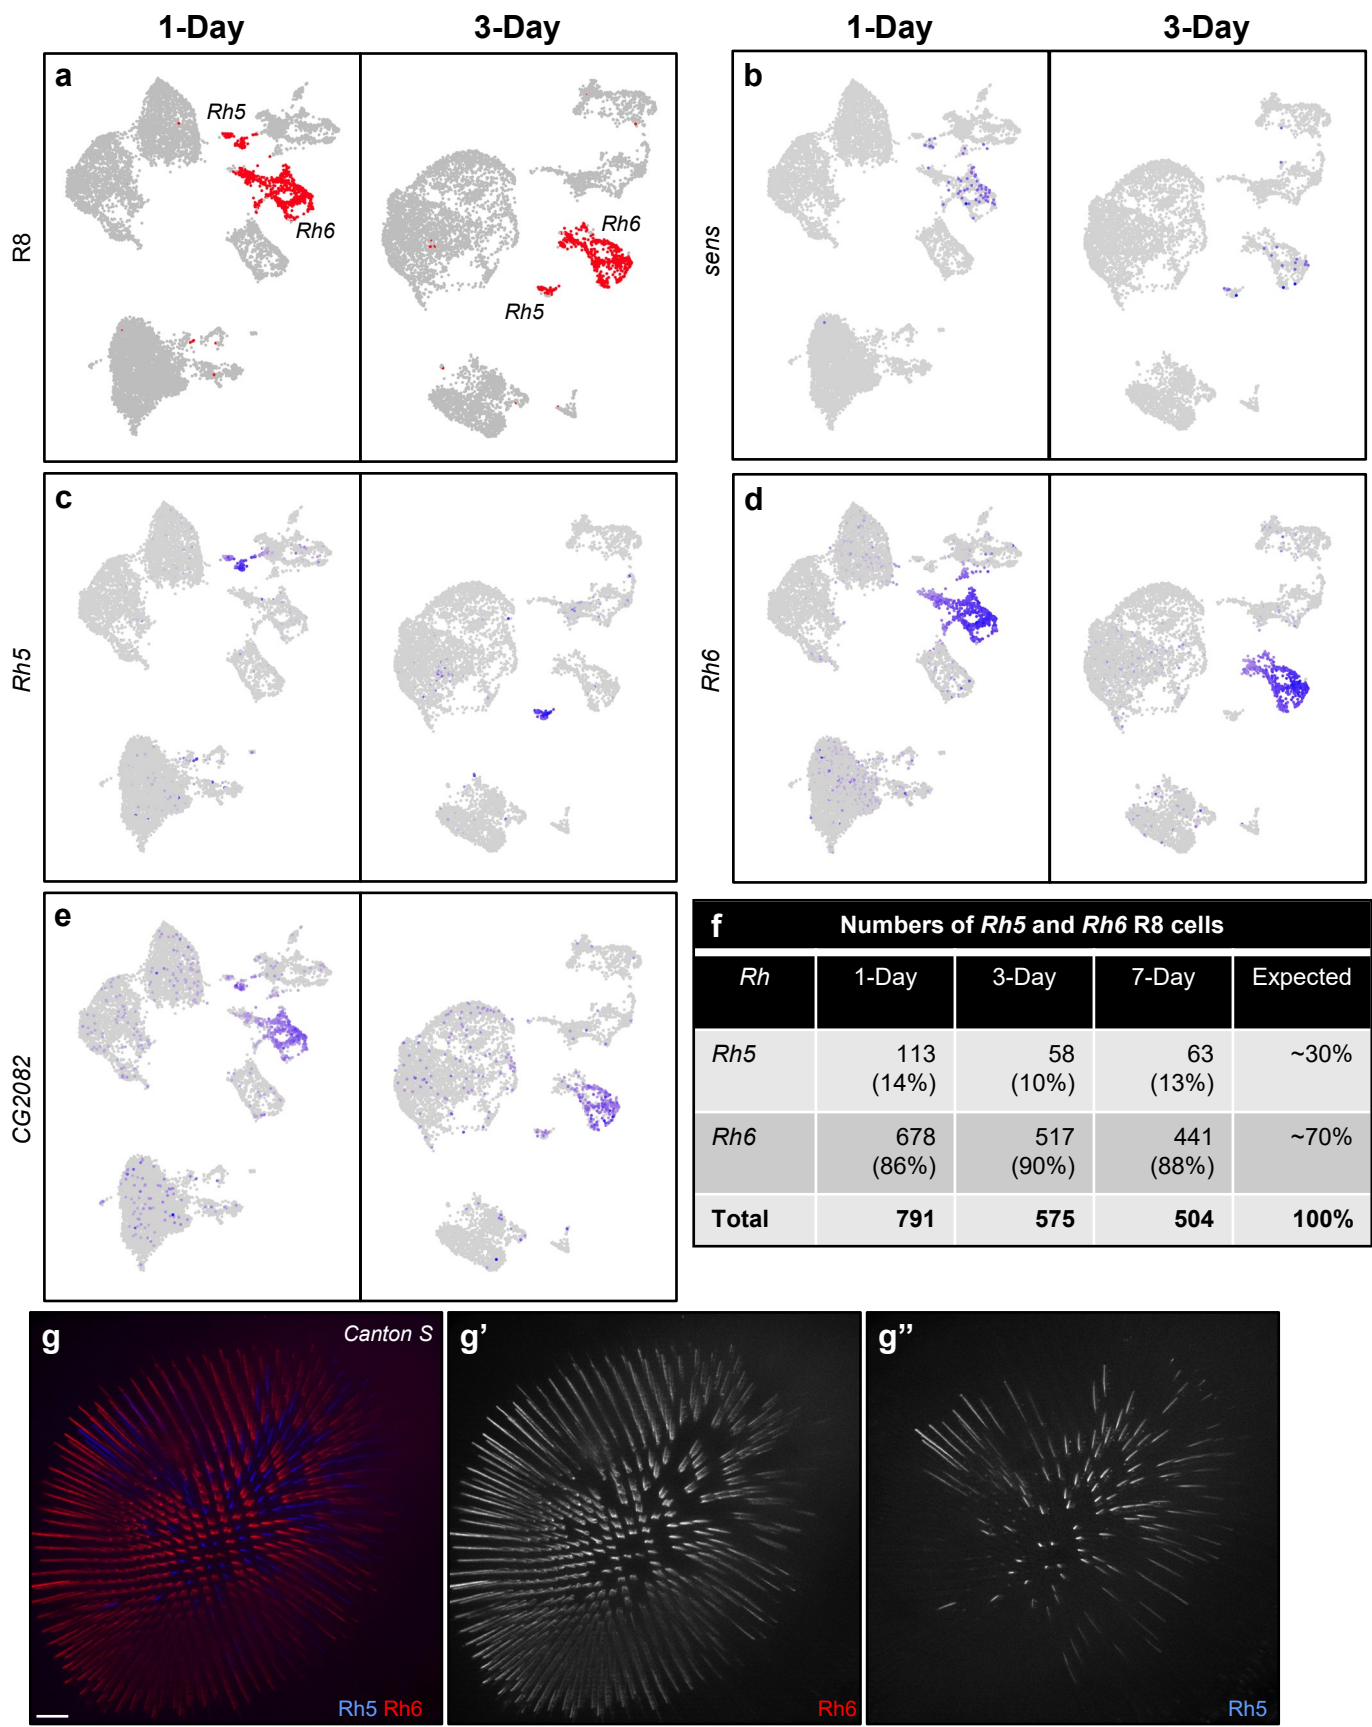

**Supplementary Figure 2. R8 FeaturePlots for 1-day and 3-day old adult eyes.**

**a)** Cluster plots showing R8 cells in 1-day and 3-day eye data sets (red). **b-e)** FeaturePlots showing the expression of *sens* (**b**), *Rh5* (**c**), *Rh6* (**d**) and *CG2082* (**e**) in 1-day and 3-day old adult eyes. Cells expressing *sens* and *CG2082* are brought to the front. **f)** Table showing the numbers of *Rh5* and *Rh6* positive R8 cells. **g)** Immunostaining of a *CantonS* eye showing *Rh5* and *Rh6* expression at the expected ~30:70 ratio. Scale bar: 20  $\mu\text{m}$ .

Supplementary Figure 3. R7 FeaturePlots for 1-day and 3-day old adult eyes

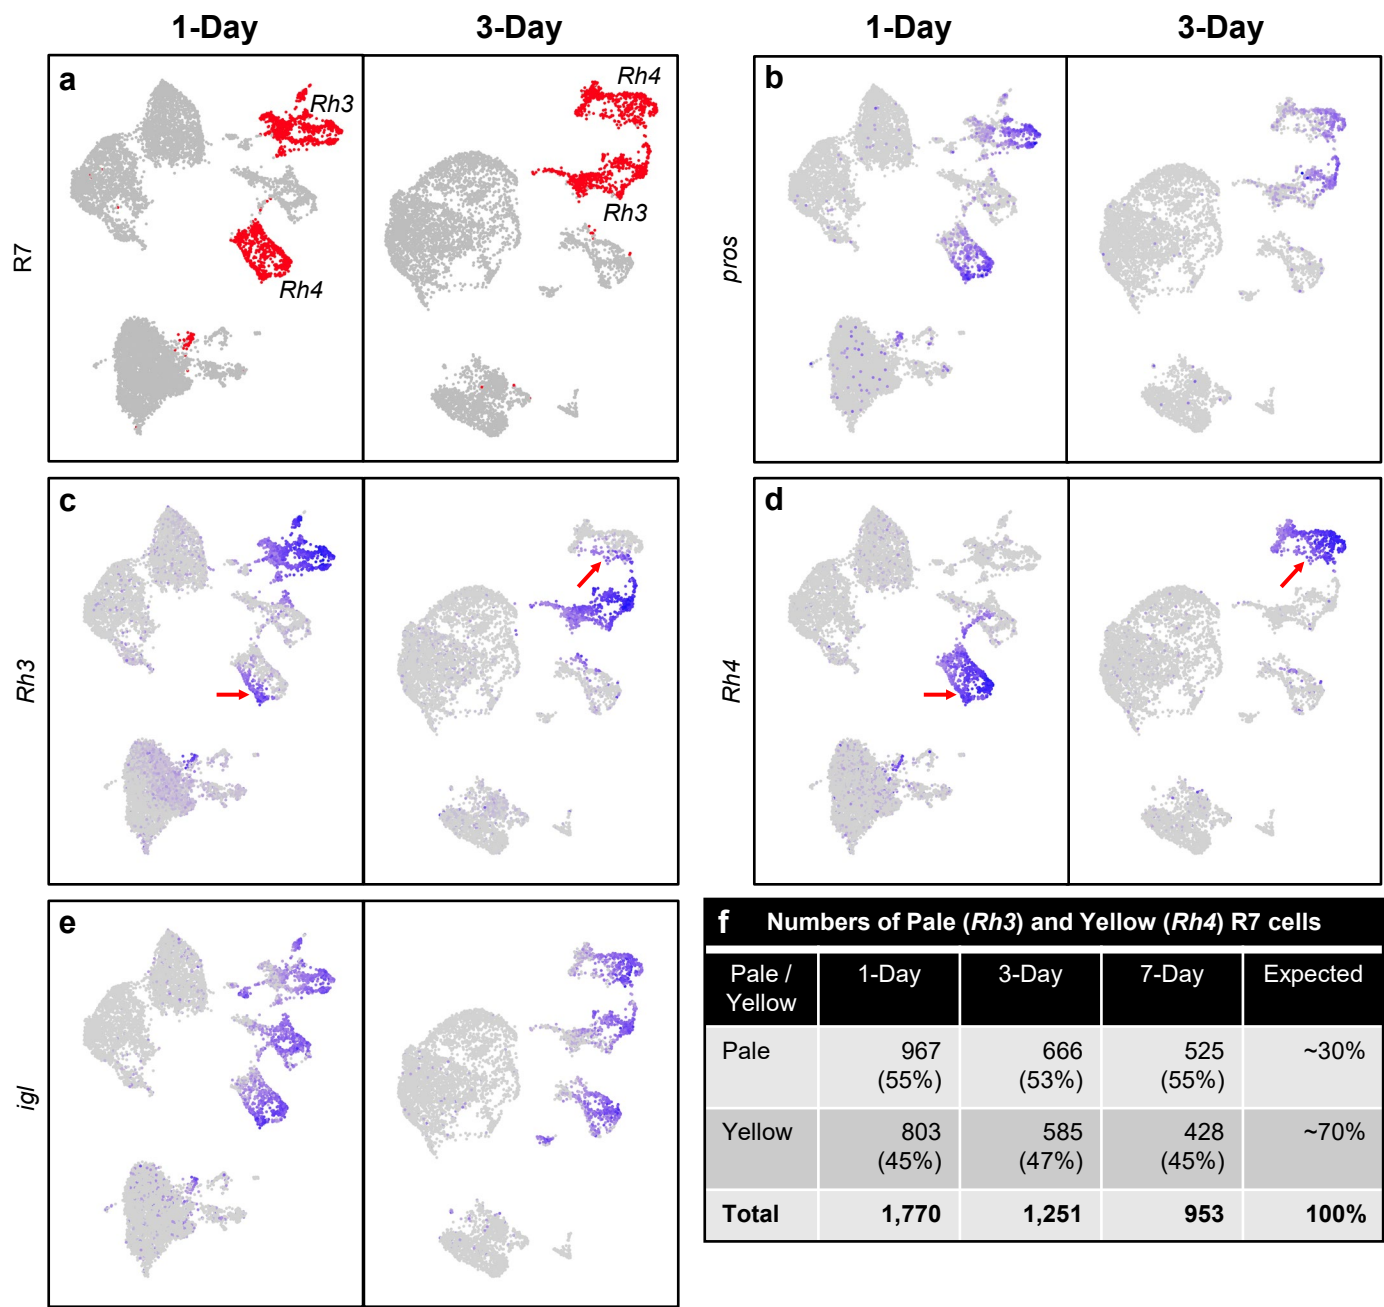

**a**) Cluster plots showing R7 cells in 1-day and 3-day eye data sets (red). **b-e**) FeaturePlots showing the expression of *pros* (**b**), *Rh3* (**c**), *Rh4* (**d**) and *igl* (**e**) in 1-day and 3-day old adult eyes. Cells expressing *pros* and *igl* are brought to the front. **f**) Table showing the numbers of *pale* and *yellow* positive R7 cells.

Supplementary Figure 4. Dorsal rim area FeaturePlots for 1-day, 3-day and 7-day old adult eyes

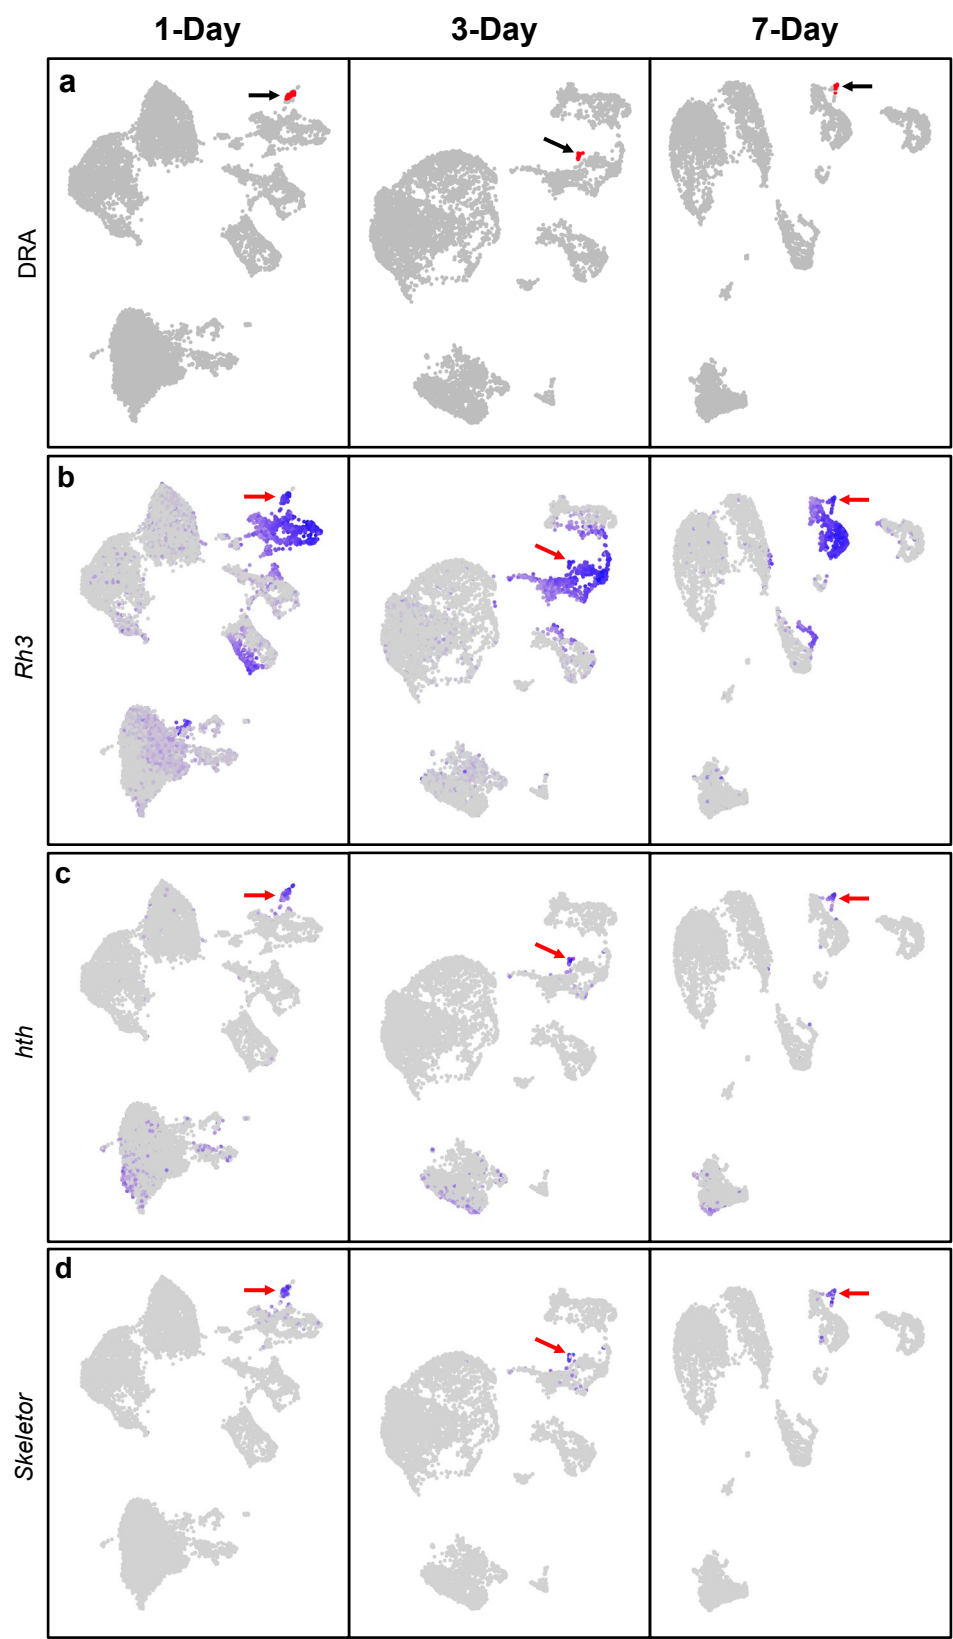

**a)** Cluster plots showing dorsal rim area R7/R8 cells in 1-day, 3-day and 7-day old eye data sets (red). Black arrow points to the dorsal rim area R7/R8. **b-d)** FeaturePlots showing the expression of *Rh3* (**b**), *hth* (**c**) and *Skeletor* (**d**) in 1-day, 3-day and 7-day old adult eyes.

Supplementary Figure 5. R1-6 cluster and feature plots for 1 day and 3 days old adult eyes

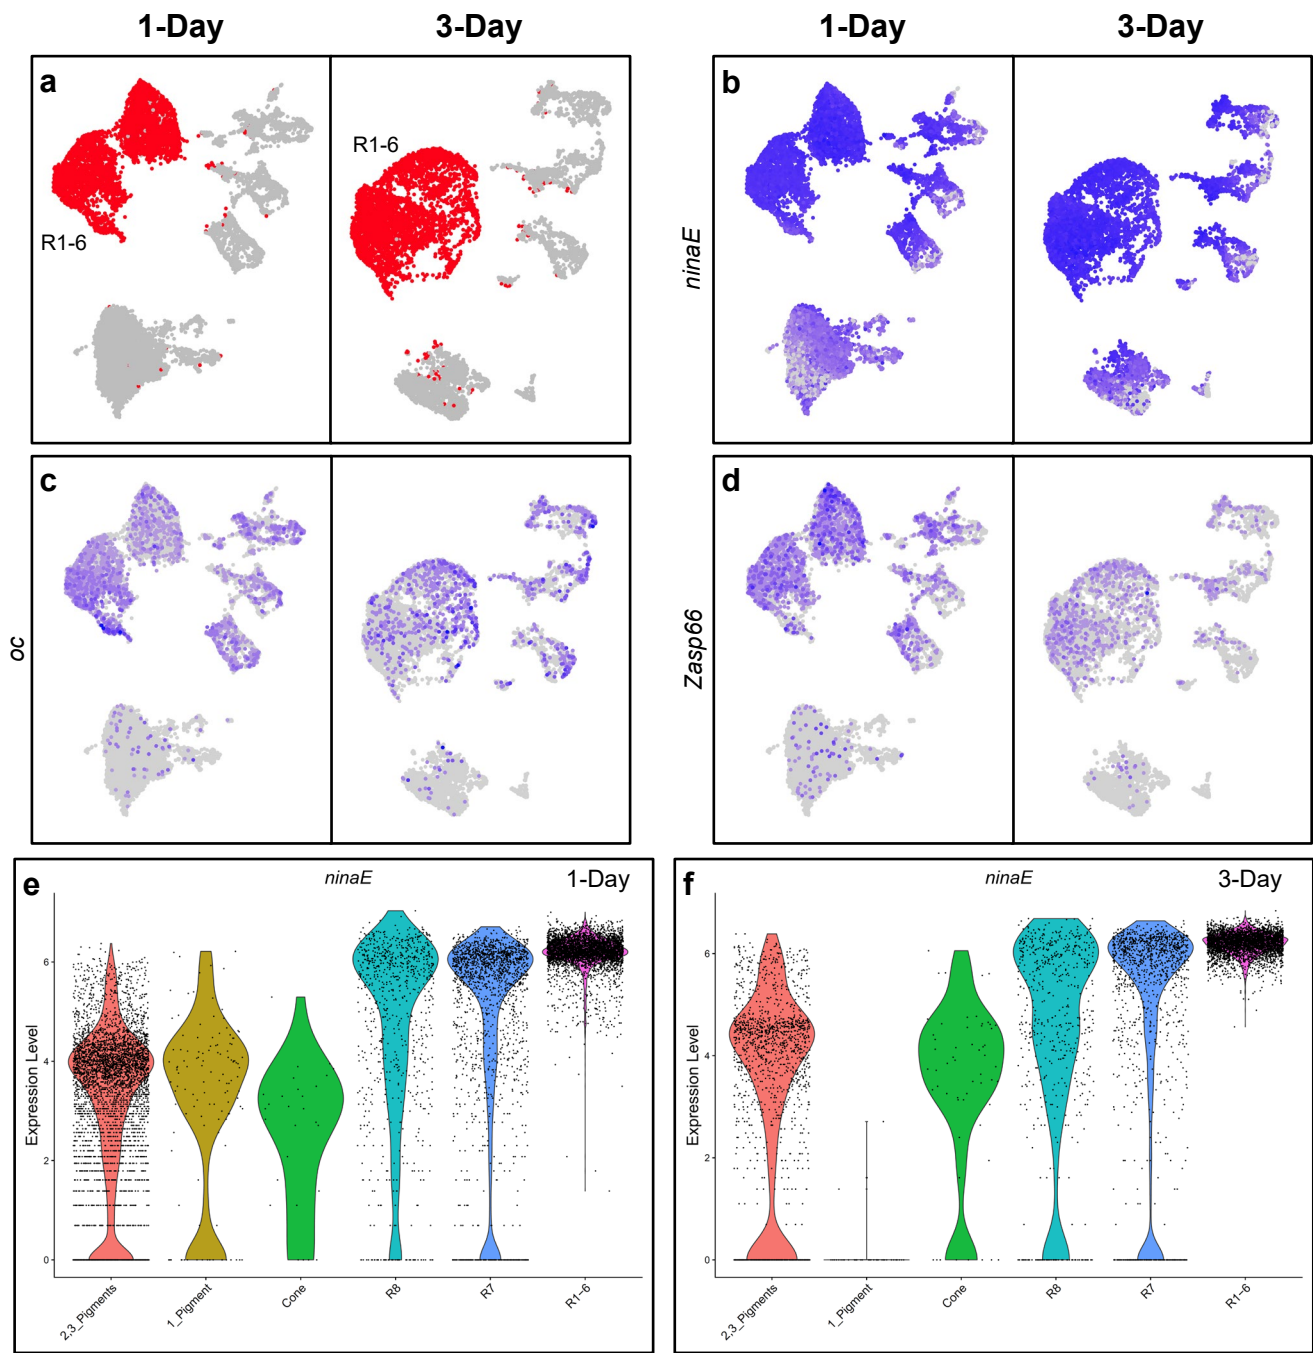

**a)** Cluster plots showing R1-6 cells in 1-day and 3-day eye data sets (red). **b-d)** FeaturePlots showing the expression of *ninaE* (**b**), *oc* (**c**), and *Zasp66* (**d**) in 1-day and 3-day old adult eyes. Cells expressing *oc* and *Zasp66* are brought to the front. **e, f)** Violin plots showing *ninaE* expression in 1-day (**e**) and 3-day (**f**) old adult eyes

Supplementary Figure 6. Cone cell FeaturePlots for 1-day and 3-day old adult eyes

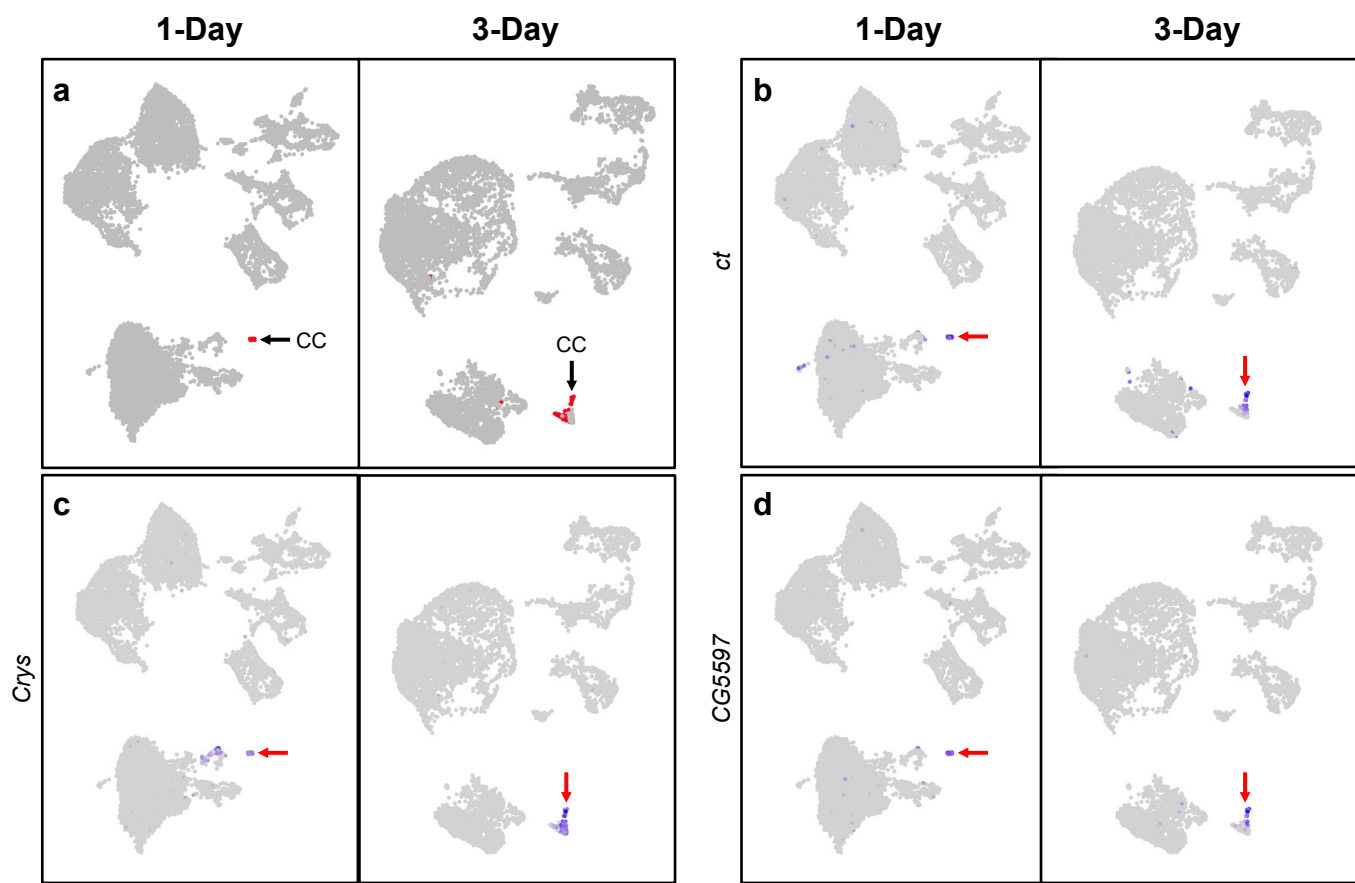

**a)** Cluster plots showing cone cells in 1-day and 3-day eye data sets (red). Black arrows point to the cone cell clusters. **b-d)** FeaturePlots showing the expression of *ct* (**b**), *Crys* (**c**), *CG5597* (**d**) in 1-day and 3-day old adult eyes. Cells expressing *ct*, *Crys* and *CG5597* are brought to the front.

Supplementary Figure 7. Pigment cell FeaturePlots for 1-day and 3-day old adult eyes

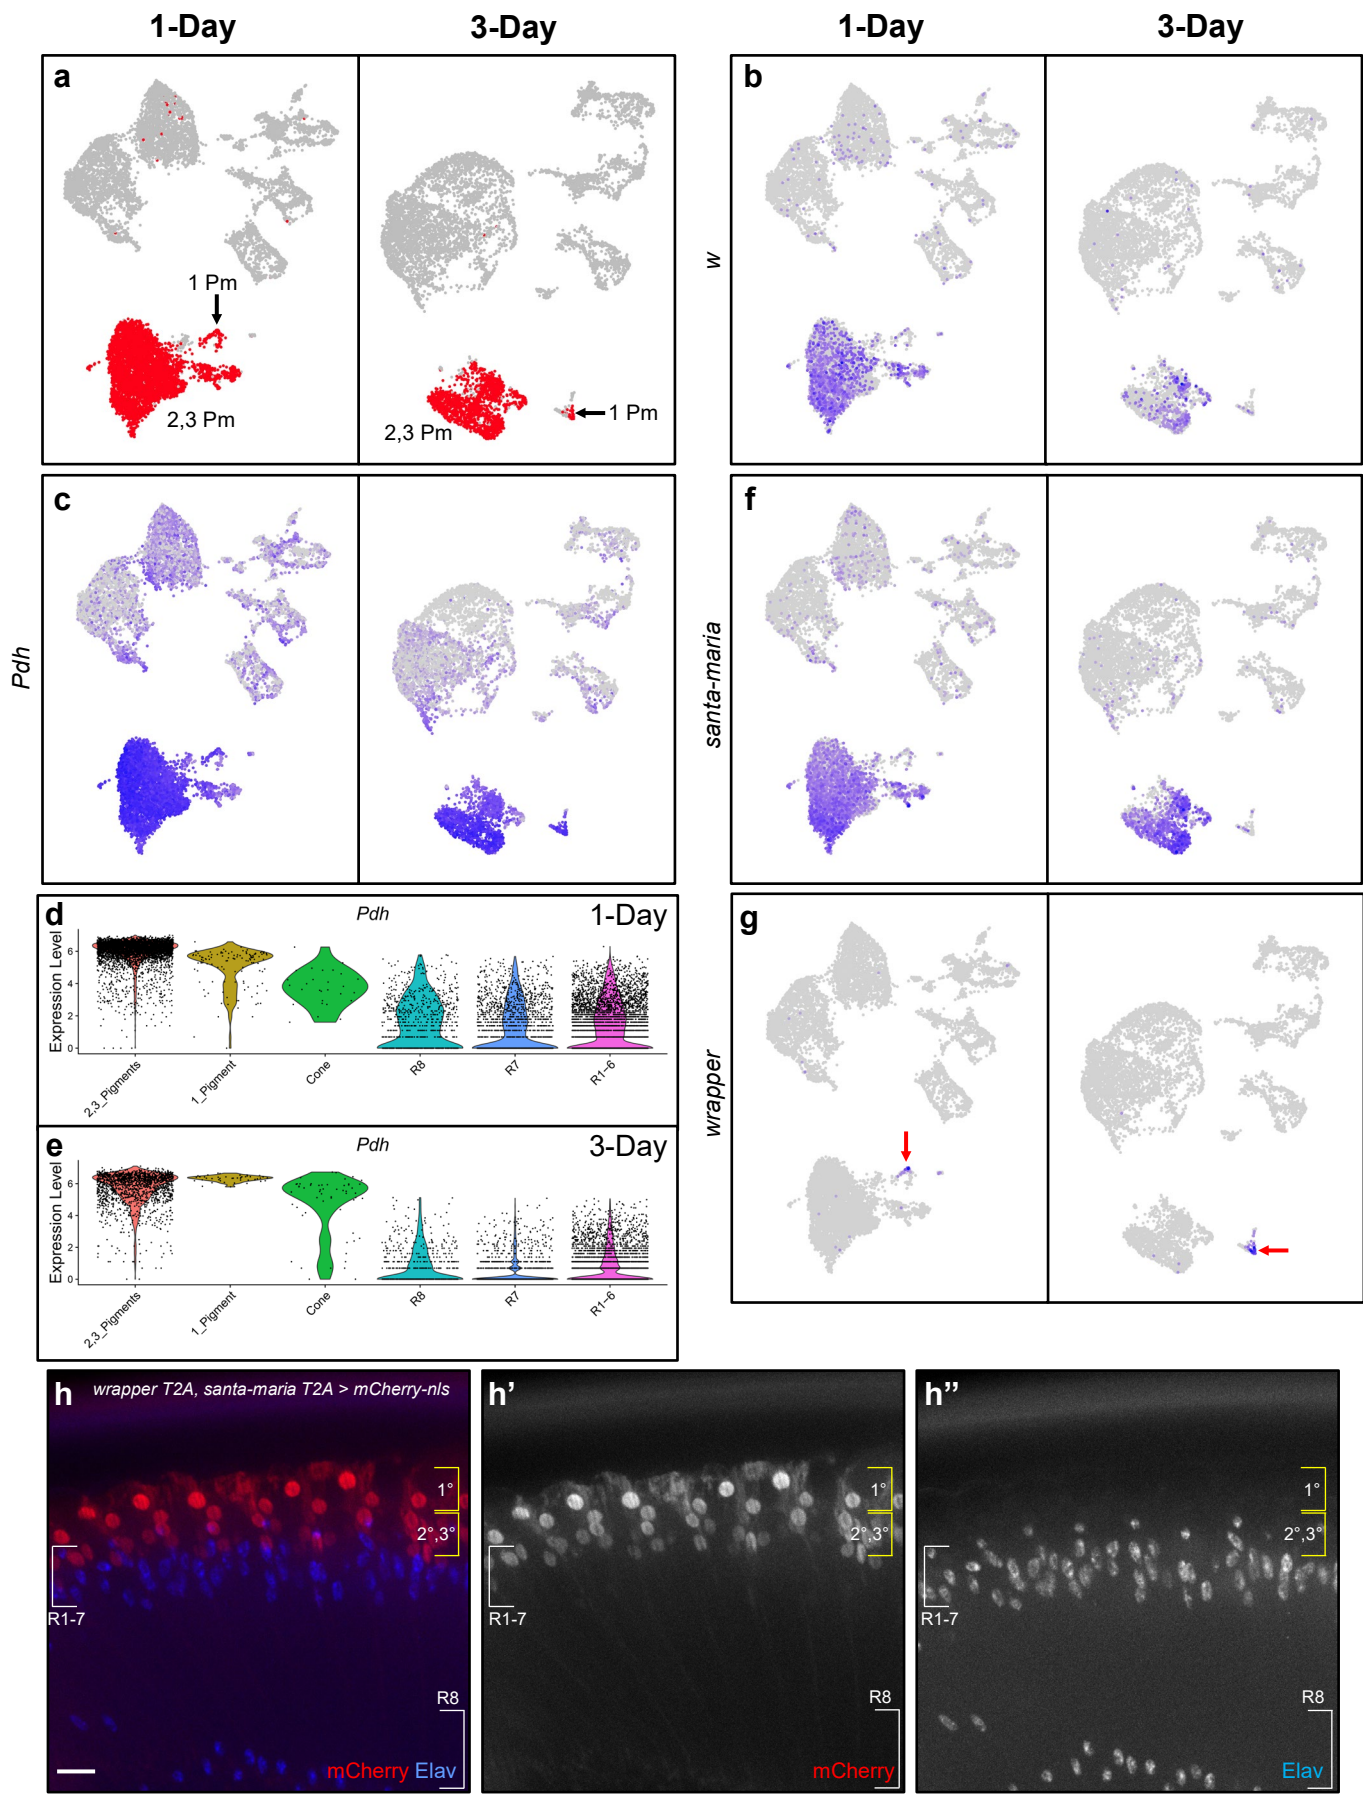

### Supplementary Figure 7. Pigment cell FeaturePlots for 1-day and 3-day old adult Eyes.

**a)** Cluster plots showing pigment cells in 1-day and 3-day eye data sets (red). Black arrows point to the smaller primary pigment cell cluster (1 Pm); the remaining red cells are secondary and tertiary pigment cells (2,3 Pm). **b, c)** FeaturePlots showing the expression of *w* (**b**) and *Pdh* (**c**) in 1-day and 3-day old adult eyes. **d, e)** Violin plots showing *Pdh* expression in 1-day (**d**) and 3-day (**e**) old adult eyes. **f, g)** FeaturePlots showing the expression of *santa-maria* (**f**) and *wrapper* (**g**) in 1-day and 3-day old adult eyes. Red arrows point to *wrapper* positive cells in **g**. **h)** Coronal view of a *wrapper-T2A-Gal4, santa-maria-T2A-Gal4 > UAS-mCherry-nls* adult eye with mCherry stained red and Elav stained blue. Scale bar: 10  $\mu$ m.

Supplementary Figure 8. *sepia* and *Punch* are expressed in pigment cells

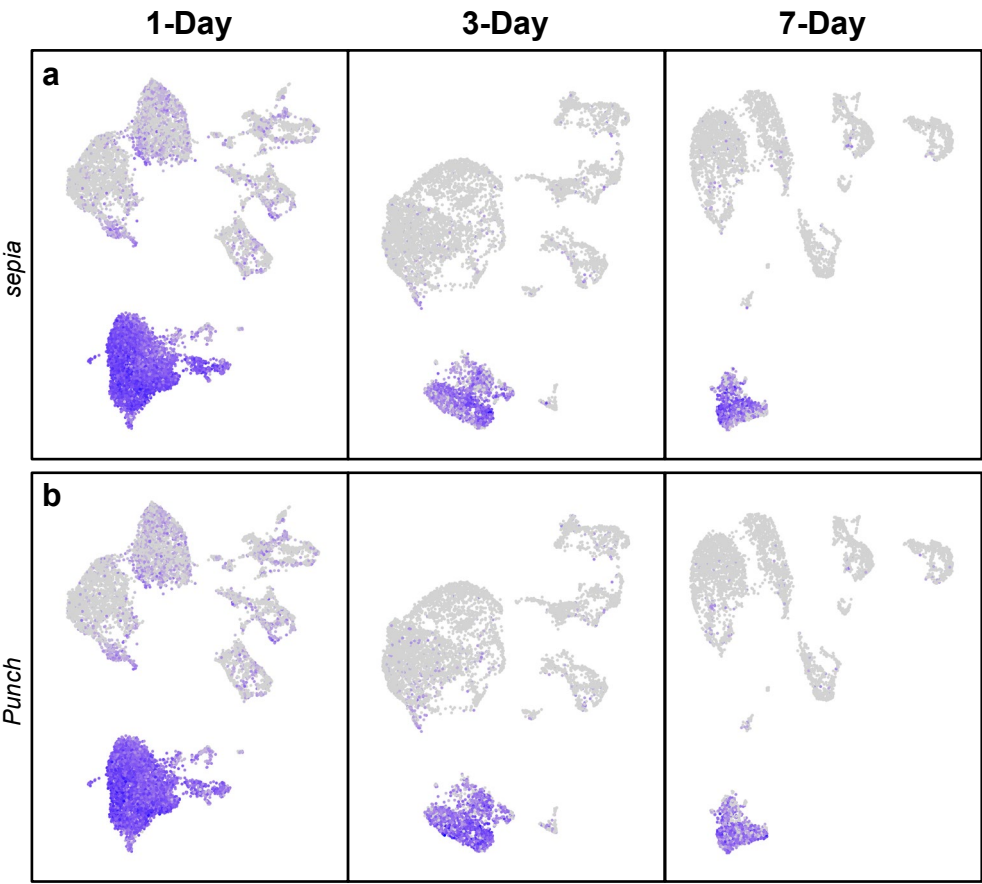

**a)** FeaturePlots of *sepia* from 1-day, 3-day and 7-day old adult eyes. **b)** FeaturePlots of *Punch* from 1-day, 3-day and 7-day old adult eyes.

**Supplementary Figure 9. Validation of dorsal 3<sup>rd</sup> R7s and dorsal rim area photoreceptors in 1-day adult female eyes**

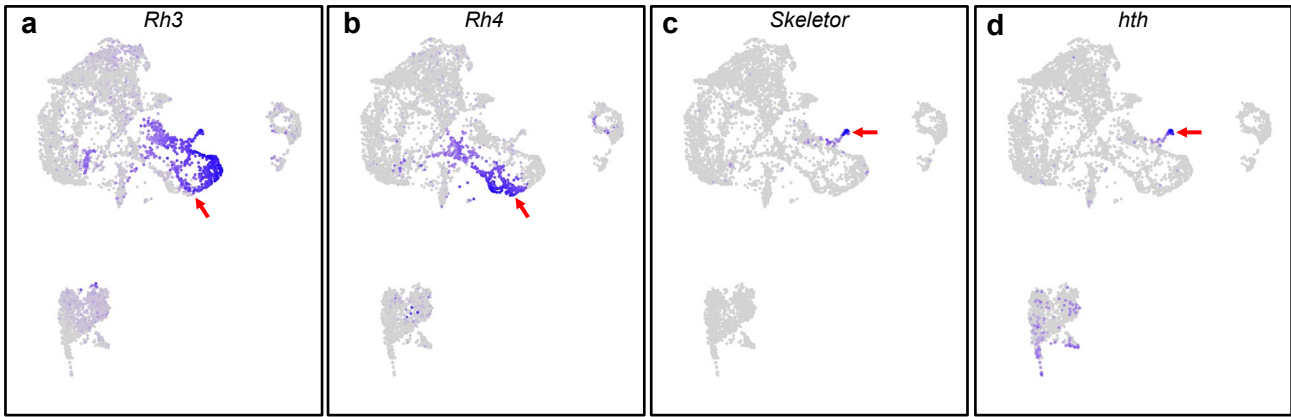

**a-d)** FeaturePlots of 1-day old adult female eyes showing expression of *Rh3* (a), *Rh4* (b), *Skeletor* (c), and *hth* (d). Cells expressing *Skeletor* and *hth* are brought to the front. Red arrows in a, b point to the dorsal third R7s. Red arrows in c, d point to dorsal rim area R7/8s.

Supplementary Figure 10. *apolpp* is expressed in most cells in 1-day old male eyes but not in female eyes

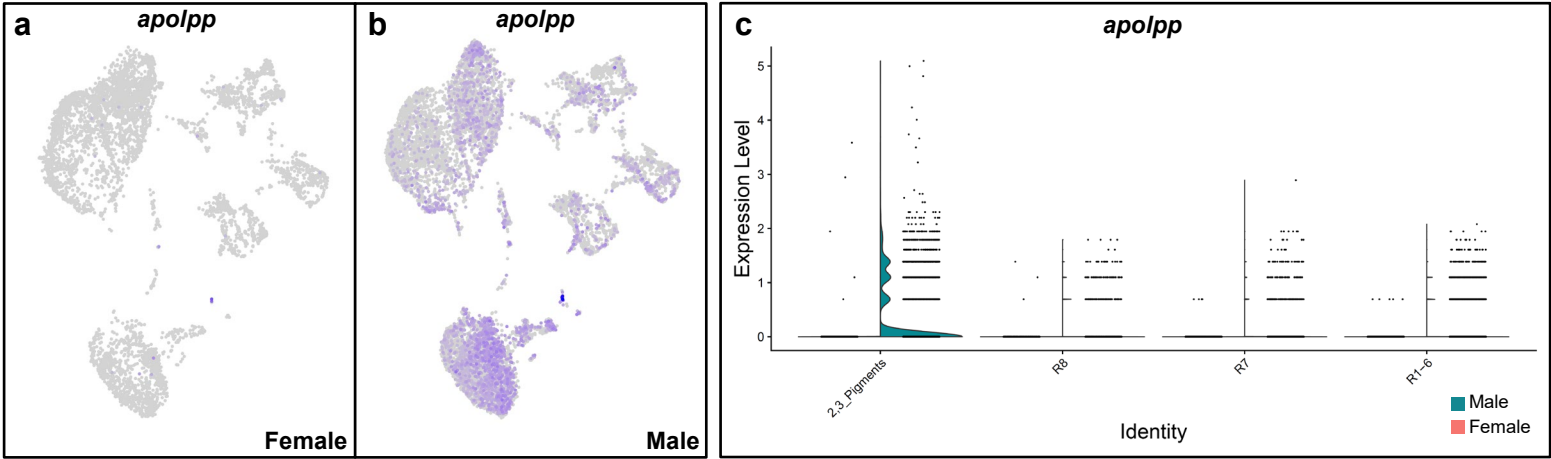

**a, b)** FeaturePlots showing expression of *apolpp* in 1-day old adult female eyes (**a**) and 1-day old adult male eyes (**b**). All cells expressing *apolpp* are brought to the front. **c)** ViolinPlot showing log normalized *apolpp* expression in male and female eye cells.

Supplementary Figure 11. R7 clustering is not affected by the removal of *Rh5/6* in adult eye clustering

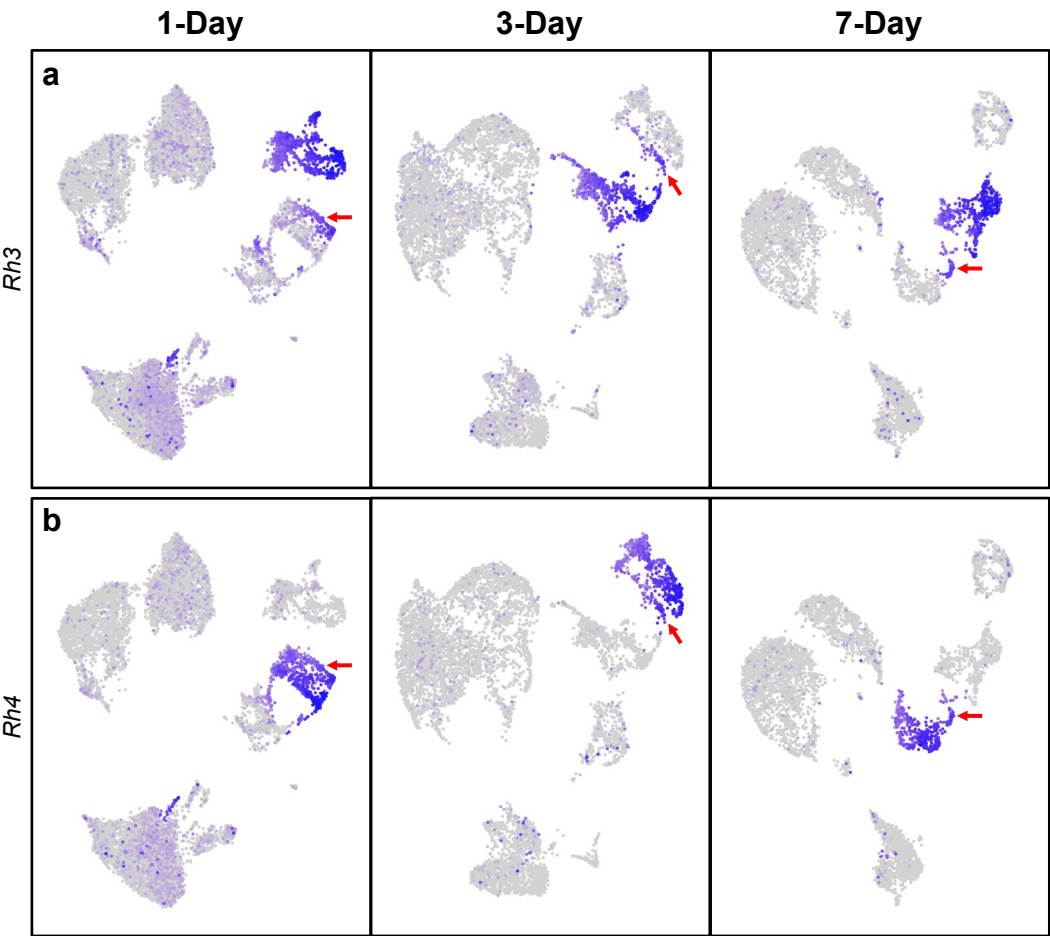

**a)** FeaturePlots of *Rh3* of 1-day, 3-day and 7-day old adult eye data where *Rh5/6* count data were removed prior to clustering. **b)** FeaturePlots of *Rh4* of 1-day, 3-day and 7-day old adult eye data where *Rh5/6* count data were removed prior to clustering. Red arrows point to the dorsal third R7s where *Rh3* and *Rh4* are co-expressed. Cells expressing *Rh3* and/or *Rh4* are brought to the front.

Supplementary Figure 12. *ninaE* is not a major contributor to R1-6, R7 nor R8 clustering.

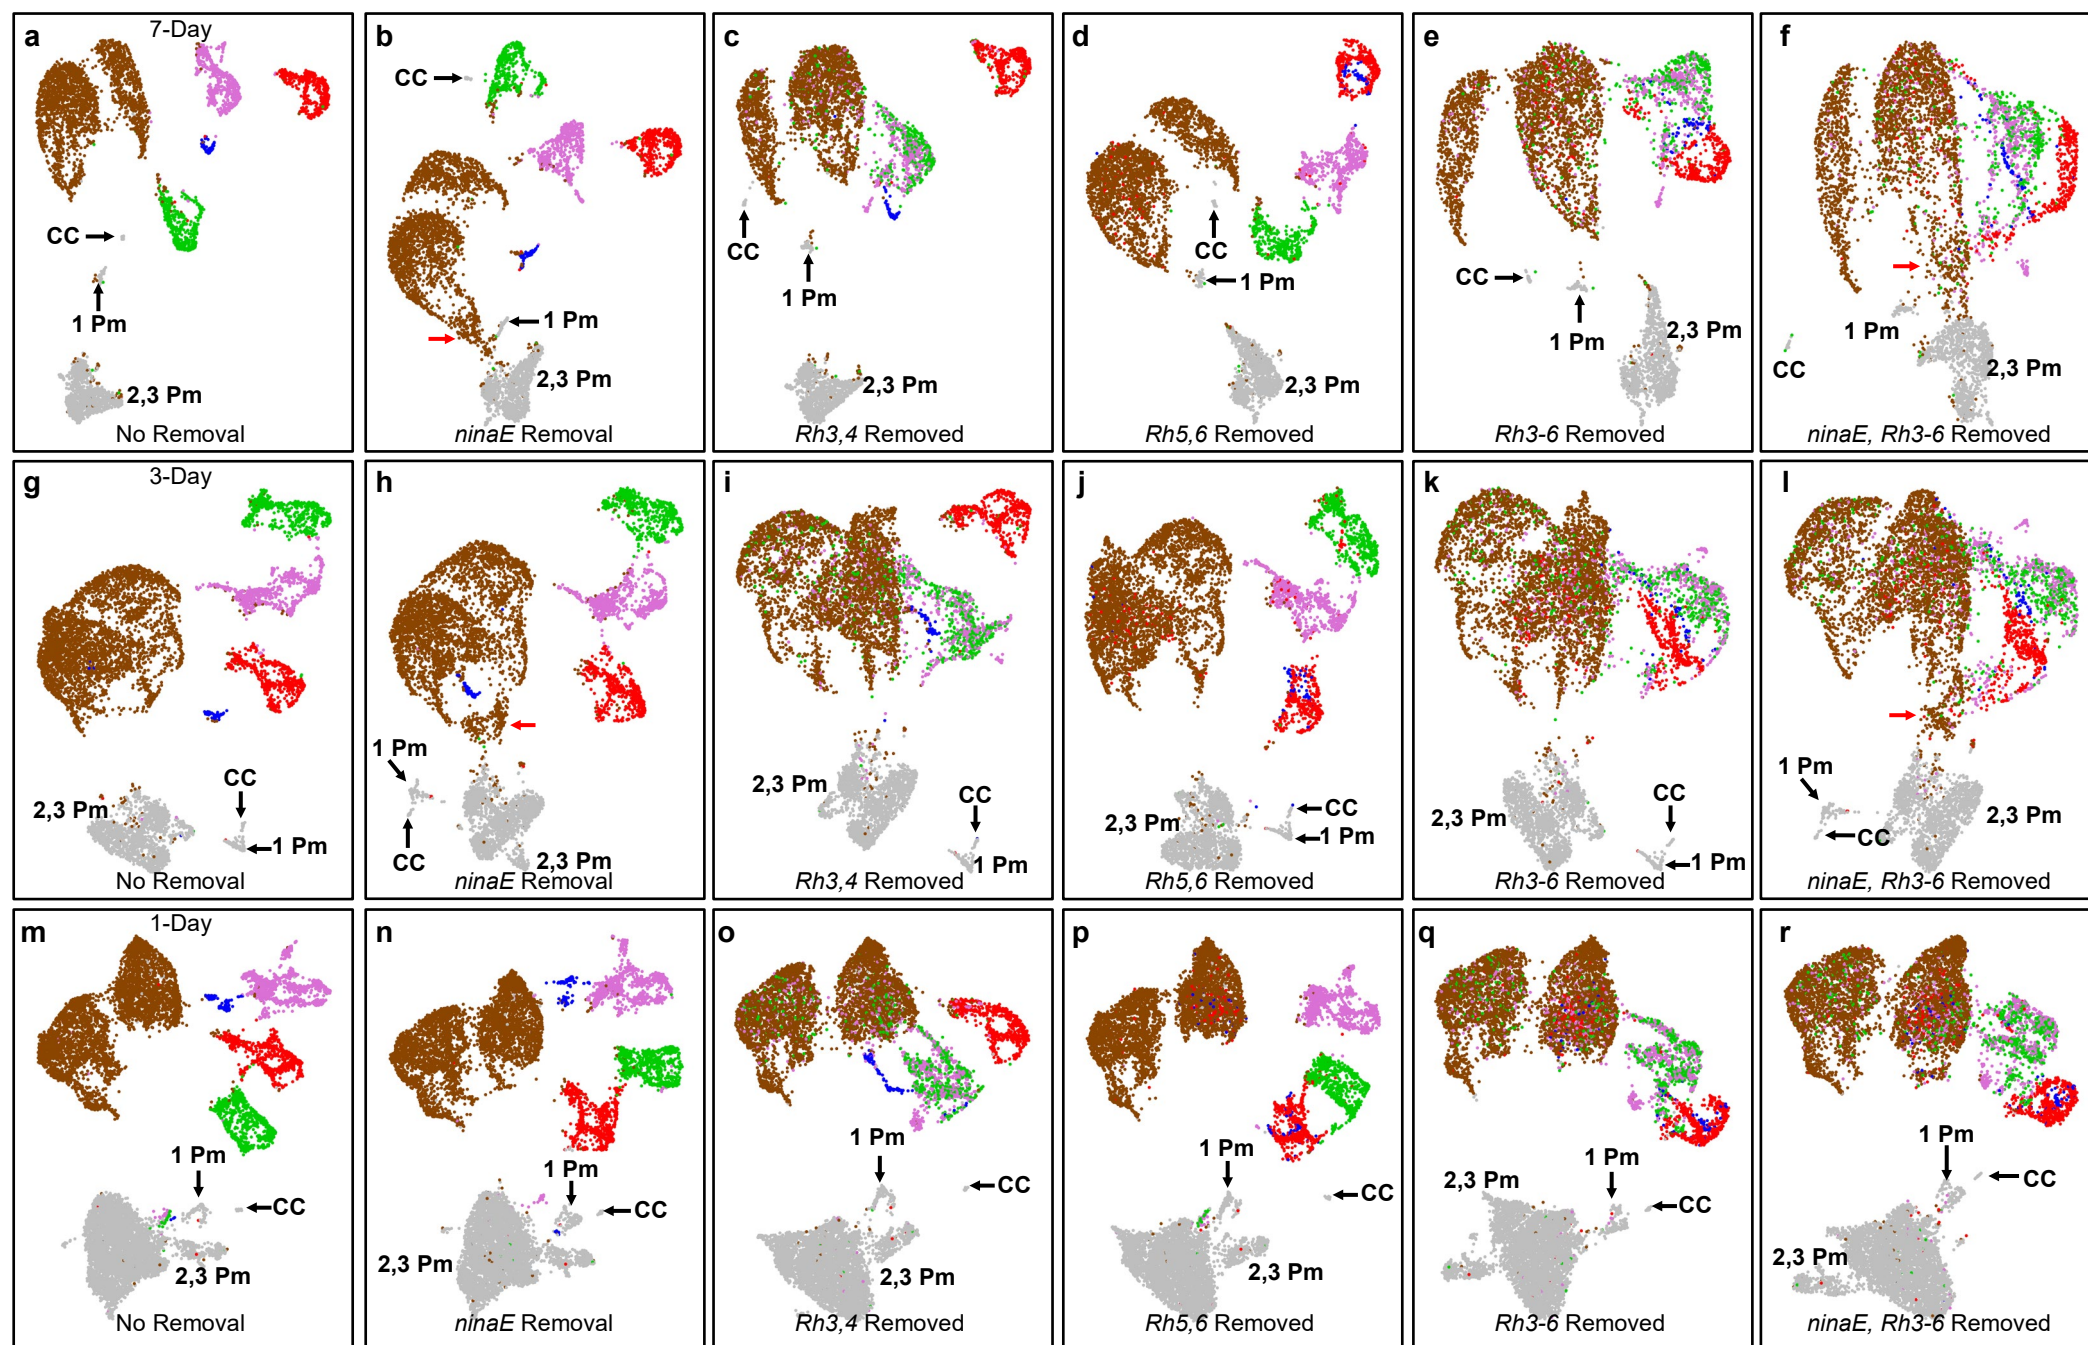

● Rh3 
 ● Rh4 
 ● Rh5 
 ● Rh6 
 ● R1-6

**Supplementary Figure 12. *ninaE* is not a major contributor to clustering of R1-6 cells.**

**a)** UMAP clustering of 7-day old adult eyes where R7 and R8 are shown as four distinct clusters expressing either *Rh3*, *Rh4*, *Rh5*, or *Rh6*. **b-f)** UMAP clustering of 7-day old adult eyes where *ninaE* counts data (**b**), *Rh3/4* counts data (**c**), *Rh5/6* counts data (**d**), *Rh3-6* counts data (**e**), or *ninaE* and *Rh3-6* counts data (**f**) were removed from clustering. **g)** UMAP clustering of 3-day old adult eyes. **h-l)** UMAP clustering of 3-day old adult eyes where *ninaE* counts data (**h**), *Rh3/4* counts data (**i**), *Rh5/6* counts data (**j**), *Rh3-6* counts data (**k**), *ninaE* and *Rh3-6* counts data (**l**) were removed from clustering. **m)** UMAP clustering of 1-day old adult eyes. **n-r)** UMAP clustering of 1-day old adult eyes where *Rh3/4* counts data (**n**), *Rh5/6* counts data (**o**), *Rh3-6* counts data (**p**), or *ninaE* and *Rh3-6* counts data (**r**) were removed from clustering. Only R1-6, R7 and R8s were colored for clarity. Grey cell cluster identities labels: CC are cone cells; 1 Pm are primary pigment cells; 2,3 Pm are secondary and tertiary pigment cells.

**Supplementary Table 1. Larval and pupal marker genes expression in adult eyes.**

| <b>Gene</b> | <b>Expected Larval/Pupal Expression</b>            | <b>Adult Eye Expression</b>              | <b>Pattern</b> |
|-------------|----------------------------------------------------|------------------------------------------|----------------|
| <i>ato</i>  | Furrow, early R8                                   | Not expressed                            | N              |
| <i>sens</i> | R8                                                 | R8                                       | C              |
| <i>boss</i> | Late R8, all photoreceptors in pupae               | All cell types                           | P              |
| <i>ro</i>   | R2/5, R3/4                                         | Not expressed                            | N              |
| <i>svp</i>  | R3/4, early R1/6                                   | Not expressed                            | N              |
| <i>sev</i>  | R3/4, R7, cone cells                               | Not expressed                            | N              |
| <i>B-H1</i> | R1/6, primary pigment cell, undiff.                | 2,3 pigment, few cells in all cell types | N              |
| <i>B-H2</i> | R1/6, primary pigment cell, undiff.                | Few cells in all cell types              | N              |
| <i>pros</i> | R7, cone cells                                     | R7                                       | P              |
| <i>run</i>  | Late R8, late R7                                   | In a few R7                              | N              |
| <i>salm</i> | R3/4, R7, R8, cone cells                           | R7, R8                                   | P              |
| <i>salr</i> | R3/4, R7, R8, cone cells                           | R7, R8                                   | P              |
| <i>ct</i>   | Cone cells                                         | Cone cells                               | C              |
| <i>N</i>    | R1-8, cone cells                                   | Cone and pigment cells                   | N              |
| <i>DI</i>   | R1-8, cone cells                                   | Not expressed                            | N              |
| <i>Ser</i>  | Equatorial cells                                   | Not expressed                            | N              |
| <i>fng</i>  | Ventral anterior to furrow cells                   | Very few pigment cells                   | N              |
| <i>Egfr</i> | All cells                                          | Cone cells, 2,3 pigment cells            | N              |
| <i>spi</i>  | R1-8, cone cells                                   | All cell types                           | P              |
| <i>aos</i>  | All photoreceptors, cone cells                     | 2,3 pigment cells                        | N              |
| <i>pnt</i>  | All photoreceptors                                 | Not expressed                            | N              |
| <i>aop</i>  | All cells posterior to furrow except PR precursors | All cell types                           | C              |
| <i>dpp</i>  | Furrow                                             | Some 2,3 pigment cells                   | N              |
| <i>wg</i>   | Polar eye cells                                    | Not expressed                            | N              |
| <i>hh</i>   | R1-7                                               | Not expressed                            | N              |
| <i>ptc</i>  | All cells, strong in furrow                        | Some 2,3 pigment cells                   | N              |
| <i>ci</i>   | All cells, strong in furrow                        | Some 2,3 pigment cells                   | N              |
| <i>gl</i>   | All differentiated cells                           | All cell types                           | C              |

**Legends**

**Pattern (C = complete, P = partial and reliable adult cell marker, N = not a reliable marker for same cell types in adult)**

**undiff. = undifferentiated cells**

**PR = photoreceptors**

# Supplementary material for: Single cell RNA sequencing of the adult Drosophila eye reveals distinct clusters and novel marker genes for all major cell types
**Source:** Commun Biol. 2022 Dec 14;5:1370. doi: 10.1038/s42003-022-04337-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** All Seurat called markers for R8 marker genes for each male eye time point.

**File name:** Supplementary Data 2

**Description:** All Seurat called markers for R7 marker genes for each male eye time point.

**File name:** Supplementary Data 3

**Description:** All Seurat called markers for R1-6 marker genes for each male eye time point.

**File name:** Supplementary Data 4

**Description:** All Seurat called markers for cone cell marker genes for each male eye time point.

**File name:** Supplementary Data 5

**Description:** All Seurat called markers for secondary and tertiary pigment cell marker genes for each male eye time point.

**File name:** Supplementary Data 6

**Description:** All Seurat called markers for primary pigment cell marker genes for each male eye time point.

**File name:** Supplementary Data 7

**Description:** All Seurat called marker genes for male or female 1 day old eyes.

**File name:** Supplementary Data 8

**Description:** Source data for GO Term enrichment shown in Figure 8

# Supplementary material for: Single cell RNA sequencing of the adult Drosophila eye reveals distinct clusters and novel marker genes for all major cell types
**Source:** Commun Biol. 2022 Dec 14;5:1370. doi: 10.1038/s42003-022-04337-1
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Cell Ranger v6.0.1 developed by 10x Genomics was used to obtain single cell sequencing data from fastq files after sequencing with Novaseq 6000 (Illumina).                                                                                                                                                            |
| Data analysis   | Cell Ranger v6.0.1 developed by 10x Genomics was used to initially align single cell data from sequencing to reference genome of <i>Drosophila melanogaster</i> . SoupX v1.6.1 was used to remove ambient RNA from the single cell data. Single cell data was finally analyzed with Seurat v4.1.1 and Monocle3 v1.0.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All single cell data was deposited to GEO (accession number GSE214510, reviewer token: chyxmcaqhfnbyv).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 40 adult eyes from Canton S <i>Drosophila melanogaster</i> animals were dissected for each time point for single cell sequencing. The number of eyes was empirically determined to yield enough cells for a single cell sequencing experiment with a targeted cell recovery of 10,000 cells. |
| Data exclusions | During the Seurat analyses, we filtered out the non-eye cells (e.g. brain cells). The exclusion was performed by removing all cells that express brain and/or glial cell marker genes. The filtered cells are still present in the raw sequencing files uploaded to GEO.                     |
| Replication     | Each single cell sequencing experiment was performed from at least 20 animals. Each cell type was represented by a number of different individual cells.                                                                                                                                     |
| Randomization   | No randomization was performed. The Canton S stock is an isogenized <i>Drosophila melanogaster</i> line. Randomization is not required here.                                                                                                                                                 |
| Blinding        | Blinding is not needed. We need to know the fly stock upon dissection.                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | rat anti-Elav (RRID:AB_528218, 1/1,000), mouse anti-Pros (RRID:AB_528440, 1/100), mouse anti-Ct (RRID:AB_528186, 1/100), chicken anti-GFP (RRID:AB_300798, 1/1,000), rabbit anti-mCherry (RRID:AB_2889995, 1/2,000), mouse anti-Rh3 (gift from Dr. Steven Britt, clone 2E1 1/100), mouse anti-Rh5 (gift from Dr. Steven Britt, clone 7F1, 1/10), guinea pig anti-Rh6 (gift from Dr. Claude Desplan, 1/1,000). Secondary antibodies were used at a concentration of 1/500: Cy5 anti-rat (RRID:AB_2340672), Cy5 anti-guinea pig |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

(RRID:AB\_2340460), Alexa 488 anti-rat (RRID:AB\_141709), Alexa 647 anti-mouse (RRID:AB\_162542), Alexa 488 anti-chicken (RRID:AB\_2762843), Alexa 568 anti-rabbit (RRID:AB\_2534017), Alexa 546 anti-rabbit (RRID:AB\_2534016).

Validation

Validation data of primary antibodies are provided in the references cited in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

1-day, 3-day and 7-day post eclosion Canton S *Drosophila melanogaster* adult animals were used in this study.

Wild animals

This study did not involve wild animals

Reporting on sex

Male and female 1-day post eclosion adult animals were used in this study. Same number of adult eyes were dissected for male and female single cell sequencing samples. There were very few transcriptomic differences between male and female adult eyes. Adult animals were sexed with standard techniques (e.g. sex combs and male genitalia only present in males, female genitalia only in females).

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

No ethical guidance or approval was required as the animals were fruit flies, *Drosophila melanogaster*.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

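The counts used here are UMI counts per gene and cell barcode that the authors made with Cell Ranger 6.0.1 on dm6, with barcodes called as cells by that program, and they were deposited as whole numbers. No other processing by the authors is in these counts. Supplementary Data 1 to 6 of the paper served as lists of genes. Reads were not used here, and neither were the in vivo experiments.

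Choices made before the data were examined were the assignment of libraries to ages and sexes, the contrasts, the tests, the limits for calling a gene and a first set of alternatives. The limits by which raised markers name a cluster, and those on *fne* and *repo*, were set with the clusters at hand. Alternatives that count mixed clusters as R7-like or by their main rhodopsin, or that keep only R7-like and R8-like cells with under 2% of their UMIs from *ninaE*, were chosen after seeing the data.

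Cells were kept with more than 200 genes, with fewer than 3500, 2800, 2700 and 4000 genes and with mitochondrial shares under 20%, 25%, 18% and 25% in the 1-day male, 3-day male, 7-day male and 1-day female libraries. Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3 normalized each library alone, with the mitochondrial share regressed out and as many variable genes as the upper limit on genes. Clusters came from 50 principal components and Louvain clustering at a resolution of 0.8. Clusters at 500 CPM of *fne* or 50 CPM of *repo* or more were removed, and the remaining cells were normalized and clustered again. Clusters with both cone and primary pigment markers raised were divided at a resolution of 0.5. A marker was raised in a cluster when it exceeded the mean of the other clusters 2-fold, with 20 CPM added to both. At least 0.5 of the list was needed for cone and pigment clusters, and 3 markers for R7 and R8. A cluster was mixed with at least 10000 CPM of an inner rhodopsin and *ninaE* at 0.5 or more of the level in the highest cluster of the library. Clusters with *ninaE* at this level, less of the inner rhodopsins and fewer than 2 raised neuron and fewer than 2 raised glia markers were called R1-6-like when no other class was named, and no R1-6 marker had to be raised. In the 1-day male, 3-day male and female libraries 2, 2 and 6 of these clusters had none raised, among them clusters of 1009 and 930 cells at 1 day. A cluster whose 10 most raised genes held more markers of another class than of its own, or with fewer than 3 of its own markers detected, stayed unnamed, as did all others.

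Class contrasts used counts summed per male library and class in edgeR 4.0.16, with TMM factors, filterByExpr and library as a block. Each class was set against the unweighted mean of the log levels of the other classes, so a class can exceed this mean while lying under the mean in CPM. Genes with an adjusted p under 0.05 and a log2 fold change over 1 were called. The markers that named a class were left out of its counts. The recovery of genes was tested on simulated data with 200 genes changed 4-fold. Class labels were exchanged among the sums within each library in 100 splits, and in 80 with 6 classes. For the subtype pairs all 10 splits of the 6 sums were made.

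Alternatives used DESeq2 1.42.0, scrublet in scanpy 1.11.5, removal of a profile of free RNA (the sum of all cells of the library) at 5% of the counts of each class, a resolution of 1.2, log-normalised counts (10000 per cell, 2000 genes, 30 components), 20 principal components, 50 neighbours, classes from marker scores without clusters, removal of each cell with a UMI of *fne*, *moody* or *repo*, and each male library left out. The automatic threshold of scrublet marked 887, 1, 1 and 1 cells in the 1-day male, 3-day male, 7-day male and female libraries. After this was seen, the cells with the highest scores were marked instead, up to a preset share of 11.0%, 6.39%, 4.72% and 5.65% (1521, 511, 278 and 399 cells). Results under the automatic threshold were not computed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest. Positions are from the Ensembl release 115 annotation of BDGP6, which has the dm6 coordinates that the methods of the paper name.

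Genes named here are those that the paper names in its results, figures, table of larval genes or as sex differences, and the 5 genes with the largest change in each contrast among those past the limits and higher in every male library. For the comparison of 2 libraries they are the 5 genes with the largest ratio each way among those with at least 200 UMIs over the 2 libraries in that class. No fold is given for *side-II*, *run*, *CG2120* and *Nha1*, which had no UMI in the other group. SoupX, Harmony, Monocle 3 and the GO analysis of the paper were not run here.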

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

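The tests on UMIs per barcode of *CG6999* and *Rh2* and the use of *pros* were chosen only after the result was seen. The contrasts, the fits without 1 library, the splits of class labels and the test of neighbouring genes were planned.

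*CG32706* lies next to *CG6999* on chromosome X, and the paper does not name it among the sex differences. In R1-6-like cells of the 1-day male library it was at 47.47 CPM, and 3 UMIs there would be 0.0840 CPM. The 3-day and 7-day males held 90.9 and 78.2 CPM and the females 0.315 CPM from 11 UMIs, a ratio of 151 (95% interval 84.0 to 303). Both genes were at 1.91 CPM or less in each named class of the female library. In secondary and tertiary pigment-like cells the male to female ratio of *CG32706* was 14.5. Female cells left out as neurons or glia held 6.36 CPM of *CG32706* and 4.49 CPM of *CG6999*. Those of the 1-day males held 28.8 and 40.6 CPM. Free RNA is argued against by the 14.5-fold range of mean *CG6999* UMIs per barcode over 4 classes of the 1-day male library. A change of the whole region is argued against by the 12 other genes within 50 kb, whose lowest female to male ratio was 0.513. Whether the 2 genes share sequence, so that reads of one are counted for the other, was not checked here. The difference between the sexes rests on 1 female library and stays open as a biological one, since strain and handling were not tested.

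*Rh2* was at 208.1 CPM in the 1-day male library (95% interval 205 to 211), from 20467 UMIs, with 72, 1 and 7 UMIs in the 3-day male, 7-day male and female libraries. The UMIs were not spread over the droplets, as 19 barcodes with over 1% *Rh2* held 99.2% of them. This share fits a few cells with a high level. It argues against a low level spread over many cells. Which tissue the cells came from was not tested.

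Between *Rh3* and *Rh4* R7-like cells 43 genes differed with both rhodopsins left out, and between *Rh5* and *Rh6* R8-like cells 42. Leaving out the 7-day male library gave 66 genes for the former and leaving out the 1-day male library gave 23 for the latter. Each pair allows 10 splits of its 6 sums, and 1 split, the real one, gave as many genes in each. The other splits gave at most 0 and 2 genes, but 10 splits cannot place a result under 0.05. What stays open is how far the rest of the genes follow from unequal amounts of material from other cells in the 2 subtypes.

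For the class contrasts, splits with as many genes as the real one, which is included, numbered 2 of 100 for R8-like, 3 of 100 for R1-6-like and 1 of 100 for secondary and tertiary pigment-like cells. They numbered 1 of 100 for photoreceptor-like against pigment-like cells, 2 of 80 for cone-like and 1 of 80 for primary pigment-like cells. These argue against class names matched at random between the libraries. Cells were grouped on the same counts, so a low number was close to fixed beforehand and does not test whether the classes are real. For R7-like cells 6 of 100 splits, and for R7-like and R8-like against R1-6-like cells 9 of 100 splits, were as large. The 5 and 8 other splits all moved all sums of a class together, and the splits alone decide nothing for these 2 counts. *pros*, kept out of the naming of clusters, was at 297 CPM or more in R7-like and 16.3 CPM or less in R8-like cells of each male library, which argues against names of R7-like and R8-like cells matched at random.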

How the results depend on the processing

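Settings that were chosen only after the result was seen are the 3 that treat mixed clusters or the limit of 2% *ninaE* otherwise, and the subtraction of an ambient profile for subtype shares. They are called added here. The use of scrublet was planned, but its marking by rank up to a preset share was chosen after seeing that its automatic threshold marked 887, 1, 1 and 1 cells. It is counted among the planned settings.

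For counts of genes, 19 of 124 values under planned settings moved by more than 1.5-fold, and 20 of 20 under added settings stayed. DESeq2 gave 1342 genes for cone-like cells, 27 for *Rh3* and *Rh4* cells and 15 for *Rh5* and *Rh6* cells. Without a filter on low counts 74 genes differed between *Rh3* and *Rh4* cells, and without the library block 6 and 6 genes differed in the 2 subtype pairs. Counting any log2 fold change in the given direction, which by construction can only add genes, gave 1140.0 for R8-like, 1444 for R7-like, 1904 for R1-6-like, 2705 for photoreceptor-like, 709 for R7-like and R8-like together, 123 for *Rh3* and *Rh4* and 73 for *Rh5* and *Rh6* cells. Log-normalised clustering gave 627 genes for R8-like cells, and the sum of all other cells as the reference gave 226 for R8-like and 270.0 for R7-like cells. With 1 male library left out, counts ran from 358 to 445 for R8-like, 428 to 518 for R7-like, 415 to 512 for R1-6-like, 1856 to 2016 for secondary and tertiary pigment-like, 529 to 760.0 for cone-like and 1138 to 1319 for primary pigment-like cells. They ran from 1209 to 1674 for photoreceptor-like cells, 317 to 372 for R7-like and R8-like together, 39 to 66 for *Rh3* and *Rh4* and 23 to 52 for *Rh5* and *Rh6* cells. The highest value for *Rh3* and *Rh4* came without the 7-day library, and the lowest for cone-like and for *Rh5* and *Rh6* cells without the 1-day library. Apart from the setting on direction, the cause was not tested.

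For single genes, 899 of 926 values under planned settings were the same, 21 were weaker, 2 stronger and 4 reversed, and under added settings 142 of 143 were the same and 1 weaker. *hth* in R7-like cells was 3.63 without the 1-day male library and reversed to -2.48 without the 3-day male library, -1.20 with log-normalised clustering and -0.72 against the sum of all other cells. Without the 3-day library, the only R7-like class with the *hth* cells was left out. *santa-maria* in primary pigment-like cells reversed to -1.52 against the sum of all other cells, where secondary and tertiary pigment-like cells have their full weight. The cause of the other changes was not tested.

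For shares of photoreceptor-like and of cone-like and primary pigment-like cells, 22 of 40 values stayed inside the 95% interval of the chosen setting and 18 moved, and the cause was not tested. Log-normalised clustering gave 53.6%, 78.0%, 68.1% and 72.95% photoreceptor-like cells in the 1-day, 3-day and 7-day male and female libraries, and markers without clusters gave 59.3% at 1 day and 74.9% at 7 days. Leaving out cells marked by scrublet gave 56.1% at 1 day and 76.0% at 3 days, removing cells with *fne*, *moody* or *repo* gave 61.7%, 76.1% and 79.2% in the 1-day male, 3-day male and female libraries, and a resolution of 1.2 gave 70.6% at 3 days. For cone-like and primary pigment-like cells together, markers without clusters gave 4.16%, 3.365%, 3.12% and 2.57% in the 4 libraries, a resolution of 1.2 gave 2.10% at 1 day and log-normalised clustering 0.341% in the female library. Of 120 shares of other classes, 69 were the same and 51 moved.

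For subtype shares, 22 of 24 values under planned settings were the same, and the cause of the changes was not tested. *Rh5* cells made up 10.9% at 1 day with at least 20 UMIs, and *Rh3* cells 59.1% at 1 day with 90% of the UMIs of the pair. With under 2% *ninaE*, a setting chosen after seeing the data, *Rh3* cells made up 65.3% in the female library, 1 change in 24 added values. The ambient profile was not subtracted before cells were given a subtype. Its values among the 24 could thus not move and test nothing.

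For neighbours with the rhodopsins of the pair removed, 8 of 18 values under planned settings were the same and 10 moved, and the cause was not tested. The limit was a binomial interval on the number of cells, which is too narrow for a mean of shares averaged over both subtypes, so fewer values may have moved. Log-normalised counts gave 79.2%, 75.0% and 67.7% for *Rh3* and *Rh4* cells at 1, 3 and 7 days and 61.4%, 56.2% and 58.6% for *Rh5* and *Rh6* cells. For the latter, 50 neighbours gave 63.0%, 66.3% and 68.0%, and 20 principal components gave 60.9% at 1 day. Of 12 added values chosen after seeing the data 2 moved, to 56.45% for *Rh3* and *Rh4* cells at 7 days with mixed clusters counted by their main rhodopsin and to 67.2% for *Rh5* and *Rh6* cells at 3 days with under 2% *ninaE*.

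For the size of the log2 ratio between 1-day males and females, 9 of 12 values were the same. It was 0.25 in R1-6-like cells without mitochondrial genes and rhodopsins, and in pigment-like cells 0.23 after subtracting an ambient profile and 0.21 without cells marked by scrublet, and the cause was not tested. Of 48 values for single genes between the sexes, 42 were the same and 6 moved.

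For the ratio of the median number of genes at 7 days to that at 1 day, 9 of 11 values moved and 2 reversed. With cells thinned to 1000 and to 500 UMIs it was 0.895 and 0.883 in R1-6-like, 0.933 and 0.932 in R7-like, 0.914 and 0.901 in R8-like and 0.916 and 0.905 in all eye cells, and it reversed to 1.04 and 1.015 in pigment-like cells. Thinning to 1000 UMIs leaves out the cells with fewer UMIs. It removes the difference in depth by construction. For all cells of the library the ratio was 0.659, and the cause was not tested.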

Differences from the paper's values

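Each alternative named here was set before the data were examined unless a sentence says otherwise, and comparisons with 1 added alternative were chosen only after the result was seen.

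Of 52 values compared with the paper's, 46 did not differ and 6 did. R7-like cells numbered 733, 485 and 410 in the 1-day, 3-day and 7-day male libraries and 381 in the female library, and the paper gives 1770, 1251, 953 and 965. Classes from markers without clusters gave 1195, 913, 748 and 763 and closed these differences by the limit used. A resolution of 1.2 gave 732, 486, 410 and 382, and log-normalised clustering 692, 469, 448 and 401. Leaving out cells marked by scrublet, by rank and not by its automatic threshold as chosen after seeing the data, gave 658, 442, 403 and 348, and removing every cell with a UMI of *fne*, *moody* or *repo* gave 705, 482, 406 and 372. None of these 4 closed a difference. Counting mixed clusters as R7-like, which was chosen after seeing the data, gave 1669, 1242, 941 and 1015 and closed all 4.

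Cone-like cells of the 3-day male library numbered 20 against 56 in the paper. The alternatives gave 0 at a resolution of 1.2 and with log-normalised clustering, 97 from markers without clusters, 19 without cells marked by scrublet and 20 without cells with *fne*, *moody* or *repo*. None closed the difference. Primary pigment-like cells of that library numbered 80 against 44 in the paper, and the same alternatives gave 100, 102, 139, 79 and 78, which did not close it either.

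Of the 9 genes that the paper's table lists as not expressed in the adult eye, *Dl* was at 61.9 CPM and *sev* at 23.4 CPM in cone-like cells, from 14 and 5 UMIs. No level of free RNA was set against these counts, so they do not show expression.

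The paper states that primary pigment cells lack *santa-maria*. A log2 fold change of 1.12 over the mean log level of the other classes was called in primary pigment-like cells, yet it was 0.21 and not called without the 3-day library, which held 45 of the 64 UMIs, and -1.52 against the sum of all other cells, and in CPM these cells were below the plain mean of the other classes in 3 of 3 libraries.

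The paper states that *Rh5* and *Rh6* cells mix once both genes are removed. The same-subtype share was 67.6%, 72.8% and 76.7% at 1, 3 and 7 days, where mixed cells would give 50%. Log-normalised counts came closest to 50%, with 56.2% at 3 days.

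The paper proposes that cone cells lack *wrapper*. A log2 fold change of 4.53 over the mean log level of the other classes was called in cone-like cells, from 6, 5 and 0 UMIs at 1, 3 and 7 days, and in CPM these cells were above the plain mean of the other classes in 1 of 3 libraries.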

Other observations

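The test for random doublets was planned before the result was seen, and the other tests here were chosen only after the result was seen.

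In each library, clusters with an inner rhodopsin and a high level of *ninaE* had at most 1 of the R7 or R8 markers used for naming raised. *pros*, which was not used for naming, was at 68.3 and 82.3 CPM in those of the 1-day male library, against 2.38 CPM in R1-6-like and 380 CPM in R7-like cells. Their other genes lay toward R1-6-like cells, with a lowest median position of 0.666 on a scale from R7-like (0) to R1-6-like (1) cells. Barcodes of R7-like, R8-like and mixed clusters with pigment markers were at most 0.114 of the number expected for random doublets. Doublets that fell in pigment-like or unnamed clusters were not counted, so this ratio does not decide on random doublets. Free RNA is argued against in the male libraries, where the main rhodopsin of each mixed cluster exceeded the next by at least 20.8-fold. In the female library 1 cluster held 18860 CPM of *Rh3* and 15090 CPM of *Rh4*, so this test covers the males only. R7 and R1-6 material in one barcode remains a candidate explanation with the value of 0.666, and cells that express both rhodopsins were not excluded.

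Median *ninaE* UMIs of R8-like barcodes exceeded those of pigment-like barcodes at least 11.75-fold in each library, and those of R7-like barcodes at least 29.0-fold in the 1-day male, 3-day male and female libraries. An even spread of free RNA is argued against by these ratios. In the 7-day male library the ratio for R7-like barcodes was 1.5, which free RNA alone could give. Material of R1-6 cells in the same barcode stays open in the other libraries.

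R7-like and mixed cells with *Rh3* more often held at least 5 UMIs of *Rh5* than those with *Rh4*, at 42 of 889 against 6 of 655 in the 1-day male library. The intervals of the 2 shares lay apart in 4 of 4 libraries. Free RNA is argued against by the lowest ratio of *Rh5* CPM, 2.31, as it would reach both alike. Parts of one ommatidium in one barcode fits the 4 of 4 libraries, since *Rh3* and *Rh5* occur in the same ommatidia. For *Rh6* the share of such cells was higher with *Rh4* in 3 of 4 libraries and with *Rh3* in the 1-day male library (67 of 889 against 32 of 655), with intervals that overlap in each. The CPM of *Rh6* was higher with *Rh4* in 2 of 4 libraries, so *Rh6* leaves this open. At 3 and 7 days *Rh3* CPM in R8-like cells was lower with *Rh5* than with *Rh6* (146 against 1200 and 287 against 959). It was higher in the 1-day male (1466 against 1426) and female (970 against 723) libraries. *Rh3* in R8-like cells thus leaves parts of one ommatidium in one barcode open as well.

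In the 1-day male library *apolpp* was spread evenly over 4 classes, with mean UMIs per barcode of 0.428, 0.438, 0.428 and 0.406 in the R1-6-like, R7-like, R8-like and secondary and tertiary pigment-like cells, a highest to lowest ratio of 1.08. It was not even elsewhere, with 2.82 in primary pigment-like cells and 0.709 in cells left out as not of the eye. A difference between the sexes at all ages is argued against by the 0.746 CPM in R1-6-like cells of the 7-day males. Free RNA fits the ratio of 1.08 in the 4 classes, but an even spread does not account for the primary pigment-like cells. Cells left out as not of the eye held 120, 65.3, 52.25 and 67.3 CPM in the 1-day, 3-day and 7-day male and female libraries. In those cells *apolpp* was thus present in every library. The source was not tested, and a difference between the sexes at 1 day alone and an effect of age stay open.

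*Zasp66* in R7-like cells with under 2% *ninaE* was 0.172 of that in all R7-like cells over the 3 male libraries together. This lies under the ratio of each library, since the 7-day library has a low level and a larger part of these cells. The ratios were 0.195 (95% interval 0.126 to 0.289) at 1 day, 0.219 (0.0924 to 0.446) at 3 days and 0.228 (0.148 to 0.339) in females. At 7 days it was 0.748 (0.116 to 3.85) from 3 and 5 UMIs, which decides nothing. R1-6 material in R7-like and R8-like barcodes fits the ratios of the other 3 libraries. *oc* in the same cells of the male libraries had a ratio of 1.015, which argues against a loss of all photoreceptor genes under this limit. From these counts, whether *Zasp66* is present in R7 and R8 cells at a low level stays open. In vivo, the paper reports a *Zasp66* reporter in R7 and R8 photoreceptors, which was not examined here.

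A cluster with *Skeletor*, *hth* and *Rh3* among its most raised genes held 56 cells in the 1-day male, 26 in the 7-day male and 32 in the female library. The naming rule left it outside R7-like cells because R8 markers were raised as well. No test of its origin was done, and the position of its cells in the eye is not in the data.

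*Rh3* cells made up 70.7% (95% interval 65.5 to 75.5%) of the female R7-like cells with a single rhodopsin, against 55.0% in 1-day males. With under 2% *ninaE* the female share was 65.3%. With mixed clusters counted by their main rhodopsin, a setting chosen after seeing the data, the shares were 66.8% (63.5 to 70.1%) in females and 57.3% (54.8 to 59.8%) in 1-day males. The gap was smaller but remained. The intervals cover counting error only, so loss of cells to the mixed clusters, other differences between 2 libraries and a difference between the sexes all stay open.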
